# Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation

**DOI:** 10.1038/s41467-024-49486-5

**Published:** 2024-06-17

**Authors:** Benjamin A. Nacev, Yakshi Dabas, Matthew R. Paul, Christian Pacheco, Michelle Mitchener, Yekaterina Perez, Yan Fang, Alexey A. Soshnev, Douglas Barrows, Thomas Carroll, Nicholas D. Socci, Samantha C. St. Jean, Sagarika Tiwari, Michael J. Gruss, Sebastien Monette, William D. Tap, Benjamin A. Garcia, Tom Muir, C. David Allis

**Keywords:** Epigenetics, Cancer epigenetics, Cancer genomics, Sarcoma, Embryonic stem cells

## Abstract

Dysregulated epigenetic states are a hallmark of cancer and often arise from genetic alterations in epigenetic regulators. This includes missense mutations in histones, which, together with associated DNA, form nucleosome core particles. However, the oncogenic mechanisms of most histone mutations are unknown. Here, we demonstrate that cancer-associated histone mutations at arginines in the histone H3 N-terminal tail disrupt repressive chromatin domains, alter gene regulation, and dysregulate differentiation. We find that histone H3R2C and R26C mutants reduce transcriptionally repressive H3K27me3. While H3K27me3 depletion in cells expressing these mutants is exclusively observed on the minor fraction of histone tails harboring the mutations, the same mutants recurrently disrupt broad H3K27me3 domains in the chromatin context, including near developmentally regulated promoters. H3K27me3 loss leads to de-repression of differentiation pathways, with concordant effects between H3R2 and H3R26 mutants despite different proximity to the PRC2 substrate, H3K27. Functionally, H3R26C-expressing mesenchymal progenitor cells and murine embryonic stem cell-derived teratomas demonstrate impaired differentiation. Collectively, these data show that cancer-associated H3 N-terminal arginine mutations reduce PRC2 activity and disrupt chromatin-dependent developmental functions, a cancer-relevant phenotype.

## Abstract (web summary)

Missense mutations in histones can drive oncogenesis and disrupt chromatin, but the associated mechanisms for many such mutations remain poorly understood. Here, the authors show that cancer-associated histone mutations at arginines in the H3 N-terminal tail disrupt repressive chromatin domains, alter gene expression, and in one case impair differentiation via reduction of PRC2 function.

## Introduction

Histone proteins, together with associated DNA, form nucleosomes, the basic subunit of chromatin. Combinatorial post-translational modifications (PTMs) of histones regulate critical cellular processes such as cell fate, DNA damage repair, and the cell cycle^1^. Not surprisingly, genetic alterations affecting the machinery that deposits, recognizes, and removes histone PTMs (i.e., ‘writers’, ‘readers’, and ‘erasers’) can function as oncogenic drivers and are of intense interest in anticancer drug development^2–5^.

In addition, dominant cancer-associated missense mutations in histones themselves (termed ‘oncohistones’) were initially discovered at three amino acids spanning a nine amino acid region of the histone H3 N-terminal tail. These include mutations at lysine 36 (H3K36M) in chondroblastoma, chondrosarcoma, undifferentiated pleomorphic sarcoma, and head and neck squamous cell carcinoma; at glycine 34 (H3G34W/L/R) in giant cell tumors of the bone, osteosarcoma, and glioma; and at lysine 27 (H3K27M) in diffuse intrinsic pontine glioma^6–11^. These “classical” oncohistones inhibit the activity of H3K27 or H3K36 methyltransferases leading to aberrant chromatin landscapes and dysregulated chromatin-dependent functions including differentiation and DNA damage repair^8,12,13^.

In contrast to most proteins, which are encoded by a single gene, more than a dozen genes encode identical or highly similar histone H3 proteins. In the case of classical oncohistones, a missense mutation is observed in a single histone encoding gene. Thus, the capacity for an oncohistone to exert a phenotype in the context of a mostly wild-type histone H3 protein pool is critical for oncohistone-induced chromatin changes. The lysine to methionine (K-to-M) subset of classical oncohistone mutations inhibit their cognate methyltransferases with marked effects in trans (i.e., on wildtype H3) characterized by widespread loss of histone methylation products. In contrast, mutations at H3G34 function biochemically *in cis* with effects restricted to the histone tail harboring the mutation^13^. This *in cis* activity is explained by the requirement for the glycine 34 residue in the minus 2 position relative to the lysine substrate for H3K36 methyltransferases^14^.

Despite the restricted direct biochemical sequelae of H3G34 expression, H3G34 mutants nonetheless induce locus-specific chromatin reorganization through loss of H3K36me3 at specific domains^15,16^. Such changes alter gene regulation and drive cancer phenotypes^15^. The extension of histone PTM changes from an *in cis* biochemical effect to domain reorganization are hypothesized to result from the polymeric nature of chromatin wherein incorporation of an abnormal histone subunit at low frequency can serve as a nucleation event for the propagation of effects through the polymer^8,17^.

We and others have observed recurrent cancer-associated histone missense mutations outside the nine amino acid stretch of the H3 tail where classical oncohistones are found^18–20^. This expanded set of mutations occur in all four core histones at hotspots in both the tail and structured globular domains. Subsets of these mutations are now understood to affect the activity of chromatin remodelers and chaperones and, like the classical oncohistones, can perturb gene expression and differentiation^19,21^. However, in most cases the mechanisms and consequences of these additional oncohistone mutations are poorly understood^22^.

Here we show that a subset of oncohistone mutations that occur at arginine residues in the H3 N-terminal tail and act *in cis* to alter the deposition of key histone posttranslational modifications, perturb H3K27me3 domains through disruption of PRC2 function, and promote aberrant differentiation programs that affect lineage commitment in progenitor populations. These findings reveal effects of H3 N-terminal tail arginine mutations in cancer-relevant biologic functions, which may at least partially explain why they are recurrently observed in tumors.

## Results

### H3 N-terminal arginines are recurrently mutated in cancer

Our prior analysis of 4205 cancer-associated somatic histone missense mutations identified recurrent mutations of arginine residues in the N-terminal tail of histone H3.1 (hereafter H3)^18^. There are four arginines in this region, three of which—R2, R8, and R26—are mutated with frequencies similar to or exceeding those of classical oncohistones at H3K27, G34, and K36 (Fig. 1A) and are observed in a diverse group of carcinomas and sarcomas (Supplementary Fig. S1, Supplementary Data 1). In addition, when compared to the mutation count of nearby amino acids (Fig. 1B), mutation frequencies at the arginine residues exceed the local background. This is particularly the case for H3R26, which is the 7th most frequently mutated amino acid in the entire histone mutation cohort, independent of core histone family and tail/histone fold domain association^18^. The fourth arginine in the H3 N-terminal tail, H3R17, was not frequently mutated compared to other amino acid positions in this region (Fig. 1B). Notably, H3R2, R8, and R26 mutations were observed in a cohort of tumors with infrequent mutations (tumor mutation burden ≤2 mutations/Mb)^18^, suggesting potential positive selection and implied functionality.

**Fig. 1:**
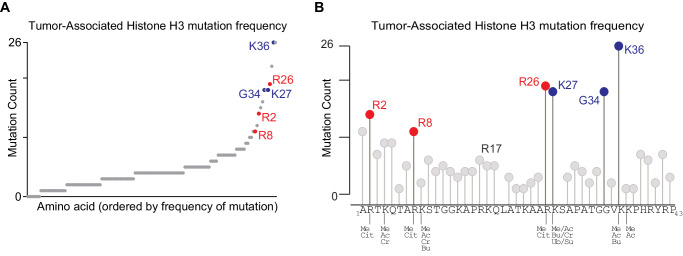
Histone H3 N-terminal arginine mutations are prevalent in cancer. Using data from a published dataset of cancer-associated histone mutations^18^, **A** the frequency of mutations (y-axis) in histone H3 is plotted for each amino acid in the protein (x-axis) ranked by increasing frequency of mutations or **B** by sequence position with the single letter amino acid sequence of H3.1 noted (only positions 1–43 are shown). Blue indicates classical oncohistones. Red indicates H3 N-terminal arginine residues of interest. Selected sites of histone post-translational modifications^64^ are denoted (Me methyl, Cit citrullination, Ac acetylation, Cr crotonylation, Bu butyrylation, Ub ubiquitination).

### H3 N-terminal R2 and R26 mutations impair PRC2 activity

Given the relative prevalence of H3R2, R8, and R26 mutations compared to classical oncohistones and the proximity of these amino acids to H3 N-terminal lysine PTM sites, we sought to test the hypothesis that H3-arginine cancer-associated missense mutations alter histone PTM prevalence. In tumors, a variety of missense mutations occur at the H3 arginine residues of interest. We therefore selected a commonly observed arginine to cysteine substitution to model (Supplementary Data 1). To do so, we expressed C-terminal HA- and FLAG-tagged transgenic H3 arginine mutants or a wild-type H3 (H3WT) control in HEK293T cells to measure their effects on PTM levels using PTM-specific antibodies. This system has previously been used to study the effects of classical oncohistones^8,13,16^.

The prevalence of H3 methylation at different H3 N-terminal lysines was reduced in a manner dependent on the presence and specific location of a H3R mutation when compared to wild-type H3 (H3WT) expressed at similar levels (Fig. 2A). Both H3R2C and H3R8C mutants led to decreased methylation at H3K4, with the most profound effects on H3K4me3, a PTM typically associated with transcriptionally active promoters. H3R8C markedly reduced the heterochromatin-associated histone modification H3K9me3, and H3R26C resulted in near complete loss of H3K27me3, which promotes transcriptional silencing. Expression of H3R26C had similar effects on H3K27me1/2 and led to an expected reciprocal increase in H3K27ac. H3R2C also decreased H3K27me3 with less pronounced effects on H3K27me1/2, which was unexpected given its distance from H3K27 in the sequence of the unstructured tail. Notably, a mutation at H3R17, which is not frequently mutated in cancer, did not have any effects on PTM levels.

**Fig. 2:**
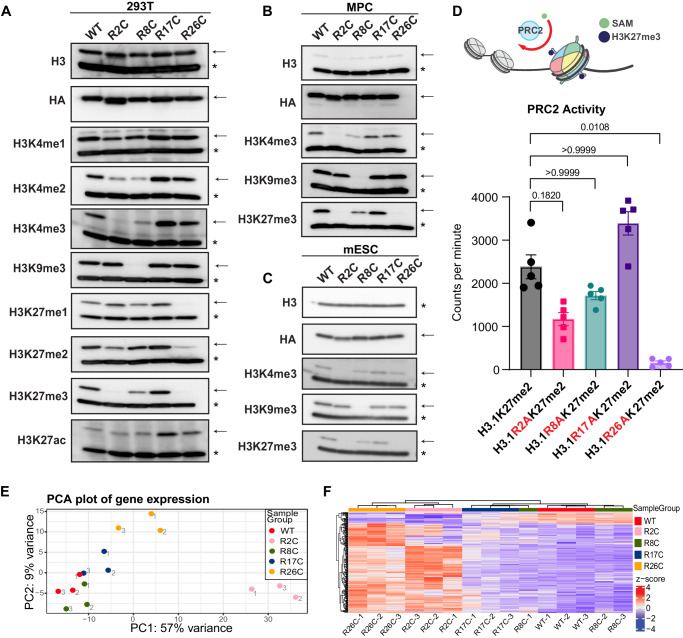
H3R2 and H3R26 histone mutations similarly disrupt histone PTMs, PRC2 activity, and transcription. **A** Immunoblot analysis of total H3, HA-epitope-tagged transgenic H3, or specific histone PTMs using PTM-specific antibodies in lysates from H3WT or H3 arginine mutant expressing HEK293T (293T), **B** mesenchymal progenitor cells (MPC), or **C** murine embryonic stem cells (mESC). The epitope-tagged mutant (or wildtype control) histone is marked by an arrow, whereas the endogenous wildtype H3 histone is marked by an asterisk. The approximate molecular weight of endogenous H3 (~16 kDa) was determined by reference to a molecular weight ladder and the stereotypical core histone migration pattern by Direct Blue staining of uncropped membranes corresponding to each blot, which are available in the Source Data file along with uncropped images of the immunoblots. Blots shown in panels **A**–**C** are representative of duplicate experiments. **D** In vitro PRC2 methyltransferase activity for H3K27me2 nucleosome array substrates harboring H3WT versus mutant H3 using tritiated S-adenosyl-L-methionine (SAM) as a methyl donor. PRC2 activity is shown as counts per minute after background (no enzyme) counts were subtracted. Group means were determined to significantly differ (*p* < 0.001) using a nonparametric test (Friedman) of matched replicates (*n* = 5 independent assays). Dunn’s test (two-sided) was then used to compare each mutant to the H3WT control. *p*-values are shown. Error bars are standard error of the mean. Source data are provided as a Source Data file. **E** Principal component analysis of bulk RNA-seq from MPC expressing H3WT or H3R2C, H3R8C, H3R17C, or H3R26C. Three individual biologic replicates are shown for each genotype. The point labels indicate the replicate number. **F** H3WT or H3 arginine mutant MPC clustered based on expression values of differentially expressed genes in H3R26C vs H3WT. Only genes with at least a 2-fold change in expression and *p-adj* < 0.05 are shown. Three independent replicates are shown, each individually denoted by the suffix “-n”.

Similar PTM changes were observed when the H3R mutants were expressed in two additional cell lines, C3H/10T1/2 murine mesenchymal progenitor cells (MPC) and murine embryonic stem cells (mESC) (Fig. 2B, C). Despite lower expression of the transgene relative to the total histone H3 pool in MPC compared to HEK293T, and an even lower expression of the transgene in mESC, mutant effects on PTMs were analogous. Importantly, H3WT was expressed at similar levels to the H3R mutants in each of the three cell lines. In all cell lines, the observed changes in PTMs occurred *in cis*, with loss of the PTMs on the transgenic histone but without appreciable changes in the endogenous histone pool. In addition, the expression of core PRC2 subunits was not reduced by H3R26C expression relative to H3WT in either MPCs or HEK293T cells. While PRC2 subunit expression was reduced in the H3R2C mutant relative to H3WT in MPCs cells, it was not in HEK293T. Thus, changes in PRC2 subunit expression do not explain the effects of H3R2C or H3R26C on H3K27 methylation (Supplementary Fig. S2A).

The nuclear localization of the transgenic histones was confirmed by immunofluorescence (anti-HA) with chromatin association supported by colocalization of the anti-HA signal with condensed mitotic chromatin (Supplementary Fig. S2B). Since the arginine-to-cysteine substitutions introduce a reactive sulfhydryl group, which could lead to protein crosslinking and represent a mechanism for PTM changes distinct from other missense mutations at the same position, we alternatively substituted alanine or histidine at each of the arginines of interest. In all cases, we observed similar effects on H3K4me3 and H3K27me3 in HEK293T cells when compared to R-to-C mutations (Supplementary Fig. S2C). Given the proximity of H3R26 to H3K27, to ensure that H3K27 epitope loss or occlusion by the H3R26 mutants was not confounding the immunoblot results, we performed middle-down mass spectrometry, which confirmed a near total *in cis* loss of H3K27me3 in H3R26C mutant histone tails (Supplementary Fig. S2D, Supplementary Data 2). Finally, to ensure that H3K27me3 could be detected by a PTM-specific antibody in the absence of the wild-type H3R26 amino acid, we confirmed that recombinant H3R26A-K27me3 and H3WT-K27me3 nucleosomes were similarly recognized by the anti-H3K27me3 antibody (Supplementary Fig. S2E).

Notably, both H3R2 and H3R26 can be methylated raising the possibility that loss of these methylation sites in the mutant could contribute to decreased lysine PTMs via crosstalk mechanisms. However, prior studies have established that that H3R2me2 is anti-correlated with H3K4me3 and enriched at inactive promoters^23^ and that H3R2me2s impairs PRC2 activity compared to unmethylated H3R2 substrates^24^. To test these relationships in our system, we treated MPCs with a type I arginine methyltransferases (MS023)^25^, an inhibitor of the predominant type II arginine methyltransferase, PRMT5 (GSK591)^26^, or both, to deplete methylarginine. Type I and type II arginine methyltransferases catalyze monomethylarginine (MMA), type I arginine methyltransferases catalyze asymmetric dimethyl arginine (ADMA), and type II arginine methyltransferases catalyze symmetric dimethyl arginine (SDMA)^27^. We established doses of each drug that reduced MMA, ADMA, and SDMA using PTM-specific antibodies applied to whole cell extracts (Supplementary Fig. S3A). SDMA was detected in the core histone range in acid extracted histones and was reduced upon treatment with the type II arginine methyltransferase inhibitor (GSK591 alone or with MS023) suggesting that these doses were also sufficient to reduce histone arginine methylation (Supplementary Fig. S3B). At the same doses of arginine methyltransferase inhibitors, there was no reduction in H3K4me3 or H3K27me3 on the transgenic H3WT tail or gain of either on the H3R2C mutant histone tail (Supplementary Fig. S3C). On the contrary, co-inhibition of type I and II arginine methyltransferases appeared to slightly increase H3K4me3 and H3K27me3, which is in keeping with prior work. In addition, PTM profiling using mass spectrometry did not detect any H3R2 methylation and H3R26me1/2 was detected in <10% of H3WT population (Supplementary Data 2), which is consistent with prior studies^28^. Thus, loss of H3R2- and H3R26 methylation is unlikely to explain the observed effects on H3K4me3 and H3K27me3 loss.

### Histone H3R26 is required for PRC2 histone methyltransferase activity

The Polycomb Repressive Complex 2 (PRC2), the ‘writer’ of H3K27 mono-, di-, and tri-methylation, is a critical regulator of lineage commitment programs and is commonly disrupted in cancer^29^. One explanation for the observed decreased H3K27me3 in cells expressing H3R2C or R26C mutants is reduced PRC2 activity. To assess this, we determined the effect of all the H3 arginine mutants in an in vitro PRC2 methyltransferase assay in which PRC2 activity was measured by incorporation of a tritiated methyl group from an ^3^H-labeled S-adenosyl-L-methionine donor. The substrate in this assay was a 12-mer homogenous nucleosome array of recombinant nucleosome octamers generated with H3WT or H3 arginine mutants (Supplementary Figs. S2F, S2G). In all the H3R mutants, the arginine was substituted to alanine since this was more compatible with the synthetic process and the R-to-A missense mutations affected H3K27 methylation similarly to a cystine substitution when analyzed by immunoblot (Supplementary Fig. S2C). The recombinant histone H3 was dimethylated in all substrates to allow us to specifically assess the production of H3K27me3, since PRC2 generates H3K27me1/2/3.

Compared to a wild-type substrate, the PRC2-catalyzed methylation of K27-dimethylated H3R26A arrays was largely eliminated (6.8%, *p* = 0.01), which agreed with the immunoblot data (Fig. 2D). The methylation of H3R2A arrays was reduced (49%) though did not reach statistical significance (*p* = 0.18), suggesting that the complete loss of H3K27me3 on H2R2 mutant histones in the cellular context as determined by immunoblot is mediated by factors in addition to direct effects on the core PRC2 complex. H3R8 and R17 mutants, which were associated with minimal or no loss of H3K27me3 in immunoblot assays did not significantly differ from H3WT as PRC2 substrates in the in vitro methyltransferase assay (*p* > 0.99).

Because PRC2-catalyzed H3K27me3 has an important role in silencing gene expression and both H3R2A and H3R26A reduced PRC2 activity in vitro and/or in cells, we speculated whether these mutants could alter transcription compared to H3WT expressing cells and if the changes would be similar. To address this, we examined gene expression in H3WT, R2C, R8C, R17C, and R26C expressing MPC, a cell type which we previously used to study oncohistone-induced disruption of chromatin and chromatin-dependent gene regulation and differentiation^8,21^. The bulk transcriptomes of H3R2C and H3R26C MPC differed from H3WT and the other H3R mutants in a principal component analysis (Fig. 2E). Consistent with the silencing function of H3K27me3 and the near complete loss of in vitro PRC2 activity for a H3R26 mutant substrate, MPC expressing H3R26C significantly upregulated expression of 226 genes (*p-adj* < 0.05, log_2_FC > 1) (Supplementary Data 3). In contrast, only 28 genes were downregulated. The expression changes in these differentially expressed genes clustered with similar changes in the H3R2C mutant MPC but not with H3WT, H3R8C, or H3R17C mutant MPCs (Fig. 2F). Thus, H3R2 and H3R26 mutants had convergent effects of reduced H3K27me3 and transcriptional de-repression of similar genes.

### Histone H3R2 and R26 mutations perturb H3K27me3 chromatin domains

Having observed similar transcriptional changes in H3R2C and H3R26C compared to H3WT and other H3 arginine mutants, we wondered whether these mutations could broadly alter chromatin or if the effects were restricted to the mutated histone tail *in cis*. We therefore profiled H3K27me3 using CUT&RUN^30^ and compared the H3K27me3 signal in H3R2C and R26C MPC to signal in H3WT cells in three replicate experiments, noting that the H3K27me3 antibody used can recognize H3K27me3 in the absence of H3R26 (Supplementary Fig. S2E). In the mutants, we observed significant gains and losses of H3K27me3 signal at H3K27me3 peaks (Supplementary Data 4, Supplementary Fig. S4A), compatible with a locus-specific effect. Overall, the H3K27me3 signal at consensus peak regions was decreased in the mutants as was the median signal for all peaks with more notable effects at greater signal intensity (Supplementary Fig. S4B–F). The genes associated with the differential H3K27me3 peaks in H3R2C and R26C mutants, but not a randomly permuted gene cohort, corresponded to documented Polycomb-regulated gene sets (Fig. 3A, Supplementary Fig. S5).

**Fig. 3:**
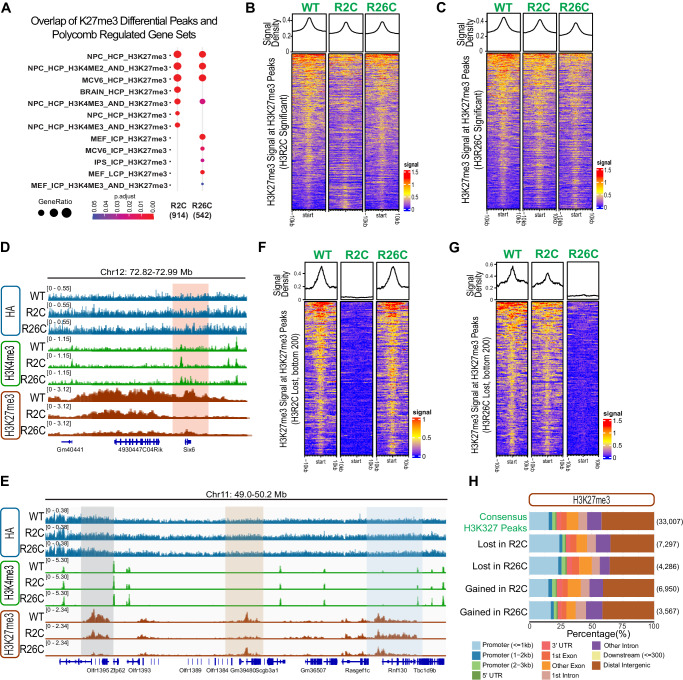
H3R2 and H3R26 mutants alter H3K27me3 in a locus-specific manner. **A** Enrichment of differential H3K27me3 peaks in known polycomb-regulated datasets. **B** H3K27me3 signal at H3K27me3 differential peaks in H3R2C or **C** H3R26C. **D** IGV (version 2.15.4) tracks of representative regions, with differential H3K27me3 peaks (mutant/WT) lost in both H3R2C and HR26C (red shading), **E** lost in H3R2C alone (beige shading), H3R26C alone (gray shading) or gained in H3R2C (blue shading). Histograms are overlayed for 3 independent replicates for each genotype (see Supplementary Fig. S3A, B for separated individual replicates). **F** H3K27me3 differential peaks (H3R2C versus H3WT) with the greatest magnitude loss in H3R2C (bottom 200 peaks). **G** H3K27me3 differential peaks (H3R26C versus H3WT) with the greatest magnitude loss in H3R26C (bottom 200 peaks). **H** Types of genomic regions associated with lost H3K27me3 peaks in H3R2C and H3R26C compared to consensus peaks. The number of peaks in each group is indicated in parentheses.

Comparison of the H3K27me3 signal between H3WT, H3R2C, and H3R26C at differential H3K27me3 peaks in H3R2C or H3R26C revealed a similar trend of overall decreased signal intensity in the mutants (Fig. 3B, C). Close examination of H3K27me3 at specific regions of differential peaks further revealed subsets of peaks where H3K27me3 was lost in both mutants, only one or the other mutant, or, in some cases, gained in as an extension of an H3WT peak region (Fig. 3D, E), Supplementary Fig. S6A,B). The mutant-specific loss of H3K27me3 in H3R2C or H3R26C was most apparent in peaks with the greatest magnitude of H3K27me3 signal loss compared to H3WT (Fig. 3F, G). When all mutant-specific differential peaks are taken into account, there was more similarity between H3R2C and R26C samples at H3R2C-lost H3K27me3 peaks than at H3R26C-lost peaks based on overall H3K27me3 signal density (Fig. 3B, C).

When comparing the chromatin incorporation of the transgenic H3R2C and R26C with H3WT using CUT&RUN for the HA-epitope tag, there was no enrichment of the mutants compared to H3WT in the regions of interest (Fig. 3D, E, Supplementary Fig. S6A, B). Analysis of the HA signal at all H3K27me3 differential peaks did not reveal any significant differences in HA signal of more than one log_2_-fold change between H3R26C and H3WT and fewer than ten such peaks in H3R2C (Supplementary Data 5, Supplementary Fig. S4F). This was markedly different from the magnitude and number of highly significant differences in H3K27me3 signal at H3K27me3 differential peaks in the same samples (Supplementary Fig. S4A), strongly suggesting that hypothetical locus-specific differences in histone mutant incorporation density do not explain the observed changes in broad regions of H3K27me3.

Because H3R2C and R26C mutants reduced PRC2 activity and H3K27me3 differential peaks in these mutants overlapped with Polycomb-regulated genes, we hypothesized that the lost H3K27me3 peaks were associated with genomic features important for gene regulation. Compared to consensus peaks, loss of H3K27me3 occurred more often within 1 kb of promoters, and less frequently at distal intergenic regions (Fig. 3H). In contrast, peaks gained in H3R2C or R26C were not enriched at specific features. Thus, H3K27me3 was lost in regions where PRC2 has a transcriptionally repressive function.

Since the H3R2C mutant reduced both H3K4me3 and H3K27me3 on the mutant histone tail (Fig. 2A–C), we explored the overlap of these PTMs at specific loci using CUT&CUN in the H3R2C- versus H3WT-expressing MPCs (Supplementary Data 6). Increased H3K27me3 peaks significantly overlapped with decreased H3K4me3 peaks (enrichment score 10.39, *p* < 1.38 × 10^−47^), which is expected given that in general, H3K4me3 and H3K27me3 mark different chromatin states^1^. We also observed a second significantly overlapping set of peaks corresponding to regions where H3K4me3 and H3K27me3 were both decreased in the H3R2C mutant expressing MPCs compared to wildtype (enrichment score 8.00, *p* < 2.30 × 10^−58^). There was no significant overlap of regions that lost H3K27me3 and gained H3K4me3 (enrichment score 1.08, *p* < 0.35).

The regions where both H3K4me3 and H3K27me3 were lost may reflect loci directly affected by the H3R2C mutant given concordance with the observed loss of both H3K4me3 and H3K27me3 on the H3R2C mutant histone (Fig. 2A–C). Further supporting a potential direct effect, the genes associated with overlapping decreased H3K4me3 and H3K27me3 peaks in the H3R2C mutant are enriched pathways associated with polycomb regulated genes (Supplementary Fig. S7A, Supplementary Data 6). In contrast, the association between gained H3K27me3 and lost H3K4me3 is more likely indirect, perhaps through redistribution of H3K27me3. From a standpoint of potential function, genes at overlapping decreased H3K4me3 and H3K27me3 peaks in the H3R2C mutant are significantly associated with GO terms involved in differentiation and cell fate including “mesenchymal differentiation”, “stem cell differentiation”, and “muscle organ development” (Supplementary Fig. S7B, Supplementary Data 6).

### Histone H3R2 and R26 mutations disrupt transcriptional control of growth and differentiation pathways

Following from the observation of locus specific H3K27me3 loss at polycomb regulated genes and the transcriptional activation of similar genes in H3R2C and H3R26C mutants, we next determined if these genes were associated with specific programs. This would be consistent with a functional effect on PRC2-mediated regulation of development and lineage commitment. Gene ontology (GO) analysis of differentially expressed genes in H3R26C versus H3WT MPC revealed an enrichment in pathways related to differentiation including blood vessel morphogenesis, regulation of vascular development, endothelial cell migration, and extracellular matrix organization (Fig. 4A). Of the 1316 differentially expressed genes (*p-adj* < 0.05, |log_2_FC|>0) that overlapped in H3R2C and H3R26C, nearly all (97%) changed in the same direction relative to H3WT (Supplementary Data 7), suggesting a convergent mechanism of transcriptional dysregulation. GO analysis of this overlapping gene set yielded terms specifically associated with mesenchymal lineages, including osteoblast differentiation (e.g., *Bmp4, Sox9*), regulation of fat cell differentiation (e.g., *Cebpa, Pparg)*, regulation of smooth muscle proliferation (e.g., *Notch3*, *Pdgfrb)*, and angiogenesis (e.g., *Tgfb2, Nfatc4*) (Fig. 4B, Supplementary Data 8). Thus, in a mesenchymal progenitor context, both H3R26C and R2C mutants affected overlapping sets of lineage-relevant and tightly regulated developmental programs.

**Fig. 4:**
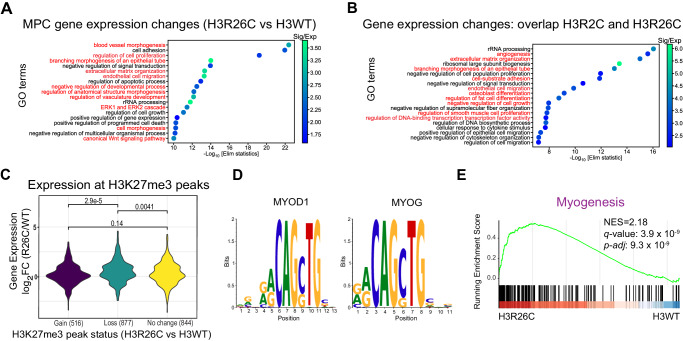
H3R2C and H3R26C histone mutants disrupt transcriptional regulation of developmental and growth pathways. **A** Gene Ontology analysis (TopGo) of differentially expressed genes when comparing H3R26C to H3WT or **B** genes differentially expressed in both H3R2C and H3R26C when each were compared individually to H3WT and when the direction of change was the same in both mutants. Red lettering indicates pathways relevant to linage specification or differentiation. **C** Change in gene expression at H3K27me3 associated genes based on H3K27me3 differential peak status (gain, loss, or no change; number of peaks denoted in parentheses) in H3R26C versus H3WT. p-values are shown above the brackets for the pairwise comparison between groups based on a two-sided Wilcoxon test. **D** Motif-analysis of sequences associated with H3K27me3 peak loss revealed putative MYOD1 and MYOG consensus sequences using the CIS-BP 2.00 database. **E** Gene set enrichment analysis of H3R26C vs H3WT demonstrated enrichment for genes in the myogenesis pathway from MSigDB Hallmarks (NES = 2.18, *q*-value = 3.9 ×10^−9^).

Three lines of evidence suggest that these transcriptional effects are driven by the loss of PRC2 activity. First, the H3R2C and R26C mutants, which reduce PRC2 activity, similarly alter the transcriptome of MPC compared to H3WT expressing MPC, whereas MPC expressing H3R8C and R17C, which do not reduce PRC2 activity, have transcriptomes similar to H3WT. Second, the majority of differentially expressed genes were upregulated, consistent with the widely accepted role of PRC2 as a transcriptional repressor. Third, affected gene sets were related to lineage commitment or differentiation programs, which are regulated by PRC2.

To understand how H3K27me3 changes correlated with transcription of nearby genes, we examined gene expression in regions where H3K27me3 was gained, lost, or did not significantly change in H3R26C versus H3WT MPC. Genes associated with H3K27me3 loss were increasingly transcribed compared to genes without change in H3K27me3 (*p* = 0.0041) and those that gained H3K27me3 (*p* = 2.9 x 10^−5^) (Fig. 4C). Gene expression in regions of H3K27me3 gain was not significantly different than at genes where there was no change in H3K27me3 (*p* = 0.14).

We next determined DNA sequence motifs where H3K27me3 was specifically lost in H3R26C-expressing MPC and compared these to transcription factor binding sequences. This revealed thirty transcription factors that putatively interact with these sites (Supplementary Data 9). Many of these bind an E-box motif (5’-CANNTG-3’) and include members of the helix-loop-helix (bHLH) family of transcription factors^31^, which were highly represented, particularly among the top ranked sequences. Notably, bHLH transcription factors regulate development and lineage programs and two bHLH family transcription factors important for muscle development, MYOD1 and MYOG,^32^ were identified as putative binders of the H3K27me3-depleted sites (Fig. 4D). Consistent with potential functional modulation of this pathway upon loss of a repressive mark, gene set enrichment analysis revealed a positive correlation between H3R26C expression and expression of a myogenesis gene set (Fig. 4E). Thus, H3R26C expression was additionally linked with dysregulation of pathways relevant for mesenchymal lineage development.

### H3R26C mutations perturb mesenchymal differentiation in MPC

Given the significant effect of H3R26C on gene expression programs related to mesenchymal development and the role of PRC2 therein^33^, we postulated that mesenchymal differentiation would be influenced by H3R26C expression. We tested this using a model in which MPC stochastically differentiate into multiple mesenchymal lineages, including adipocytes and skeletal muscle, following a brief treatment with the DNA methyltransferase inhibitor, 5-Azacitidine (5-Aza)^34^. Focusing first on adipogenesis, we observed robust differentiation of H3WT-expressing MPCs to adipocytes as determined by staining with the fluorophore-conjugated lipid dye, LipidTOX, which appeared reduced in H3R26C-expressing MPC (Fig. 5A). To measure this difference, we calculated an adipogenic index (AI)^35^, determined by the percent of total area with LipidTOX staining per total nuclei count (Supplementary Fig. S8), which was significantly reduced in H3R26C mutant expressing MPC compared to those expressing H3WT (two-tailed ratio paired t test; t = 5.289, df = 3, *p* = 0.0132, 95% CI (0.1550, 0.6289), R^2^ = 0.9032) (Fig. 5C). The mean ratio of the adipogenic indices (mutant/WT) for four replicates was = 0.335.

**Fig. 5:**
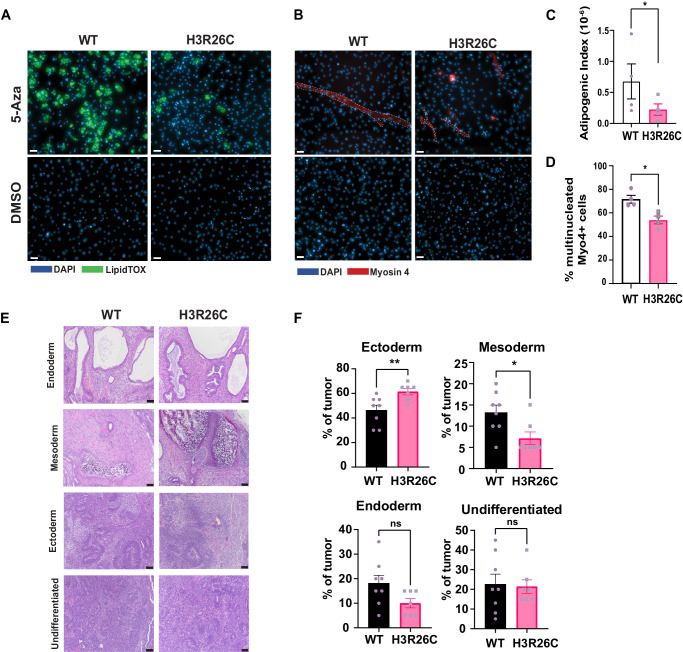
Multilineage differentiation is altered by H3R26C expression. Representative immunofluorescence images (Maximum Intensity Projections, MIPs, with brightness adjustment for visualization) of H3WT and H3R26C cells after treatment with 5-Azacitidine (5-Aza) or vehicle (DMSO) and staining with DAPI, **A** LipidTOX (adipocyte marker), or **B** Myosin 4 (Myo4, muscle linage marker). Bars = 50 µm. Myo4+ cells are outlined with white dashes. Results shown in panels **A** and **B** are representative of experiments repeated four times and quantified as in panels **C** and **D**. **C** Quantification of adipocyte differentiation using the Adipogenic Index (*n* = 4 biologic replicates; Error bars are standard error of the mean; two-tailed ratio paired t test: t = 5.289, df = 3, *p = 0.0132, 95% CI (0.1550, 0.6289), R^2^ = 0.9032). Individual datapoints are shown. Source data are provided as a Source Data file. **D** Percentage of multinucleated Myo4+ cells (*n* = 4 biologic replicates; Error bars are standard error of the mean; Two-tailed Mann–Whitney test, *p = 0.028). Individual datapoints are shown. Source data are provided as a Source Data file. **E** Representative micrographs from H3WT- and H3R26C-mESC-derived teratomas demonstrating all three germ layers and undifferentiated tissue. Bars = 100 µm. **F** Pairwise comparison of individual germ layer components and undifferentiated tissue in H3WT versus H3R26C. Individual datapoints are shown representing individual tumors grown in mice at bilateral flank injection sites (*n* = 8 for H3WT and *n* = 7 for H3R26C). For large tumors that required embedding in multiple blocks, the data from all blocks was averaged. An unpaired two-tailed t-test was used to compare groups; Ectoderm: t = 3.02, df=13, 95% CI(4.333, 26.02), R^2^ = 0.4129, *p* = 0.009; Mesoderm: t = 2.65, df = 13, 95% CI (−11.07, −1.142), R^2^ = 0.3520, *p* = 0.019; ns = *p* ≥ 0.05. Error bars are standard error of the mean. Source data are provided as a Source Data file.

A similar effect of impaired differentiation was observed in another mesenchymal lineage, skeletal muscle. H3WT-expressing MPC formed multinucleated myotubes positive for the myocyte marker, Myosin 4, whereas H3R26C-expressing MPC expressed Myosin 4 in some cells, but were significantly restricted in their ability to form Myosin 4 positive mature multinucleated myotubes (two-tailed Mann–Whitney test, *p* = 0.0286) (Fig. 5B, D).

### Expression of H3R26C alters germ layer equilibrium in embryonic stem cell differentiation

We next sought to determine if the effect of H3R26C on PRC2 mediated differentiation extended to an in vivo setting and beyond the mesenchymal context. We focused on mESC, since PRC2 is known to play a key role in lineage commitment therein^29^. This system allowed us to leverage the property of murine embryonic stem cells to form teratomas when grown as allografts. We have previously shown that disruption of epigenetic regulation in this context is sufficient to skew the relative proportion of germ layers within mESC-derived teratomas^36^.

Therefore, we expressed H3WT and H3R26C in mESC where we had noted histone PTM changes, including the loss of H3K27me3 in the H3R26C mutant, were consistent with our observations in HEK293T and MPC (Fig. 2C). Following subcutaneous injection of H3R26C and H3WT mESC into host mice, teratomas formed in both genotypes that were competent to generate all three germ layers as well as an undifferentiated population (Fig. 5E). However, the relative abundance of the germ layers was altered between H3R26C and H3WT, with a significant increase in ectoderm and a decrease in mesoderm in the H3R26C-expressing mESC (Fig. 5F). These data support an important consequence of H3R26C on tightly controlled developmental and lineage commitment programs in non-mesenchymal restricted contexts. This suggests a potentially important contribution of H3R26C and possibly other H3 arginine oncohistone mutations in multiple tumor types.

### H3R26C-mediated chromatin disruption is associated with aberrant or partially differentiated states

Based on the observation that H3R26C-expressing MPC differentiate to the extent that they express the Myosin 4 muscle marker but form mature myotubes less frequently than H3WT, we explored the possibility that H3R26C-expressing cells might aberrantly or only partially differentiate. 

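Cells of C3H10T1/2, a mouse line of mesenchymal progenitors (MPC), expressing H3WT or H3R26C were profiled in droplets on the 10X Genomics platform after 5-Azacitidine (5-Aza) or vehicle (DMSO), with 1 library for each of the 4 conditions. 5-Aza inhibits DNA methyltransferases and was given at 3 µM for 24 h, and the differentiated cells were collected on day 28. The day of collection is not stated for the DMSO cells, so the treatments may also differ in time in culture. In this assay each RNA molecule receives the barcode of its droplet and a unique molecular identifier (UMI), so that the values are counts of distinct molecules per gene and droplet. The authors counted the reads with Cell Ranger, version 6.1.0 in the headers of the matrices, on the GRCm38 (mm10) reference and deposited the filtered matrices of 32285 genes without normalization. The matrices held 6239 barcodes for H3WT with DMSO, 15002 for H3WT with 5-Aza, 6540 for H3R26C with DMSO and 12110 for H3R26C with 5-Aza. Barcodes with fewer than 5000 UMIs, fewer than 1500 genes or more than 20% mitochondrial UMIs were left out, as in the paper's methods. In the same order of libraries, this kept 3710, 5993, 4727 and 7619 cells, or 59.5%, 39.9%, 72.3% and 62.9% of the barcodes. The kept cells of these libraries held 86871326, 84345500, 84060490 and 110712425 UMIs, and their median was 22420, 13149, 16598 and 13123 UMIs per cell, higher with DMSO than with 5-Aza.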

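The kept cells of all libraries were clustered together in Seurat after SCTransform with the cell cycle scores regressed, on 20 principal components and at a resolution of 0.2. This gave 10 clusters, which are named A to J here from the largest to the smallest. A cluster was named after a cell type only where at least 3 markers of that type met both of these limits. They were found in at least 25% of its cells, thinned to 5000 UMIs, and lay at least 2 log2 units above the other cells. A marker of that type also had to be among the cluster's 10 leading genes, with no other type having more there. The leading genes of the unnamed clusters were Colec10, Eln and Fos in A, Ifi27l2a, Col8a1 and Mgp in B, Igfbp5 in C, Tmem176b, Ccn3 and Lxn in D, histone and mitosis genes such as Hist1h1b and Top2a in E, Gm26917, Neat1 and Malat1 in F, Enpp2, Ly6e and Hopx in H, and Msln, Cd34 and Spp1 in I. Expression is given in CPM, the sum of a gene's counts over a library or cluster, scaled to the same total of UMIs throughout. Shares of cells with a UMI of a gene rise with depth, so they were taken after each cell was thinned at random to 5000 UMIs, and the value without thinning is given with them. There is no replicate of any condition, so no test between conditions was made. The 95% intervals are exact Poisson intervals for counts and exact binomial intervals for shares, and they cover counting error only. No doublets were removed, because the automatic threshold of the doublet caller Scrublet marked 5 of the 22049 cells, too few for the caller to have worked.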

After 5-Aza-induced differentiation, we used single cell RNA sequencing (scRNA-seq) to identify unique cell populations arising after cells received a differentiation cue. Unlike scRNA-seq of tissues from an intact organism where defined populations of cells are expected, we anticipated analyzing a mixture of undifferentiated progenitor cells, differentiated mesenchymal populations, and intermediate or partially differentiated cells. Therefore, we expected to observe only a few defined cell populations based on markers from mature mouse tissues. Among these, we identified a Ly6a+ cluster representing a mesenchymal precursor pool as well as clusters identified as myocytes and adipocytes based on their respective established markers (Fig. 6A, B, Supplementary Fig. S9A–C). 

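Cluster A, whose make-up by library was nearest to that of the paper's Group 1, held 8859 cells and expressed Ly6a at 825 CPM. Ly6a (ENSMUSG00000075602) lies on chromosome 15 of GRCm38 from 74994877 to 74998031. The gene was not confined to this cluster, since every cluster outside the named ones held it at 533 CPM (cluster F) or more, with 2907 CPM in cluster H. Cluster G, with 668 cells, met the rule for a skeletal muscle-like cluster with 13 of the 13 muscle markers, 6 of which were among its 10 leading genes, and Ly6a was at 290 CPM there. Cluster J, with 61 cells, met the rule for an adipocyte-like cluster with 11 of the 13 adipocyte markers, 5 of them among its 10 leading genes, and Ly6a was at 112 CPM there. No cluster met the rule for osteoblasts, chondrocytes, smooth muscle, endothelial cells or blood cells. Over all kept cells of a library, Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) was at 62.7 CPM in H3WT and 97.4 CPM in H3R26C with 5-Aza, while the DMSO libraries held 1 UMI of it in H3WT and 0 in H3R26C. Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) was at 24.3 CPM in H3WT and 12.0 CPM in H3R26C with 5-Aza, and at 8.20 and 16.5 CPM with DMSO.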

Notably, in the adipocyte cluster, the ratio of 5-Aza-treated H3R26 C:H3WT was 0.386 (Fig. 6C), which is consistent with the ratio of H3R26C to H3WT adipogenic indices (0.335) as determined in independent experiments using an alternative method for adipocyte quantification (Fig. 5C).

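The adipocyte-like cluster held 26 of the 5993 H3WT cells treated with 5-Aza, a share of 0.434% (interval 0.284% to 0.635%), and 13 of the 7619 H3R26C cells treated with 5-Aza, a share of 0.171% (0.0909% to 0.292%). The ratio of these shares was 0.393, with a counting interval of 0.186 to 0.793. With DMSO the cluster held 10 of 3710 H3WT cells and 12 of 4727 H3R26C cells, shares of 0.270% and 0.254% whose ratio of 0.942 (0.373 to 2.43) was not distinguishable from 1. The adipocyte genes that define the cluster differ between the libraries, so the cells were also clustered with the named genes and all cell type markers left out of the variable genes, which gave a ratio of 0.408. Without any clusters, cells with at least 3 of 8 adipocyte markers after thinning made up 0.768% of the H3WT and 0.276% of the H3R26C cells treated with 5-Aza, a ratio of 0.359. Of the alternatives tried, a stricter cell filter of at least 10000 UMIs and 2500 genes and at most 10% mitochondrial UMIs moved the ratio most, to 0.620, which is inside the counting interval.

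**Figure D1:**
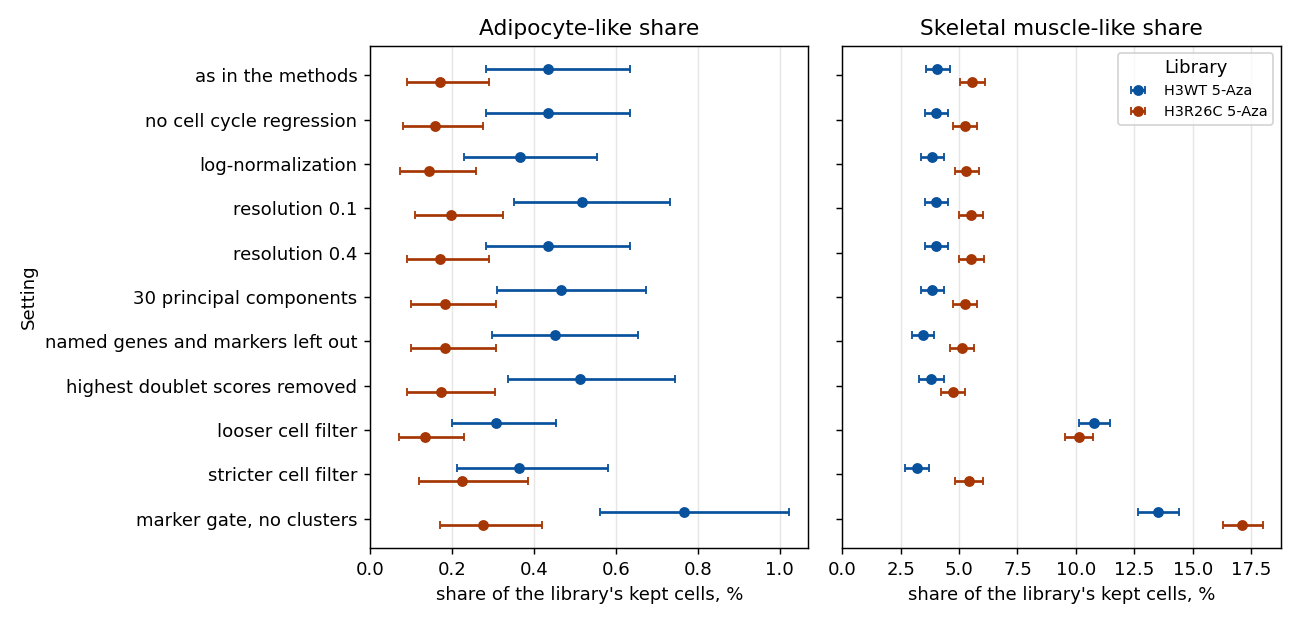
Share of each 5-Aza library's kept cells that were adipocyte-like (left) or skeletal muscle-like (right), in percent on the x axes, with clusters or marker gates made as named on the y axis. Points are shares of H3WT (blue) and H3R26C (red-brown) cells and bars are 95% exact binomial intervals, which cover counting error only. The adipocyte-like point lies lower in H3R26C than in H3WT in all 11 settings, and the muscle-like point lies higher in H3R26C in every setting but the looser cell filter. The muscle marker gate may also count cells that hold free muscle RNA.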

**Fig. 6:**
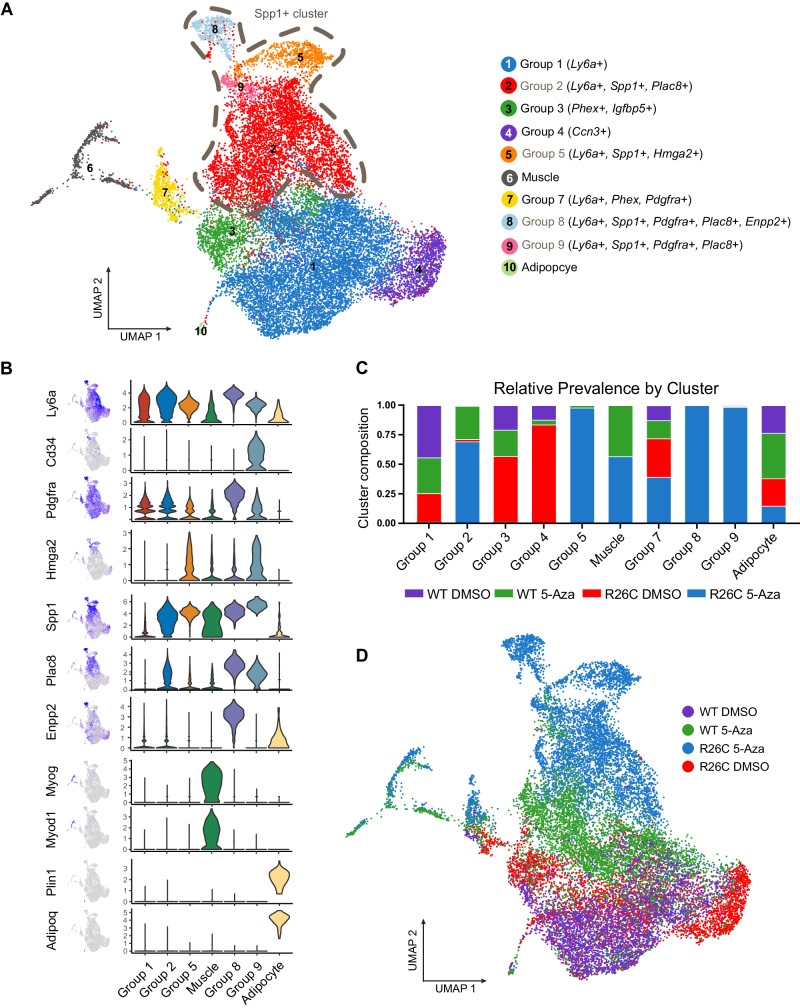
H3R26C mutant expressing MPC form populations after differentiation induction that are distinct from H3WT. H3WT and H3R26C expressing MPC were induced to differentiate with 5-Azacitidine (5-Aza) and transcriptionally profiled as single cells along with vehicle (DMSO) controls. **A** The transcriptomes of all four conditions are represented as ten clusters on a UMAP projection with relevant marker genes or linage assignments listed with the group names. The dashed line indicates Spp1^+^ groups, which are labeled with grey font. **B** The expression of individual marker genes was plotted for groups of interest and overlayed on the UMAP. **C** The proportion of sample (by genotype and treatment) represented in each group (source data are provided as a Source Data file) are plotted. **D** The sample identities are projected on the same UMAP as panel **A**.

To characterize additional populations, we annotated groups based on mesenchymal progenitor and lineage commitment markers. We identified clusters (groups 2, 5, 8, 9) that expressed both the progenitor marker Ly6a and the early mesenchymal lineage marker Spp1 (Fig. 6B). 

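In the libraries as a whole, Ly6a was at 578 CPM in H3WT and 667 CPM in H3R26C with DMSO, and at 1034 and 1582 CPM with 5-Aza. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes the secreted protein osteopontin, was at 275 CPM in H3WT and 476 CPM in H3R26C with DMSO, and at 847 CPM (interval 841 to 853) and 4905 CPM (4892 to 4918) with 5-Aza. The log2 ratio of H3R26C to H3WT with 5-Aza was 2.53 (2.52 to 2.54), and of the alternatives tried the mean of per-cell CPM moved it most, to 2.68. After thinning, 12.5% (11.4% to 13.6%) of H3WT and 18.5% (17.4% to 19.6%) of H3R26C cells treated with DMSO had a UMI of both genes, against 33.4% (32.2% to 34.6%) and 79.5% (78.5% to 80.4%) with 5-Aza. Without thinning these shares were 26.1%, 29.5%, 50.1% and 90.8%. Among muscle-like cells, 14.8% of the H3WT cells (median of 14928 UMIs) and 40.1% of the H3R26C cells (median of 19244 UMIs) treated with 5-Aza had a UMI of both after thinning, and 26.6% and 66.7% had one without it. The share among muscle-like cells was thus itself higher in the H3R26C library. Clusters B, D, E, F, H and I had a UMI of each gene in at least 50% of their thinned cells. Of these, B, H and I were nearest to the paper's Groups 2, 8 and 9 by their make-up, and Group 5 had no cluster of its own, its nearest also being I. In the H3R26C 5-Aza library Spp1 was at 17248 CPM in cluster I, 6673 CPM in H and 4649 CPM in B, against 562 CPM in cluster A. In the H3WT 5-Aza library it was at 2088 CPM in B and 358 CPM in A.

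**Figure D2:**
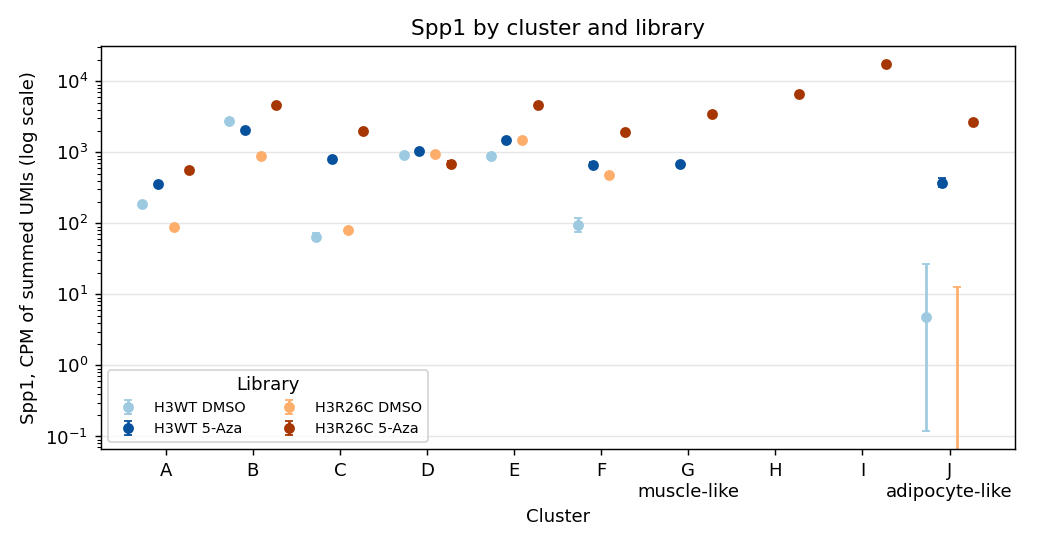
Spp1 counts summed over the cells of each cluster (x axis) and library (colours), in CPM on a log scale, with 95% exact Poisson intervals that cover counting error only. A value of 0 is drawn as its upper interval alone. Cluster I lies highest, in the H3R26C 5-Aza library, and within clusters A, B, C, E, F, G and J the H3R26C 5-Aza point lies above the H3WT 5-Aza point.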

The Spp1^+^ cluster is an aggregate of groups that expressed stemness and early lineage commitment markers. For example, group 2 expressed the adipogenic marker Plac8, group 9 expressed the stem cell markers CD34 and Hmg2a as well as Plac8, and group 8 expressed the stem marker Pdgfra together with Plac8 and second adipogenic marker, Enpp2. 

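These genes lead some of the clusters they describe, so their levels are given from the clustering in which they and the cell type markers were left out of the variable genes. It gave 9 clusters. The interferon-response cluster, led by Ifi27l2a and made of 4419 H3R26C 5-Aza, 1469 H3WT 5-Aza, 39 H3R26C DMSO and 13 H3WT DMSO cells, held Plac8 (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) at 348 CPM, against 79.1 CPM in all other cells. The cluster of 583 cells, all from the H3R26C 5-Aza library, held Plac8 at 1214 CPM, Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) at 444 CPM against 127 CPM in the other cells, and Enpp2 (ENSMUSG00000022425, chromosome 15, 54838901 to 54952892) at 1497 CPM against 84.7 CPM. No cluster led by Msln and Cd34 was separate in this clustering. Cd34 (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) was highest in the cluster led by histone and mitosis genes, at 28.0 CPM against 4.07 CPM in the other cells, and Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) was also highest there, at 165 CPM against 15.5 CPM. Across whole libraries, Plac8 was at 1.98 CPM in H3WT and 3.13 CPM in H3R26C with DMSO, and at 116 and 376 CPM with 5-Aza. Cd34 was at 0.52 and 0.59 CPM with DMSO and 4.90 and 16.6 CPM with 5-Aza, and Hmga2 at 6.52 and 20.1 CPM with DMSO and 9.37 and 71.9 CPM with 5-Aza, each given for H3WT and then for H3R26C.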

Notably, there was correlation between the bulk RNA-seq and scRNA-seq datasets. 

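The bulk RNA-seq lists for H3R26C (Supplementary Data 3) name 226 genes as higher and 28 as lower than in H3WT MPC. Counts of the kept cells were summed per library, and the log2 ratio of H3R26C to H3WT was taken for listed genes with a mean of at least 1 CPM, with a pseudocount of 1 CPM. With DMSO, the median over 149 genes higher in bulk H3R26C was −0.080, and 67 of these genes were above 0. Of 10000 random lists of as many genes matched on mean expression, 95% had a median between −0.011 and 0.083, and none had one as low. The median over 11 genes lower in bulk H3R26C was 0.29, at percentile 99.2 of its random lists. With 5-Aza, the medians were −0.18 over 176 genes higher in bulk, at percentile 0, and 0.95 over 16 genes lower in bulk, at percentile 100. Over all kept cells each list thus lay on the side opposite to its bulk direction. This did not hold in every subset of cells. Among cells in G1 phase with DMSO, the genes higher in bulk had a median of 0.011 at percentile 22.4, inside the random lists. Within the largest cluster with 5-Aza (152 H3R26C and 3478 H3WT cells) they were at 0.18 and percentile 100, the bulk direction, and the genes lower in bulk at 0.18 and percentile 77.5. Only genes with a mean of at least 10 CPM left 3 of the genes lower in bulk with DMSO, with a median of 0.014 at percentile 44.1. The percentiles describe these libraries and are no test between conditions. The bulk methods name no 5-Aza, so the 5-Aza comparison has no bulk counterpart.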

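For the GO term blood vessel morphogenesis, the paper's sheet of H3R26C terms (Supplementary Data 8) was read in a copy that holds the first 1999 of its 2155 rows. The 133 rows of this term are complete there and all matched a gene, and no set test was run on them. A score per cell was computed with AddModuleScore, the mean expression of the list minus that of control genes of like expression. With DMSO its library mean was 0.0963 (SD 0.0591 over cells) in H3WT and 0.101 (SD 0.0719) in H3R26C, a difference of 0.00480 that the angiogenesis list shared by H3R2C and H3R26C turned to −0.00175. The cluster nearest to the paper's Group 7 by make-up was F, with 53 H3WT and 176 H3R26C cells treated with DMSO. Its mean score was 0.129 in H3WT and 0.270 in H3R26C, and this difference of 0.141 was the largest among the 7 clusters with cells of both DMSO libraries, the others lying between −0.0221 and 0.0479. With the angiogenesis list the difference in cluster F was 0.131. The cells compared in cluster F differed in quality, with a median of 12.5% mitochondrial UMIs and Malat1 at 64230 CPM in H3WT DMSO, against 7.05% and 28213 CPM in H3R26C DMSO. Over all libraries the cluster had the lowest median of UMIs per cell, 7926, and the highest of mitochondrial UMIs, 7.56%.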

Transcripts representing significant GO terms from the bulk RNA-seq data (Fig. 4A) were enriched in specific clusters in H3R26C compared to the H3WT wildtype DMSO samples, particularly in Group 7 (Supplementary Fig. S9D–G). These differences persisted in the samples that received differentiation cues.

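With 5-Aza, the mean blood vessel morphogenesis score was 0.111 (SD 0.0665 over cells) in H3WT and 0.0958 (SD 0.0837) in H3R26C, a difference of −0.0156. Within clusters the difference was above 0 in 6 of the 8 clusters with at least 10 cells of each 5-Aza library, which leaves out cluster I with 2 H3WT cells, and ran from −0.0202 in the muscle-like cluster to 0.0290 in cluster A. Of the same 8 clusters it was above 0 in 3 with the angiogenesis list, in 6 with mean log-normalized expression and in 5 on cells thinned to 5000 UMIs. In cluster F, with 102 H3WT and 343 H3R26C cells treated with 5-Aza, the mean score was 0.170 in H3WT and 0.184 in H3R26C, a difference of 0.0139, which the angiogenesis list turned to −0.00738.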

Having defined distinct populations, the contribution of each sample, defined by treatment conditions and genotype, was determined for each cluster (Fig. 6C, D). The Spp1^+^ groups, representing a hybrid of stemness and early markers of lineage commitment, were almost entirely composed of H3R26C cells that received a 5-Aza differentiation cue (Fig. 6C, D). By contrast, the groups with the greatest proportion 5-Aza-treated H3WT cells were muscle and adipocytes (Fig. 6C). 

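In clusters B, D, E, F, H and I, which were positive for Ly6a and Spp1, lay 85.9% (85.0% to 86.6%) of the H3R26C and 28.7% (27.6% to 29.9%) of the H3WT cells treated with 5-Aza, and 38.8% (37.4% to 40.2%) of the H3R26C and 9.51% (8.59% to 10.5%) of the H3WT cells treated with DMSO. Contributions were scaled as in Fig. 6C, by dividing each library's share by the sum of the 4 shares. H3R26C 5-Aza contributed 52.7% (interval 52.5% to 52.9%), H3R26C DMSO 23.8%, H3WT 5-Aza 17.6% and H3WT DMSO 5.84%. The interval covers the counting error of the H3R26C 5-Aza share alone, with the other shares held fixed, so it is too narrow. With log-normalization in place of SCTransform the H3R26C 5-Aza contribution was 75.2%. With UMIs of each gene required in 75% of the thinned cells, clusters B, E, H and I counted as positive and it was 73.1%. At 25% it was 24.2%, with all 8 unnamed clusters counted as positive, so that each of the 4 libraries came near 25%. Over clusters B, H and I alone, those nearest to the paper's Groups 2, 8 and 9, it was 74.2%, with 23.8% from H3WT 5-Aza. This last choice was made after the values were seen, and it picks clusters by their make-up. Taken singly, H3R26C 5-Aza contributed 100% to cluster H, 99.2% to I, 70.3% to B, 68.9% to E, 39.6% to F and 1.22% to D, while H3R26C DMSO made up 73.5% of D.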

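H3WT 5-Aza contributed most to the muscle-like cluster G (42.3%) and the adipocyte-like cluster J (38.5%), followed by A (30.8%) and B (27.4%). The remaining 57.7% of the muscle-like cluster came from H3R26C 5-Aza. It held 244 of the H3WT cells treated with 5-Aza, a share of 4.07%, and 424 of the H3R26C cells, a share of 5.57%, a ratio of 1.37 (1.16 to 1.61). No DMSO cell lay in it, which allows a share of up to 0.0809% in H3WT and 0.0635% in H3R26C. With the muscle markers and named genes left out of the variable genes, the ratio was 1.49. With a looser cell filter of at least 1000 UMIs and 500 genes it fell below 1, at 0.938. The muscle-like shares were then 10.8% (10.1% to 11.5%) in H3WT and 10.1% (9.53% to 10.7%) in H3R26C, whose intervals overlap. That filter gave 2 muscle-like clusters, of 1345 barcodes with a median of 1541 UMIs and of 517 with 19110. Whether the barcodes of the first are muscle cells or hold free muscle RNA was not settled. Without clusters, at least 3 of 12 muscle markers were found in 13.5% of the H3WT and 17.1% of the H3R26C cells treated with 5-Aza after thinning, and in 0 cells treated with DMSO. Of these, 578 H3WT and 917 H3R26C cells lay outside the muscle-like cluster. Acta1, a muscle gene, had a UMI in 23.7% to 51.0% of thinned cells across unnamed H3WT 5-Aza clusters of at least 100 cells. In H3R26C 5-Aza this range was 34.8% to 59.2%. No such background was taken off, so the gate cannot tell muscle cells from cells that hold free muscle RNA.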

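Diffusion pseudotime was computed with scanpy on the 20 principal components with 30 neighbours, in place of Monocle3, from the H3WT DMSO cell nearest to the mean of its library. It runs from 0 at that cell to 1. The median was 0.0093 (quartiles 0.0057 and 0.0149) in H3WT and 0.0151 (0.0085 and 0.0249) in H3R26C with DMSO, 0.0211 (0.0146 and 0.0317) in H3WT with 5-Aza and 0.0753 (0.053 and 0.104) in H3R26C with 5-Aza. The H3R26C 5-Aza median lay 0.0542 above that of H3WT 5-Aza. Without cell cycle regression this difference was 0.0778, the largest among the alternatives on the same scale. Among unnamed clusters, the medians were 0.185 in H, 0.103 in E, 0.0951 in I, 0.0934 in F and 0.0548 in B, to which H3R26C 5-Aza contributed most, and 0.011 in A, 0.0208 in C and 0.0252 in D. The distance of F and E was not particular to that library. In F the H3R26C 5-Aza median was 0.103, against 0.101 in H3WT DMSO, 0.0849 in H3WT 5-Aza and 0.054 in H3R26C DMSO. In E it was 0.105, against 0.06, 0.0526 and 0.0863 in the same order.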

Trajectory analysis revealed that the populations enriched for H3R26C cells that had received a differentiation cue (5-Aza) were more distant in pseudotime than vehicle treated cells or the WT 5-Aza-treated population (Fig. 7). As expected, the differentiated muscle cluster was also distant in pseudotime compared to the undifferentiated control clusters. 

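The muscle-like cluster had a median diffusion pseudotime of 0.404 (quartiles 0.149 and 0.641), above that of every unnamed cluster.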

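In diffusion pseudotime the 61 adipocyte-like cells had a median of 0.816 (quartiles 0.688 and 0.854), the highest of the clusters.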

Perhaps due to the relatively small population of cells, the adipocyte population was not resolved in the trajectory analysis. Collectively, these data support a model in which the H3R26C histone mutant disrupts differentiation by inducing an aberrantly differentiated population. This results in a reduction of the terminally differentiated population and the formation of unique populations only present in the mutant cells upon stimulation to exit the progenitor state.

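Clusters H and I held almost no cell of another library. Cluster H held 565 H3R26C 5-Aza cells, 7.42% of that library, and 0 cells of the others, which allows a share of up to 0.0809% in H3WT DMSO, 0.0501% in H3WT 5-Aza and 0.0635% in H3R26C DMSO. Cluster I held 311 H3R26C 5-Aza cells (4.08%) and 2 H3WT 5-Aza cells (0.0334%). With 1 library per condition, a cluster of a single library cannot be separated from that library. From its single-cell data, the paper draws a model, which it says the data support, of a differentiation disrupted by H3R26C through an aberrantly differentiated population, with fewer terminally differentiated cells.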

**Fig. 7:**
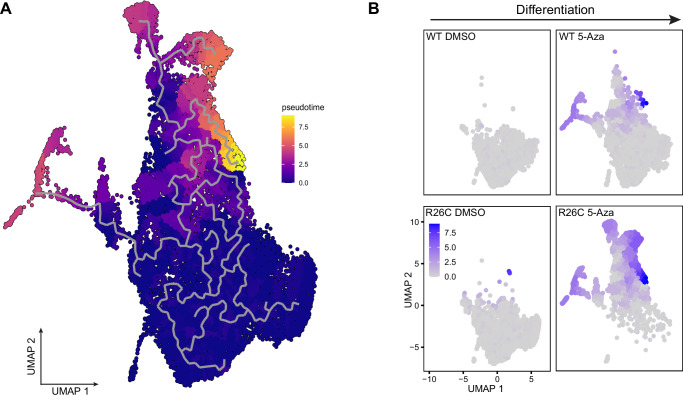
H3R26C expressing MPCs follow an aberrant differentiation trajectory compared to MPCs expressing H3WT. **A** Trajectory analysis of the same single cell RNA-seq data from Fig. 6 demonstrating a differentiation path (gray line) and distance in pseudotime (gradient scale shown). **B** Individual samples (defined by genotype and treatment) were projected onto the UMAP with pseudotime indicated by the gradient scale shown.

## Discussion

Cancer-associated histone mutations occur throughout all four core histone families and in both N-terminal tail domains and structured globular domains. This work describes the functional consequences of a subset of oncohistone mutations observed at arginine residues in the N-terminal tail of histone H3.1. These H3 arginine mutations deplete key regulatory histone PTMs, including H3K4me3, H3K9me3, and H3K27me3. This effect is independent of histone mutant expression levels relative to the wildtype pool, as we observe comparable results in three different cell lines with a range of histone expression levels with matched mutant and H3WT control abundance in each.

The loss of H3K27me3 was particularly pronounced on H3R26 mutant histones and histone tails harboring this mutation served as a poor substrate for the PRC2 H3K27 methyltransferase. Interestingly, H3R2 mutants also reduced the PRC2 product, despite R2 being far removed from the K27 substrate in the unstructured histone tail. One possible explanation is that a core PRC2 subunit, Rbbp4, uses an acidic pocket to bind the H3 N-terminus^37^, including the H3R2 sidechain. In the absence of H3R2, the binding of PRC2 to substrate nucleosomes may be diminished.

At the biochemical level, the H3 arginine mutants induced PTM changes, which were observed on the same tail harboring the histone mutant (i.e., *in cis*). This is reminiscent of the classical oncohistone mutations observed at H3.3G34 and in contrast to the classical oncohistone mutations that follow a K-to-M paradigm (e.g., H3.3K27M and H3.3K36M), which act in trans to diminish the global pool of H3K27me3 or H3K36me3, respectively. However, despite this *in cis* biochemical effect, remarkably both H3R2C and H3R26 mutants reduce H3K27me3 domains at specific loci in a pooled population of cells. Because an arginine in the −1 position of the ARK_27_S substrate motif is required for allosteric activation of PRC2 via the EED subunit^38^, and PRC2 simultaneously contacts both substrate and activating nucleosomes^39^, disruption of polycomb spreading by low frequency incorporation of mutant nucleosomes could potentially contribute to this effect, at least for the H3R26 mutant. Why the loss of the PRC2 product is restricted to specific genomic regions remains to be understood.

Prior to this work, the only cancer-associated histone mutation known to significantly reduce H3K27 methylation was the *trans*-acting H3.3K27M oncohistone. In contrast, different oncohistone mutations were recognized to diminish H3K36me3 via either *trans* (H3.3K36M) or *cis* (H3.3G34 mutants) mechanisms. Our findings establish H3R2C and R26C as *cis-*acting oncohistone counterparts of the classical H3.3K27M oncohistone. The effect of the *trans-*acting oncohistones is wide-spread loss of the affected histone methyl mark, whereas the effect of the *cis*-acting mutants, including H3.3G34 mutants, and based on our observations, H3R2C and R26C, is restricted to a smaller set of histone methylation domains^16,40^. Notably, in all cases, *cis*-acting oncohistone mutants induce locus-specific reorganization of chromatin.

That *cis-* and *trans*-acting oncohistone mutations affecting the same histone PTM are observed in different tumor types^18^ raises the possibility that the oncogenic advantages of the resulting magnitude of chromatin perturbation are context-dependent. A strong switch-like effect of a *trans-*acting oncohistone or the more restricted dimmer-like like effect of a *cis-*acting oncohistone could be positively selected depending on the cell of origin, developmental stage, epigenetic state, or background of co-occurring genetic events.

A possible mechanism by which a *cis-*acting PRC2 inhibitors like H3R2C or R26C could potentiate malignant transformation is by establishing a cell population that is susceptible to subsequent oncogenic events. For example, through reduction of H3K27me3, H3R2C and R26C stimulated de-repression of programs associated with lineage commitment in a mesenchymal progenitor cell context. Phenotypically, differentiation of mesenchymal progenitors expressing H3R26C resulted in cell populations that expressed both progenitor and early lineage commitment programs. This mutant also impaired lineage specification in teratomas derived from mESCs, which is in keeping with the effects of PRC2 loss of function in impairing mature differentiation of teratomas^41,42^ thereby supporting the proposed mechanism of impaired PRC2 activity by H3R26C. It is possible that the aberrant populations that arise upon differentiation of the H3R26C mutant could potentially serve as primed substrates for further transformation by the action of subsequent driver genetic events, a possibility that warrants further exploration.

While this work focused on the similar effects of the H3R2 and R26 mutants on PRC2 complex activity, there are also important differences between them. Notably, H3R2C reduced H3K4me3 *in cis* implying an effect on the writing and/or erasing of this mark though with the caveat that interpretation of the immunoblot results could be confounded by epitope occlusion. How this factors into the downstream functional effect of this mutant in the tumors expressing it remains to be investigated. We also observed interesting effects in the H3R8 mutant, which have yet to be fully explored. For example, expression of this mutant correlated with marked reduction in the *in cis* prevalence of H3K4me3 and H3K9me3 raising the possibility that it can reduce both active and repressive histone PTMs. Whether this leads to significantly reorganized chromatin states, is one of several open questions.

## Methods

This research was performed in accordance with all relevant ethical regulations; Mice were treated in accordance with a protocol approved by the Rockefeller University Institutional Animal Care and Use Committee.

### Plasmids and lentivirus production

The human H3C2 cDNA sequence was cloned into the pCDH-EF1-MCS-puro lentiviral vector with C-terminal HA- and FLAG-epitope tags^13^. This construct was then used as a substrate for PCR-based site-directed mutagenesis using the Q5 site-directed mutagenesis kit (New England Biolabs) following the manufacturer’s protocol to generate histone point mutants H3.1 R2C, R2A, R2H, R8C, R8A, R8H, R17C, R17A, R17H, R26C, R26A, R26A, R26H. The presence of the correct mutations was confirmed by Sanger sequencing. To generate lentiviral particles, HEK293T cells were transfected with the pCDH-EF1-MCS-puro lentiviral vector harboring the H3.1 insert of interest along with helper plasmids (psPAX2 and pVSVG). The virus containing supernatant was collected in standard culture media containing 1% BSA on day two and filtered.

### Cell lines, cell culture, and generation of stable cell lines

HEK293T and C3H10T1/2 (Clone 8, CCL-26, ATCC) cells were cultured in Dulbecco’s modified Eagle medium (DMEM; Gibco) with 10% fetal bovine serum (CellGro) and 1% penicillin/streptomycin (Gibco). V6.5 mouse ES cells (C57BL/6 × 129S4/SvJae F_1_)^43^ (mESCs) were grown on gelatin-coated tissue cultures dishes in Knockout DMEM (Gibco) with 15% ES qualified FBS (Sigma), 0.072% beta-mercaptoethanol, 2mM L-glutamine (Gibco), MEM non-essential amino acids (from 100X stock; Gibco), and LIF (GeminiBio). Cell lines were tested for mycoplasma contamination. To generate cell lines expressing transgenic H3.1, cells were transduced with lentivirus with 5 µg/mL polybrene (Millipore). After 48 h, transduced cells were grown under selection with puromycin (2 µg/mL).

### Arginine methyltransferase inhibitor treatment

Cells were seeded at 1 × 10^6^ cells per 15 cm dish and allowed to recover overnight. The following day, the cells were treated with 300 nM MS023 (Selleck, S81112), 300 nM GSK591 (Selleck, S8111), 300 nM MS023 and 300 nM GSK591, or vehicle (DMSO). The final DMSO concentration was 0.5% for all conditions. After 2 days of treatment, the cells were collected, washed in PBS, and flash frozen for further analysis.

### Immunoblotting

Protein samples were separated by SDS-PAGE and transferred to a PVDF membrane (or to nitrocellulose for blots of whole cell extracts with anti-methylarginine or beta-actin antibodies and and for anti-H3K4me3 from histone extracts), which was subsequently blocked with 5% milk solution in tris-buffered saline with 0.1% Tween-20 (TBST). Membranes were then probed with primary antibodies in 1% milk (or 5% BSA for anti-methylarginine and beta-actin blots, and for H3K27me3 blots from histone extract) in TBST overnight at 4 degrees Celsius, washed 3X with TBST and incubated with horseradish peroxidase-conjugated secondary antibody for detection using a chemiluminescent substrate (ECL, Pierce). Primary antibodies used were: anti-H3 (Abcam, ab1791; 1:3000-25000), anti-H3K4me3 (Active Motif, 39159; 1:1000), anti-H3K9me3 (Abcam, ab8898; 1:1000), anti-H3K27me3 (Cell Signaling, 9733; 1:1000-3500), anti-H3K27ac (Active Motif, 39133; 1:1000), anti-H3K27me1 (Active Motif, 61015; 1:1000), anti-H3K27me2 (Cell Signaling, 9728; 1:1000), anti-H3K4me1 (Abcam, ab8895; 1:1000), anti-H3K4me2 (abAbcam, 7766; 1:1000), anti-HA (Biolegend, 901503; 1:1000-5000), anti-SDMA (Cell Signaling, 13222; 1:1000), anti-ADMA (Cell Signaling, 13522; 1:1000), anti-MMA (Cell Signaling, 8015; 1:1000), and anti-beta-actin, (Cell Signaling, 4970; 1:1000). Secondary antibodies: anti-mouse IgG, HRP-linked (Cyvita, NA931; 1:5000), anti-rabbit IgG, HRP-linked (Dako, PO399; 1:5000), anti-rabbit IgG, HRP-linked (Cell Signaling, 7074; 1:2000-3000).

### Histone acid extraction

Flash frozen pellets of 1-2 × 10^6^ PBS-washed cells were thawed on ice and incubated on a rotator for 30 min at 4 °C in 1 mL of hypotonic lysis buffer (10 mM Tris-HCl, pH 8.0, 1 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT, and 1x protease inhibitor cocktail (Roche)). Nuclei were pelted by centrifugation at 10,000 × *g* at 4 °C, resuspended in 0.4 N H_2_SO_4_ then incubated on a rotator at 4 °C for 30 min. The samples were then centrifuged at 16,000 × *g* at 4 °C for 10 min. The supernatant was then incubated with 132 µL trichloroacetic acid (100%), which was added in a dropwise fashion, for 30 min at 4 °C. The samples were then centrifuged at 16,000 × *g* at 4 °C for 10 min and the supernatant was discarded. The pellet was washed twice with 1 mL of ice-cold acetone, air-dried, and then resuspended in ddH_2_0.

### Nucleosome immunoprecipitation

Cell pellets of 3 × 10^7^ HEK293T cells expressing transgenic epitope tagged histone H3.1 were collected and resuspended in 1 mL of LB1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton-X-100) with 1 × protease inhibitor cocktail (Roche). After a 10-min incubation on a rotator at 4 °C, tubes were spun at 1350 × *g* at 4 °C and the supernatant was discarded. The pellet was resuspended in 1 mL of LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) with 1 × protease inhibitors and incubated on a rotor at 4 °C for 10 min. After a 5-min spin at 1350 × *g* at 4 °C, the supernatant was discarded and the pellet was resuspended in 900 µL of LB3 (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-laurolysarcosine) with 1 × protease inhibitors and 100 µL of 10% Triton-X-100. In series, the sample was passed through 21 G, 23 G, and 27 G needles on ice to produce a homogenous mixture, which was then sonicated using a Covaris E220 ultrasonicator at a peak power of 220, duty factor of 5.0, and cycle/burst ratio of 200. After a 10-min spin at maximum speed in a 4 °C benchtop microcentrifuge, the supernatant was collected and transferred to tubes containing FLAG-conjugated magnetic beads (Pierce A36797) that had been equilibrated with PBS with 1 × protease inhibitor cocktail. Following an overnight incubation at 4 °C on a rotator, the supernatant was removed and the beads were washed three times with 900 µL LB3 with 1 × protease inhibitor cocktail and 100 µL of 10% Triton-X-100. Three additional washes with Buffer D (20 mM HEPES pH 7.9, 10% glycerol, 0.2 mM EDTA, 0.2% Triton-X-100 and 1 × protease inhibitor cocktail) with 100 mM NaCl and then three washes with PBS with 1 × protease inhibitor cocktail were performed prior to resuspending the beads in 100 µL of 100 mM glycine pH 2.0 and shaking at 1400 rpm at room temperature to elute the bound proteins (repeated for two elutions total). The eluate was then neutralized by vortexing with 15 µL of 1 M Tris-HCl pH 8.5.

### Middle down histone sample preparation

Elutions from the FLAG- immunoprecipitation were dried down in a speed-vac, and then resuspended in 5 mM dithiothreitol (Thermo Fisher Scientific) in 50 mM ammonium bicarbonate buffer pH 8 and reduced for 1 h at room temperature. Iodoacetamide (Sigma) was added to a final concentration of 20 mM, and samples were alkylated for 30 min at room temperature in the dark. Samples were again dried down in the speed-vac, and then digestion was performed as previously described^44,45^. Briefly, samples were resuspended in 5 mM ammonium acetate pH 4 and digested with endoproteinase GluC at a ratio of 1:20 (enzyme:protein) overnight at room temperature. Digested samples were dried down and then desalted using in-house stage tips^44,45^. Stage tips were generated by wedging a 0.5 cm circular punch of a 3 M Empore C18 paper disk into the bottom of a P200 pipette tip, followed by addition of porous graphitic carbon (PGC) (HyperCarb, Thermo Fisher Scientific) to a volume three times that of the C18 punch. The stage tips were conditioned with acetonitrile (ACN), equilibrated with 0.1% trifluoroacetic acid (TFA), followed by sample loading in 0.1% TFA, then washed with 0.1% TFA, and eluted with 0.1% TFA in 70% ACN. Two biologic replicates were analyzed for each of the H3WT control and H3R26C samples.

### Middle down histone mass spectrometry analysis

The histone samples were analyzed by nanoLC-MS/MS with a Dionex-nanoLC coupled to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). The column was packed in-house using a 75 µm ID × 17 cm column with PGC HyperCarb (3 µm; Thermo Fisher Scientific). The HPLC buffers were A = 0.1% formic acid; B = 80% acetonitrile, 0.1% formic acid. The HPLC gradient was as follows: 2% solvent B for 25 min, then 2% to 13% solvent B in 2 min, from 13% to 16% solvent B in 45 min, 16% to 23% solvent B in 45 min, up to 95% B in 1 min, 95% B for 3 min, and back down from 95% B to 2% B in 1 min and a hold at 2% B for 9 min. The flow rate was at 500 nL/min. Data were acquired using a data-dependent acquisition method, consisting of a full scan MS spectrum (m/z 350–900) performed in the Orbitrap at 120,000 resolution with an AGC target value of 5e5 (normalized AGC target = 125%), followed by selection of peptides of charge states 7–12 and MS2 fragmentation using ETD with calibrated charge-dependent parameters. Dynamic exclusion was set to 10 seconds. Fragmented peptides were detected in the Orbitrap at 30,000 resolution. AGC target was set at 7.5e4 (normalized AGC target = 150%), and maximum inject time set at 200 ms. Histone samples were resuspended in 10 µl buffer A and 4 µl was injected.

### Middle down mass spectrometry data analysis

Middle down MS data analysis was performed as previously described^44,45^. Briefly, raw files were processed in Proteome Discoverer 2.2 (Thermo Fisher Scientific) using the Mascot search engine with a precursor mass tolerance of 2.1 Da and a fragment mass tolerance of 0.01 Da. Carbamidomethyl on cysteine was set as a fixed modification, and variable modifications included acetylation on n-termini and lysine, mono- and di- methylation on lysine and arginine, and trimethylation on lysine. Mascot output files were analyzed with in-house software, HistoneCoderTool ProteoformQuant and IsoScale^46,47^ (http://middle-down.github.io/Software/), which removes peptides that do not have sufficient fragment ions to map PTMs, and only retains unambiguous peptides with high confidence identification and quantification of PTMs. The output file contains the quantified relative abundance for every identified peptide species, as well as the MS2 level evidence for PTM identification and localization.

### Synthesis of Fmoc-Lys(me3)-OH-TFA

Fmoc-Lys(Boc)-OH (6 g) was deprotected by addition of 1:1 trifluoroacetic acid:dichloromethane with stirring for 1 h at room temperature. The solution was concentrated in vacuo overnight and the resultant residue resuspended in 4:1 dichloromethane:MeOH followed by slow addition of N,N-diisopropylethylamine (15 eq.) and then methyl iodide (15 eq.). Reaction progress was monitored by RP-HPLC and quenched by addition of water after 70 min. The product was subjected to a series of extractions with dichloromethane and the final aqueous layer acidified with trifluoroacetic acid to pH 2 and purified by preparatory HPLC. The final product was obtained in 51% yield and characterized by RP-HPLC, ESI-MS, and 1H NMR spectroscopy.

### Synthesis of wild-type and arginine mutant H3K27me2 and H3K27me3 histones

Wild-type H2A, H2B, and H4 histones and truncated histone H3.1_29-135_(A29C, C96A, C110A) were recombinantly expressed and purified from *E. coli*. Peptide hydrazides for semisynthesis were prepared by solid-phase peptide synthesis as previously described^48^ with Fmoc-Lys(alloc)-OH incorporated at the desired locations for Lys(me2). For synthesis of H3K27me2-containing constructs, peptides were deprotected on resin with Pd(PPh_3_)_4_ (0.25 eq.) and N,N-dimethylbarbituric acid (10 eq.) in dichloromethane with agitation (2 × 30 min) and then washed with N,N-diethyldithiocarbamate in dimethylformamide. Resin was subsequently washed with methanol (MeOH) and equilibrated in a 1:1 mixture of PBS:MeOH. Reductive alkylation was performed by addition of 37% (w/w) formaldehyde (50 eq.) in 1:1 PBS:MeOH and solid NaCNBH3 (50 eq.) with agitation (2 × 30 min). Samples were then washed with 1:1 PBS:MeOH, MeOH, and dimethylformamide (sequentially) and peptide cleavage performed as previously described^48^. Peptide hydrazides were dissolved in activation buffer (6 M guanidinium hydrochloride, 0.2 M NaH_2_PO_4_, pH 3.0) and reacted with a solution of NaNO_2_ (10 eq.) in a salt/ice slurry at −20 °C for 20 min. 2-Mercaptoethanesulfonic acid sodium salt (100 eq.) was then added and the solution pH adjusted slowly to pH 7, after which the reaction was allowed to proceed at room temperature for 15–20 min. The resultant thioesters were purified by semipreparatory RP-HPLC as previously described^48^. Peptide sequences for histone semisynthesis are shown below:

H3(1-28)K27me2: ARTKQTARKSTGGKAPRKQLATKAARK(me2)S

H3R2A(1-28)K27me2: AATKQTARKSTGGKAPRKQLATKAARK(me2)S

H3R8A(1-28)K27me2: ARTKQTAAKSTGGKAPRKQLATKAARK(me2)S

H3R17(1-28)K27me2: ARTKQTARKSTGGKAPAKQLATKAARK(me2)S

H3R26A(1-28)K27me2: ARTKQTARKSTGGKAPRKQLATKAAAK(me2)S

H3(1-28)K27me3: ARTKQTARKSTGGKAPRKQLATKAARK(me3)S

H3R26A(1-28)K27me3: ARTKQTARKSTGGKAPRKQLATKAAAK(me3)S

For native chemical ligation, co-lyophilized purified peptide thioesters (2 mg) and truncated histone H3.1_29-135_ (2 mg) were resuspended in ligation buffer (6 M guanidinium hydrochloride, 100 mM Na2HPO_4_, 10 mM TCEP, 10 mM N-acetyl methionine, pH 7.5) with 5% (v/v) 2,2,2-trifluoroethanethiol (TFET). The pH of the solution was carefully adjusted to pH 7.5 and incubated at 37 °C for 4 h, with reaction progress monitored by RP-HPLC. Upon completion, the ligation reaction was diluted two-fold by addition of desulfurization buffer (400 mM TCEP and 40 mM reduced glutathione), degassed, and carefully pH adjusted to pH 7.0. Radical initiator VA-044 was added from a 20x aqueous stock to give a final solution concentration of 10 mM and the reaction allowed to proceed overnight at 37 °C. Reaction progress was monitored and products purified by semipreparatory RP-HPLC. All final histones were characterized by C18 RP-HPLC and ESI-MS.

### Preparation of nucleosome arrays

12 x 601 DNA (DNA containing 12 repeats of the 147-bp 601 sequence with 30-bp linkers) was purified from DH5α *E. coli* as previously described^49^ with an additional prep cell electrophoresis purification step (Model 491 Prep Cell, Bio-Rad).

601 DNA sequence: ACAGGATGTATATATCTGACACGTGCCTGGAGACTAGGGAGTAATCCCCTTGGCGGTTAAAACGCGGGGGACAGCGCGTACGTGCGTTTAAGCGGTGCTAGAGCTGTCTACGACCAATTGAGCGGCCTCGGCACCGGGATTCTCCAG

MMTV DNA was prepared by an analogous method, with precipitation by addition of 7.5% (v/v) PEG-6000 used for purification (resultant 155-bp MMTV DNA fragment remains in the supernatant).

MMTV DNA sequence:

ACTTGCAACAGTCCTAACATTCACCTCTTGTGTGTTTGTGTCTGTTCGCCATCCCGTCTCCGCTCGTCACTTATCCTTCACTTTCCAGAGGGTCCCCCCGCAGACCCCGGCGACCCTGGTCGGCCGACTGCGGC ACAGTTTTTTG

Histone octamers were assembled and FPLC-purified as previously described^21^. 12-mer nucleosome arrays were assembled as previously detailed^48^ with minor modifications, namely that arrays were precipitated with 4 mM MgCl_2_ and resuspended array pellets were dialyzed against array assembly end buffer (200 mL × 1 h at 4 °C) to remove MgCl_2_ from the final array preparations. Arrays were quantified by UV spectroscopy at 260 nm and assembly assessed by agarose polyacrylamide gel electrophoresis with ethidium bromide staining.

### PRC2 activity assay

PRC2 core complex (PRC2), consisting of subunits EZH2, EED, RBBP4, and SUZ12, was expressed and purified from Sf9 cells as previously described^48^. PRC2 methyltransferase activity was assessed by radiometric assay in which 12-mer nucleosome arrays (480 nM 601 sites) were incubated with 20 nM PRC2 in 10 µL histone methyltransferase assay buffer (50 mM HEPES, pH 8.0, 35 mM NaCl, 0.5 mM MgCl_2_, 0.1% (v/v) Tween-20, 5 mM DTT, 1 mM PMSF, and 0.66 µM [3H]-S-adenosylmethionine) for 1 h at 30 °C. Reactions were quenched by spotting onto Whatman P81 phosphocellulose filter paper (Sigma). Filter papers were air dried for 45 min and then washed 3 × 15 min with 0.2 M NaHCO_3_ (pH 9.0) with shaking. Filter papers were subsequently dried at 40 °C for 1 h using a gel dryer, submerged in 1 mL Ultima Gold scintillation cocktail, and incubated overnight with shaking. Scintillation counting was performed the following day on a MicroBeta scintillation counter (PerkinElmer), with experimental sample counts corrected for background using a reaction in the absence of enzyme.

### CUT&RUN assay

C3H10T1/2 cells were collected by incubation with TrypLE reagent (Gibco) for 2 min at 37 °C followed by quenching with culture media and centrifugation. Cell pellets were resuspended in 1 mL PBS and transferred to a 2 mL screw cap tube. The CUT&RUN protocol was performed in PCR-tubes per the CUTANA (Epicypher) v1.6 protocol except where otherwise noted. In brief, cells were washed twice in wash buffer (20 mM HEPES, 150 mM NaCl, 0.5 mM Spermidine, EDTA-free Protease Inhibitor) prior to resuspending wash buffer. For each CUT&RUN reaction, 500,000 cells were immobilized to Concanavalin-A beads and incubated overnight at 4 °C with antibody diluted 1:100 in antibody dilution buffer (0.005% Digitonin, 2 mM EDTA, Wash Buffer). pAG-MNase (Epicypher, 15–116) digestion was performed for 2 h at 4 °C following which CUT&RUN enriched DNA was purified using phenol-chloroform extraction and ethanol precipitation. NEBNext Ultra II DNA Library Prep kit (NEB, E7645S) was used to prepare sequencing libraries with CUT&RUN enriched DNA. Libraries were sequenced using the Illumina NextSeq 550. Antibodies used were H3 (Abcam, 1791, HA (Biolegend, 901501), H3K4me3 (Active Motif 39159), H3K27me3 (Cell Signaling, 9733), and rabbit anti-mouse IgG (Abcam, 46450).

### CUT&RUN analysis

Sequence and transcript coordinates for mouse mm10 and gene models were retrieved from the Bioconductor Bsgenome.Mmusculus.UCSC.mm10 (version 1.4.0) and TxDb.Mmusculus.UCSC.mm10.knownGene (version 3.4.0) Bioconductor libraries respectively.

For the analysis of CUT&RUN data, reads were mapped using the Rsubread package’s align function (version 1.30.6)^50^. Peak calls made with SEACR (version 1.3, stringent, norm 0.01)^51^. Consensus peaks were determined to be peaks that were found in the majority of replicates in at least one mutant or control. Peaks were annotated and genome distribution was determined using the ChIPseeker package (Version 1.28.3)^52^. Enrichment analysis was performed using clusterProfiler (Version 4.0.2)^53^ against all gene sets from msigdbr (Version 7.4.1) that were related to polycomb or H3K27me3. Peaks were annotated to genes based on proximity; peaks that overlapped with TSS regions were considered for comparisons. Pairwise comparisons were made between the control and mutant using DEseq2 using counts from consensus peaks with significant genes considered as (padj <0.001). Normalized, fragment-extended signal bigWigs were created using the rtracklayer package (Version 1.40.6), and then visualized and exported from IGV.

Ranged heatmaps were generated with profileplyr (Version 1.12.0). Volcano plots were drawn with EnhancedVolcano (Version 1.10.0).

Motif analysis was completed using the MEME suite (Version 5.4.1)^54^ and its wrapper for R, memes (Version 1.04). Motif enrichment was tested using AME from MEME within the promoter regions of genes that lose H3K27me3 (−1/+0.2 Kb). All promoter regions were used as a background for this test. The CIS-BP database was the source of known motifs (version 2.0).

### Bulk RNA-seq and analysis

C3H10T1/2 cells from three separate cultures on different days were collected by washing with PBS, incubation with TypLE for 10 min at 37 °C followed by quenching with culture media and centrifugation at 300 × *g*. The pellet was resuspended in ice cold PBS, collected at 300 × *g* at 4 °C, followed by aspiration and flash freezing in liquid nitrogen followed by storage at −80 °C. RNA was then extracted using the RNAeasy kit (Qiagen) with on column DNAase I digestion per manufacturer instructions. From each sample, 500 ng of RNA was used to generate Illumina sequencing libraries using the NEBNext Ultra II RNA Library Preparation Kit (New England Biolabs) with polyA selection according to the manufacturer instructions. Libraries were pooled and single end sequencing (75 bp) was performed using an Illumina NextSeq 500.

Transcript abundance was determined using Salmon (v0.8.1) and the GENCODE reference transcript sequences^55^. Transcript counts from Salmon were imported into R with the tximport R Bioconductor package (v1.20), and differentially expressed genes were determined with the DESeq2 R Bioconductor package (v1.32)^56,57^. Read counts were normalized using the rlog function from DESeq2 and z-scores for the indicated gene sets were visualized using the ComplexHeatmap R Bioconductor package (v2.8)^58^. For GSEA analysis, genes were ranked using the Wald statistic as calculated by DESeq2 and then compared against the indicated gene lists using the clusterProfiler R Bioconductor package (v4.0.5)^59,60^. Hallmark gene lists were obtained from the Molecular Signatures Database using the msigdbr R package (v7.5.1) and GSEA results were visualized using the enrichPlot Bioconductor R package (v1.12.3)^60,61^. Gene Ontology analysis was performed using TopGO (v2.40.0) and visualized with Python (see data availability section for access to code).

For the analysis of RNAseq data used in Fig. 4C, transcript expressions were calculated using the Salmon quantification software (version 0.8.2)^55^. Normalization and differential gene expression analysis were performed using DESeq2 with significant genes considered as (*p*_*adj*_ < 0.05) (version 1.20.0)^62^.

### Mesenchymal differentiation assay

C3H10T1/2 cells expressing H3WT or H3R26C were cultured in Dulbecco’s Modified Eagle Medium (Corning) with 10% fetal bovine serum, 2 μg/ml puromycin, and 1% penicillin-streptomycin. For the 5-Azacytidine differentiation assay, cells were seeded in 2-well chamber slides (Ibidi, 80286) with 190 cells per chamber. Cells were treated with 3 μM 5-Azacytidine (Sigma A2385) for 24 h following which media was replaced twice a week. After 4 weeks, cells were processed for immunofluorescence. The results from the 5-Azacytidine differentiation assay were analyzed across 4 biological replicates.

### Differentiation assay immunofluorescence staining and image capture

Cells undergoing differentiation were fixed with 4% Formaldehyde, washed in PBS and permeabilized (0.1% Triton X-100 for Myosin 4, 0.2% Digitonin for LipidTOX staining). Following permeabilization, cells were blocked with 3% BSA in PBS and incubated overnight at 4 °C with Myosin 4 antibody (Invitrogen14650382, 1 μg/ml) in antibody dilution buffer (2% BSA in PBS), or alternatively incubated for 1 h at RT with LipidTOX (Invitrogen, H34475, 1:200). After overnight incubation with the Myosin 4 antibody, cells were washed in PBS and incubated for 1 h at RT with anti-mouse Alexa Fluor 568 secondary antibody (Invitrogen, A-11004, 2 μg/ml). Cells were washed in PBS and stained with DAPI (Sigma D9542, 2 ug/ml) for 5 min. Samples were rinsed with PBS and Vectashield antifade mounting media (Vector Laboratories, H-1000) was added to the chamber slides. Fluorescence images were taken by imaging the entire slide using Zeiss Celldiscoverer 7 (CD7) automated widefield system with DAPI (Excitation/Emission 353/465 nm), AF488 (Excitation/Emission 493/517 nm), and AF568 (Excitation/Emission 577/603 nm) channels. ZEN 2.6 (Blue edition) software was used for image acquisition.

### Differentiation assay immunofluorescence image analysis

ZEN 2.6 (blue edition) was used to stitch tiles and create maximum intensity projections from the original.czi Z-stacks. For quantifying adipogenic differentiation, images with LipidTOX staining were analyzed. For computational efficiency, the entire image was divided into four non-overlapping sub-images. For each sub-image (≈12,000 × 10,002 microns), the area covered by LipidTOX droplets was calculated using the Bernsen Method of Auto Local Threshold (Param1 = 55, Param2 = 0) command in Fiji (version 2.3.0/1.53). The total number of nuclei in each sub-image was calculated using a custom StarDist script in QuPath (version 0.3.0). The total area covered by LipidTOX droplets in the entire image was calculated as the sum of areas covered by LipidTOX in each sub-image. Similarly, the total number of nuclei in the entire image was calculated as the sum of the number of nuclei in each sub image. Adipogenesis quantification was adapted from established methods^35^ and was quantified as the Adipogenic Index (AI), which is expressed as the percentage area covered by LipidTOX normalized to the total number of nuclei for each sample (arbitrary units) (Supplementary Fig. S8). Average values of AIs across 4 biological replicates were plotted and ratio paired t-test was performed for statistical analysis.

For quantifying myogenic differentiation, four non-overlapping regions (≈7955 × 4290 microns) with Myosin 4 signal were analyzed for each sample. These regions were analyzed in QuPath software (version 0.3.0). Myosin 4 positive cells were outlined manually by using the annotation tool in QuPath and number of nuclei in each Myosin 4 positive cell annotation was quantified using a custom StarDist script. The total number of Myosin 4 positive cells and the number of Myosin 4 positive cells with more than one nuclei was used to calculate the percentage of multinucleated Myosin 4 positive cells. Average values of the percentage of multinucleated Myosin 4 positive cells across 4 biological replicates were plotted and a Mann–Whitney test was performed for statistical analysis.

### Histone mutant immunofluorescence and imaging analyses

HEK293T cells stably expressing HA-tagged wild type H3.1 and a panel of arginine mutants were grown in 12-well plates with 18 mm coverslip placed on the bottom (Neuvitro GG-18-1.5). Upon reaching 50–75% confluence, cells were rinsed in PBS, fixed with 1% paraformaldehyde in 0.1% Triton X-100 in PBS (PBS-T) for 20 min, washed with PBS-T and blocked for one hour in 1% BSA in PBS-T. Coverslips were then incubated with primary antibodies to HA epitope (mouse HA.11, BioLegend 901503, 1:200) and total H3 (rabbit ab1791, abcam, 1:1000) in 1% BSA-PBS-T solution in humidity chambers overnight, washed three times with PBS-T, and incubated with AlexaFluor-conjugated secondary antibodies (Invitrogen donkey anti-rabbit AF488 (A21206) and goat anti-mouse AF568 (A11031)) diluted 1:1000 in 1% BSA-PBS-T for four hours. Coverslips were then washed twice with PBS-T, incubated for 10 min with DAPI (1 µg/ml final concentration) in PBS, rinsed with PBS, and mounted on glass slides with ProLong Gold reagent (Invitrogen P36934). Slides were imaged using Zeiss LSM 780 AxioObserver, C-Apochromat 40x/1.2 water objective, and Zen suite (Rockefeller University BioImaging Resource Center). Single confocal slices were minimally processed in ImageJ and assembled in Adobe Illustrator CC.

### Single cell RNA-seq and analysis

C3H10T1/2 cells expressing H3WT or H3R26C were differentiated using 5-Azacytidine as described above. On day 28, cells were washed with PBS and dissociated using TrypLE Express, which was quenched with Dulbecco’s Modified Eagle Medium supplemented with 10% fetal bovine serum. The cells were collected by centrifugation and resuspended in 0.04% BSA in PBS. The cells were passed through a 70 µm cell strainer and 50,000 cells were submitted to the Memorial Sloan Kettering Integrative Genomics Operation core facility for further processing and sequencing on a 10X genomics platform.

For analysis, the FASTQ files were first processed using CellRanger V6 with the mouse genome and transcript reference data (refdata-gex-mm10-2020-A) supplied by 10X genomics. The output from CellRanger was then analyzed using the Seurat R package version 4. The filtered barcode/feature matrix was read using Seurat read10X command and the percentage of mitochondrial reads per cell was computed for subsequence filtering. Cells were filtered using the following criteria: percent mitochondrial read greater than 20% or the number of genes was less than 1500 or the number of distinct molecules was less than 5000. If any of these conditions were true the cell was filtered out of the downstream analysis. 

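These criteria left out 2529 barcodes of H3WT DMSO, 9009 of H3WT 5-Aza, 1813 of H3R26C DMSO and 4491 of H3R26C 5-Aza. Nearly all of them had fewer than 5000 UMIs: 2497, 8982, 1803 and 4462 in the same order. The mitochondrial limit alone left out 21, 19, 7 and 8 barcodes. The deposited barcodes go down to 500 UMIs in each library. The kept cells held 96.6%, 90.2%, 97.7% and 94.0% of all UMIs.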

Next, we scored the cell cycle phase of each cell using Seurat’s scoreCellCycle functions. The list of cell cycle genes for mouse was determined by taking the supplied list of human cell cycle genes and mapping them to mouse genes using the bioMart R package to do the homology mapping.

The filtered data was normalized and scaled using the SCTransform method from Seurat. For the transform we regressed against the cell cycle scores previously computed. After normalization we computed the PCA coordinates and retained the first 20 coordinates in the clustering and projection analysis. For clustering we used the Seurat FindNeighbor and FindClusters functions with several resolution values and after manual inspection fixed on a resolution value of 0.2 for subsequent work. 

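In the deposited counts, a resolution of 0.1 gave 7 clusters and a resolution of 0.4 gave 16. With 30 principal components there were 12 clusters, and without cell cycle regression there were 9.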

We also computed the UMAP project using RunUMAP and 20 pca coordinates. Cluster specific marker genes were computed using FindAllMarkers with a cutoff of 0.25 in the log fold change and a minimum percentage of 25%. For two specified gene sets: Adipocyte^63^ and Skeletal Muscle [https://www.gsea-msigdb.org/gsea/msigdb/cards/SKELETAL_MUSCLE_DEVELOPMENT] (Supplementary Data 10), we computed a score for each using AddModuleScore.

Trajectory analysis was done using Monocle3 (version 1.3.1). We used the R package SeuratWrappers to convert the Seurat objects for use in Monocle preserving the original pca mapping and UMAP reduction. The data was re-clustered with Monocle’s cluster_cells function and then the trajectory graph and cell pseudotimes were computed.

All of the custom R scripts used in this analysis are available as described in the code availability section. The following software packages were also used: CellRanger Version 6 (https://support.10xgenomics.com), R Version 4.1.2 (https://www.r-project.org), Seurat Version 4.2.0 (https://satijalab.org/seurat), Monocle3 Version 1.3.1 (https://cole-trapnell-lab.github.io/monocle3), SeuratWrappers Version 0.3.1, and SeuratObject Version 4.1.3.

### Teratoma formation and histologic analysis

To generate teratomas, 1 × 10^6^ mESC expressing H3WT or H3R26C were injected subcutaneously in each flank of 6–7 weeks old female NOD.Cg-Prkdcscid immunodeficient mice (Jackson Laboratories, Strain 005557). The mice were housed in ambient temperatures from 68-79 degrees Fahrenheit, 30–70% humidity, with light/dark times of 0700/1900 hours. For subcutaneous injections, mESC were mixed 1:1 with Matrigel Basement Membrane Matrix (Corning, 356231) and a total volume of 200 μL was injected in each flank. After 3 weeks, tumors were excised immediately postmortem and fixed in 10% Neutral Buffered Formalin (v/v). Mice were treated in accordance with a protocol approved by the Rockefeller University Institutional Animal Care and Use Committee. The maximal allowed tumor size/burden was 1.5–2 cm or ulceration; this limit was not exceeded. Fixed tumors were submitted to the Laboratory for Comparative Pathology at the Memorial Sloan Kettering Cancer Center for processing, embedding, sectioning, and hematoxylin and eosin staining. Germ layer proportions were assigned by a board-certified veterinary pathologist (SCS). Sex was not considered in the study design or analysis since the experiments were designed and controlled to test the effect of a histone mutation as the variable of focus.

### Statistical & reproducibility

The statistical methods for analysis are described in the relevant contexts in the methods, figure legends, or embedded in published or custom code (see code availability section). Investigators performing histologic analysis of teratomas were blinded to the genotypes of the mESCs used to generate the teratomas. The experiments were not randomized. Sample size is described in the figure legends and/or methods section. No statistical method was used to predetermine the sample size. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE239638. The mass spectrometry data generated in this study have been deposited in MassIVE database under accession number MSV000092535 [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=5f3e25a5d5f34ac598222b7789ab6f94] (PXD044141). Gene lists were obtained from the Molecular Signatures Database using the msigdbr R package (v7.5.1). The CIS-BP database was the source of known motifs (version 2.0). Other source data are provided with this paper as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation
**Source:** Nat Commun. 2024 Jun 17;15:5155. doi: 10.1038/s41467-024-49486-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

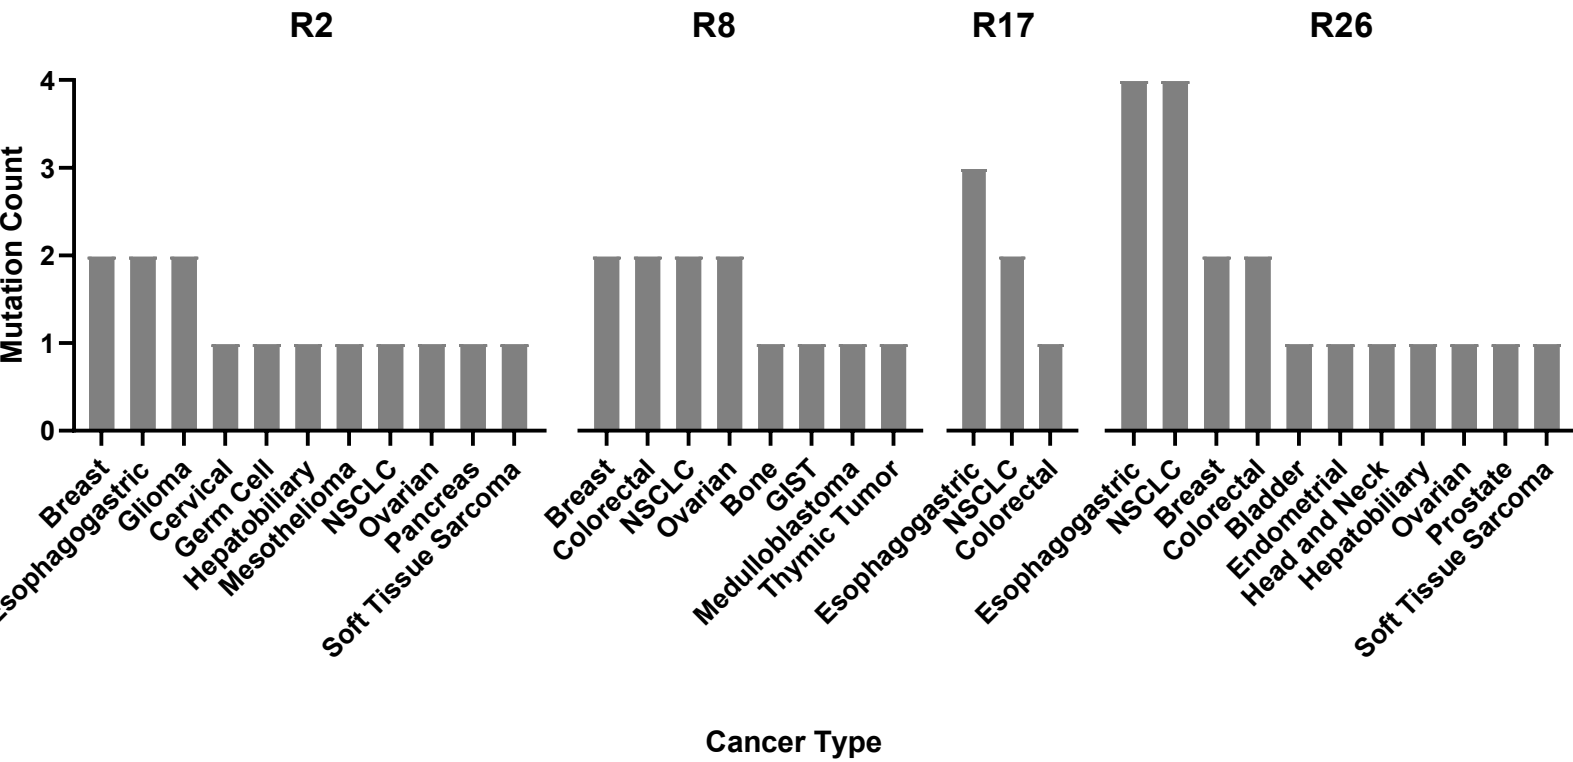

**Supplementary Fig. 1. H3 N-terminal missense mutations at arginine residues by tumor type.** Count of mutations per “Curated\_Main\_Cancer\_Type” from Supplementary Table 1 are plotted and grouped for each arginine position.

Supplementary Figure 2

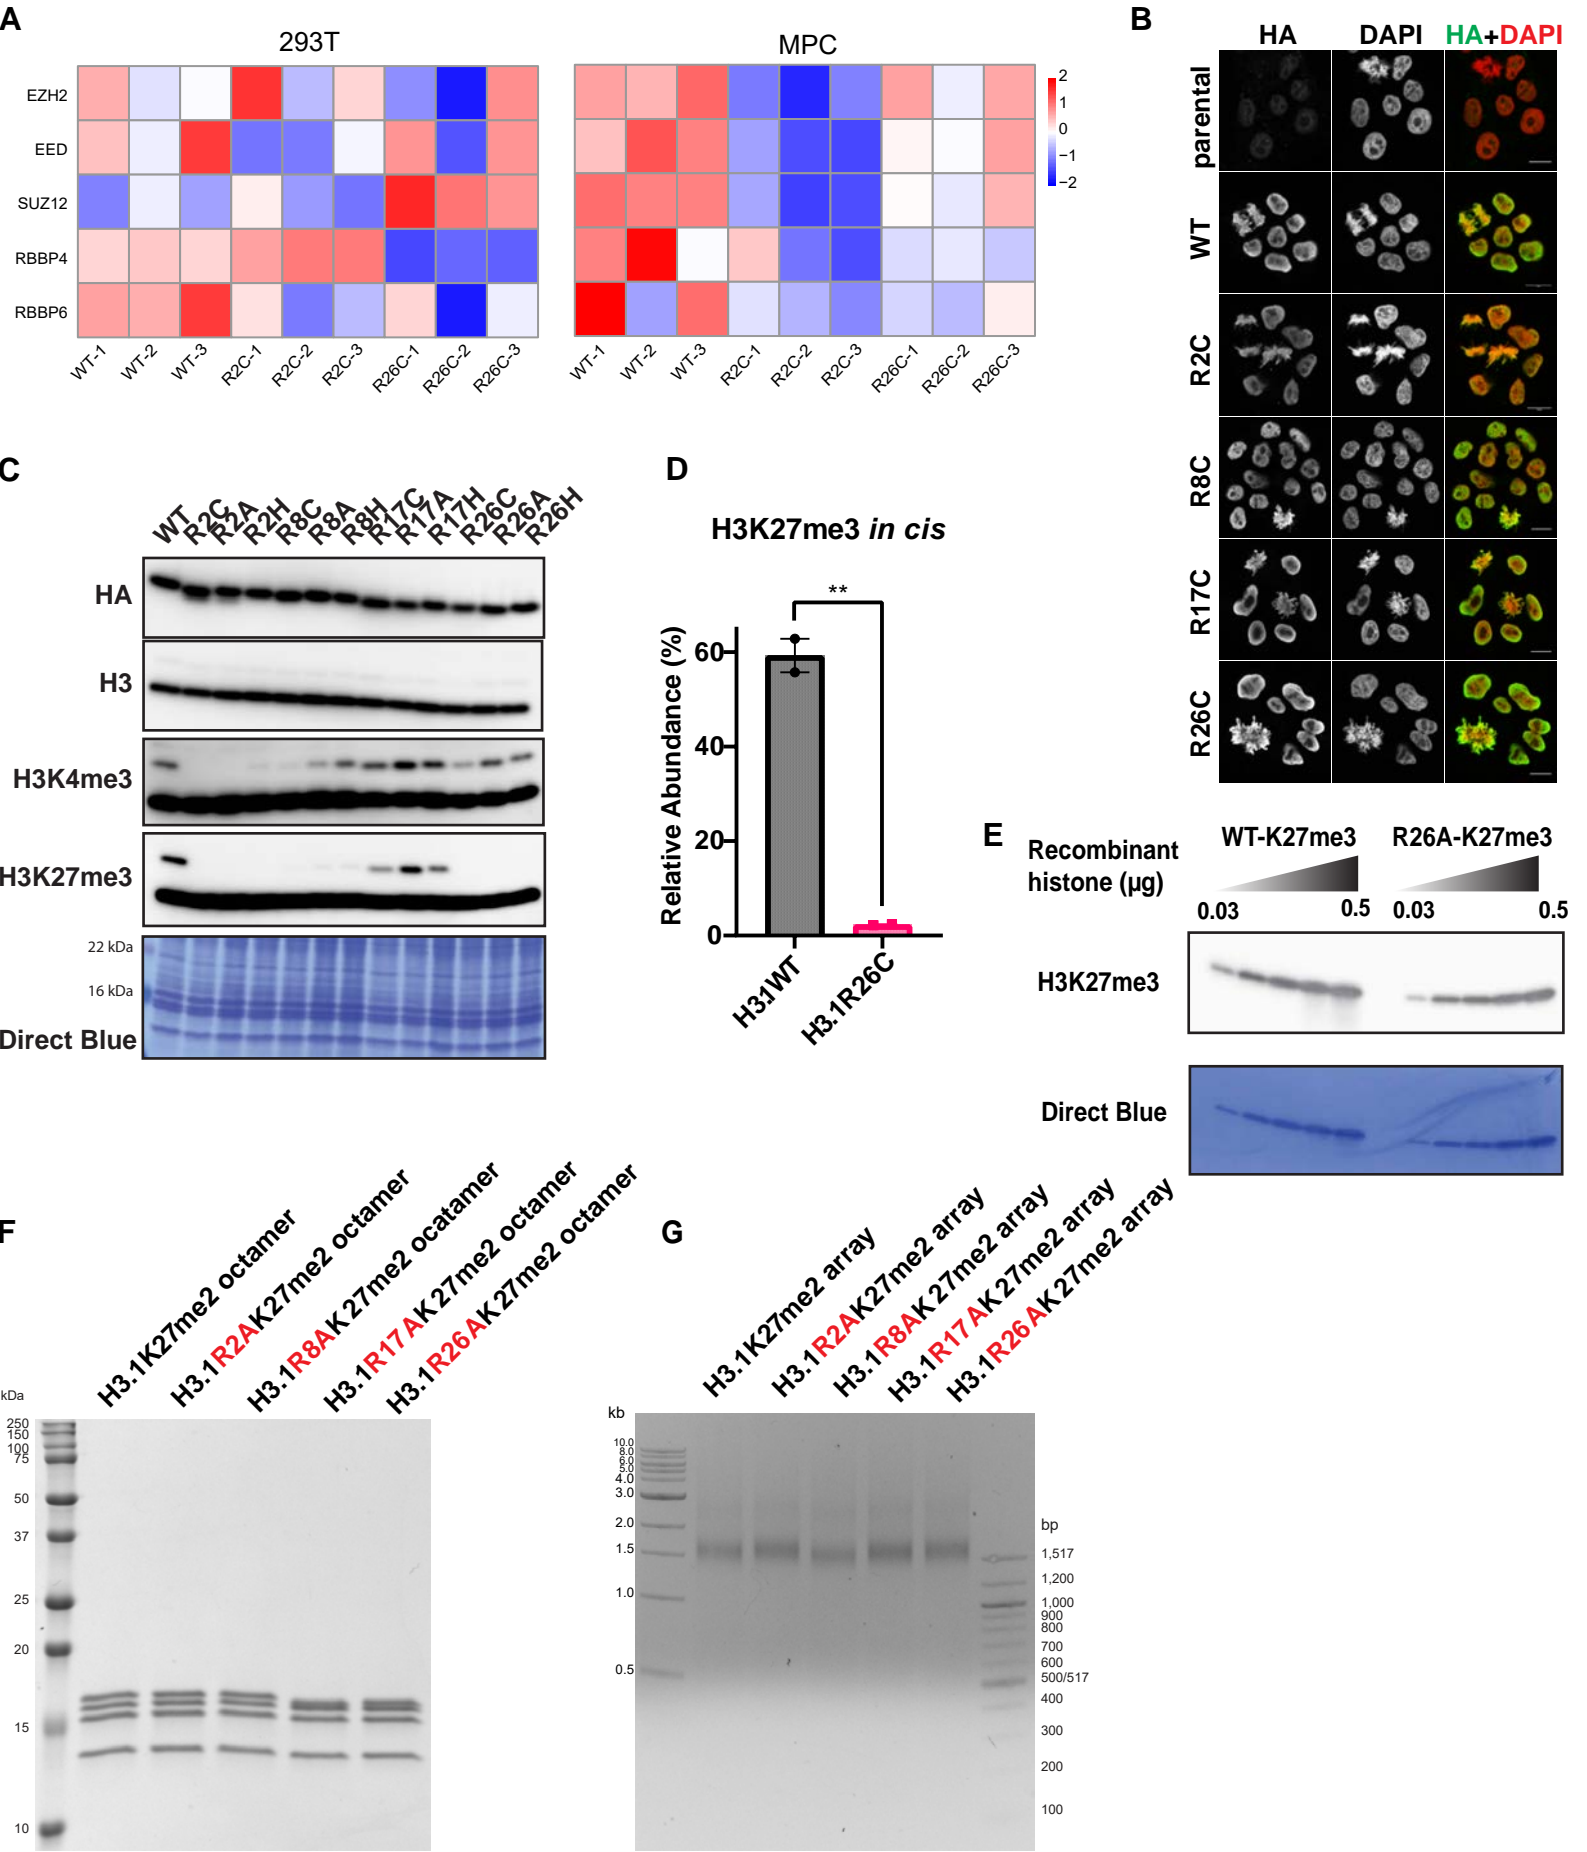

**Supplementary Fig. 2. Characterization of H3 arginine mutations and nucleosome array assembly.** **A** Expression of core PRC2 complex members. Color gradient denotes the z-score of  $\text{rlog}(\text{counts})$ .  $n = 3$  independent replicates each individually shown and denoted by the sample suffix “-n”. **B** Immunofluorescence imaging of H3WT- or H3 arginine mutant-expressing HEK293T cells. Anti-HA and DAPI signals co-localize to condensed, mitotic chromatin. Bars = 10  $\mu\text{m}$ . Representative images from one experiment performed in parallel for all groups. **C** Immunoblot analysis comparing total H3, HA-epitope, or specific histone PTMs between H3WT for different H3 arginine missense mutations across multiple arginine residues. Blots are representative of two independent experiments. kDa, kilodalton. **D** Middle-down mass spectrometry was used to determine the relative abundance of H3K27me3 in H3WT and H3R26C mutant histone tails.  $n = 2$  independent experiments. Group means were compared using an unpaired two-sided t-test;  $t=16.04$ ,  $\text{df}=2$ , 95% CI (-72.23, -41.67),  $R^2=0.9923$ , \*\*,  $p=0.0039$ . Error bars are standard error of the mean. Source data are provided as a Source Data file. **E** Anti-H3K27me3 antibody recognition of the mark in semisynthetic H3WT-K27me3 and H3R26A-K27me3 histones. Data are representative of one blot using these exact conditions. **F** SDS-PAGE analysis of purified octamers containing semisynthetic wild-type or arginine mutant H3.1K27me2, visualized by Coomassie staining. Data are representative of one blot. The molecular weight ladder is shown on the left with mass noted in kilodaltons (kDa). **G** Native PAGE analysis of wild-type and arginine mutant H3.1K27me2 12-mer arrays (DNA visualized with ethidium bromide staining). The left ladder notes DNA fragment size in kilobase pairs (kb) and the right ladder notes sizes in base pairs (bp). Data are representative of one blot.

# Supplementary Figure 3

**A**

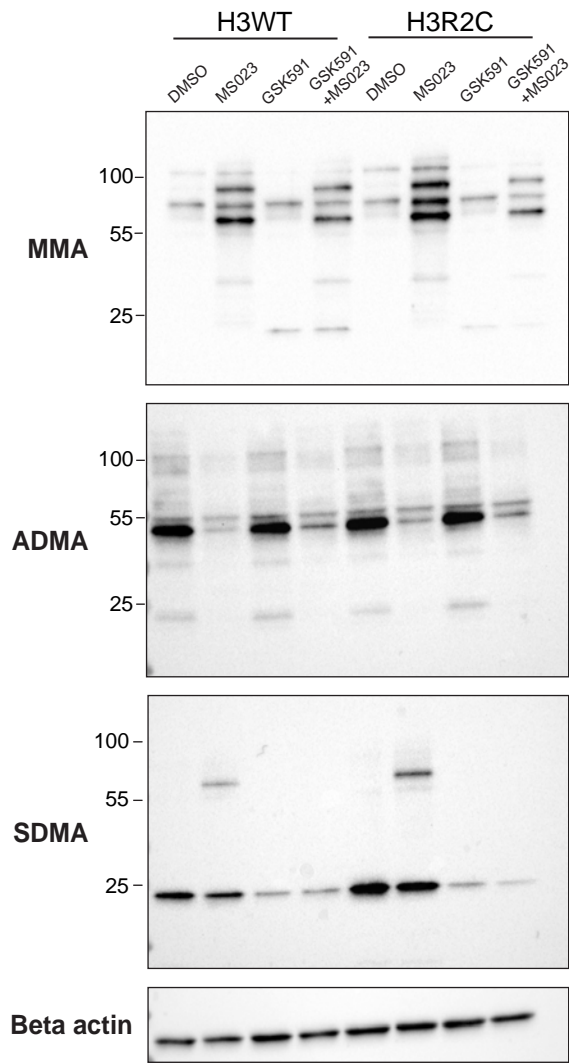

**B**

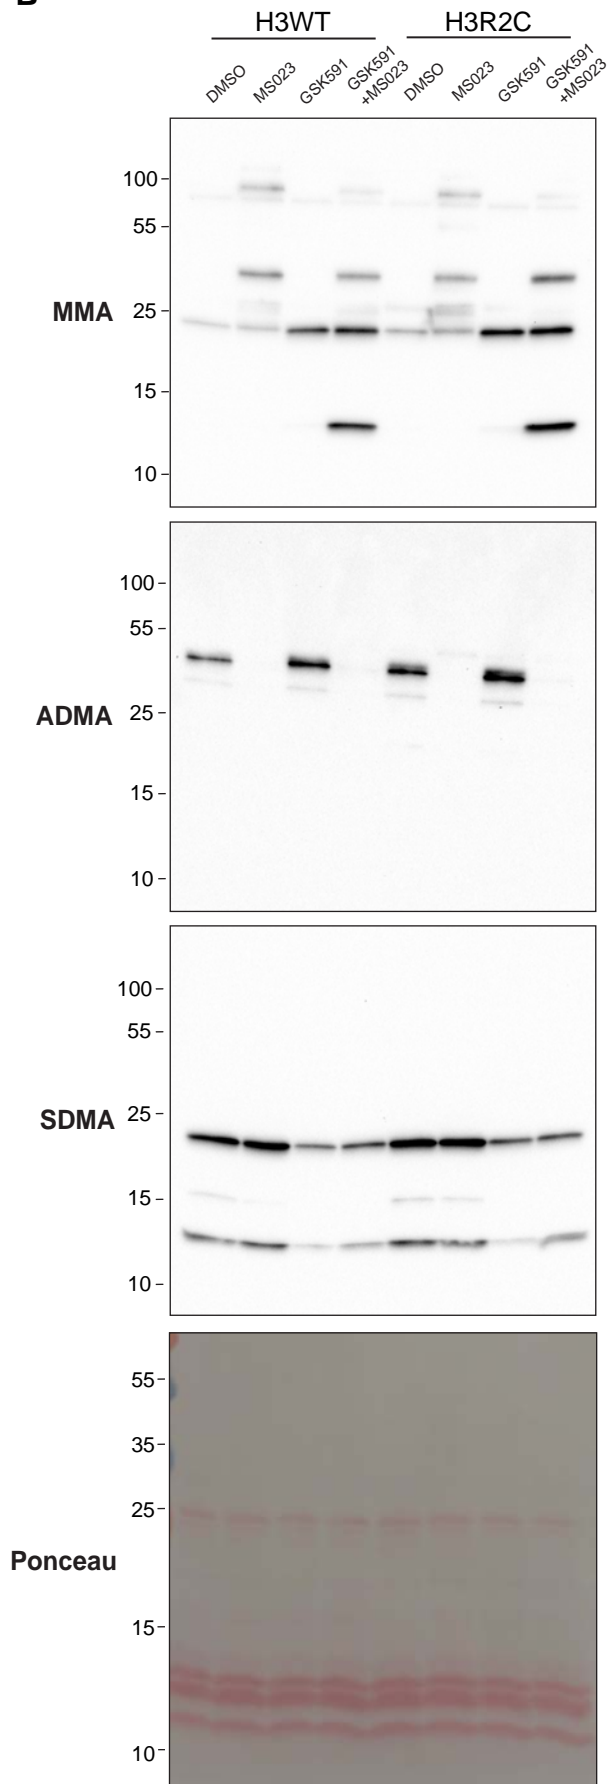

**C**

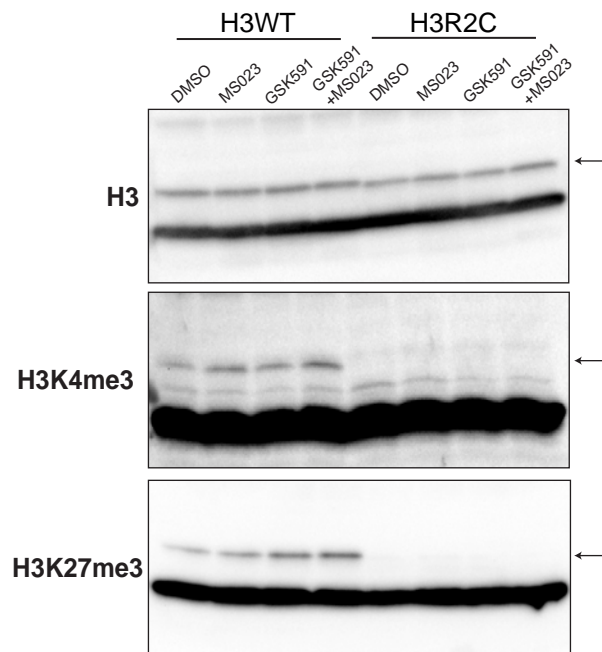

**Supplementary Fig. 3. Inhibition of arginine methyltransferases does not affect H3K4me3 or H3K27me3. A**

Immunoblots demonstrating the effect of a 2-day treatment with MS023 (300 nM), GSK591 (300 nM), or GSK591 (300 nM) + MS023 (300 nM), or vehicle control (0.5% DMSO) on monomethyl arginine (MMA), asymmetric dimethylarginine (ASDM) or symmetric dimethylarginine (SDMA) in whole cell lysates from H3WT or H3R2C expressing MPCs. Beta actin is shown as a loading control using the same samples, but run on a separate blot. Positions of molecular weight markers (kDa) are shown on the left of the blots. **B** Histone acid extracts from cells treated as in (A) were analyzed by immunoblot using methylarginine antibodies or stained with ponceau. Positions of prestained molecular weight markers (kDa) are shown on the left of the blots. **C** Immunoblots of histone extracts from cells treated as in (A) and (B) and probed for total H3, H3K4me3, or H3K27me3. Arrows indicate the transgenic mutant epitope-tagged histone. All blots are representative of two independent experiments.

Supplementary Figure 4

A

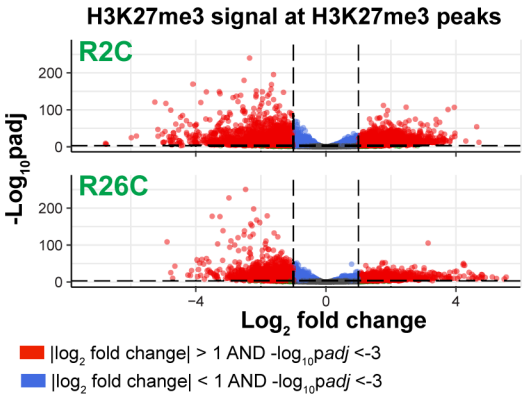

D

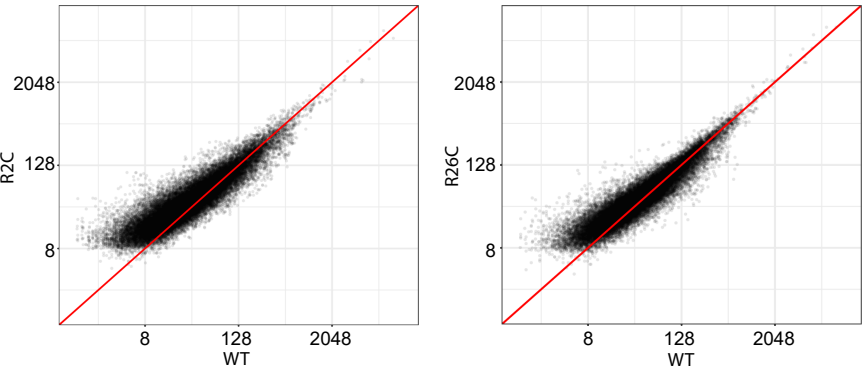

B

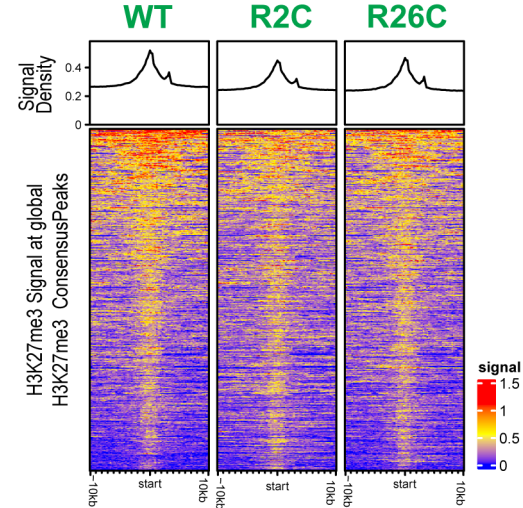

E

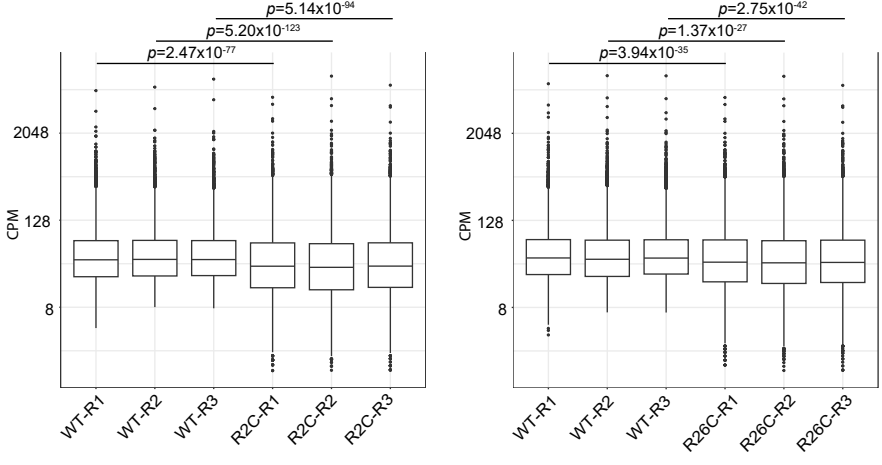

C

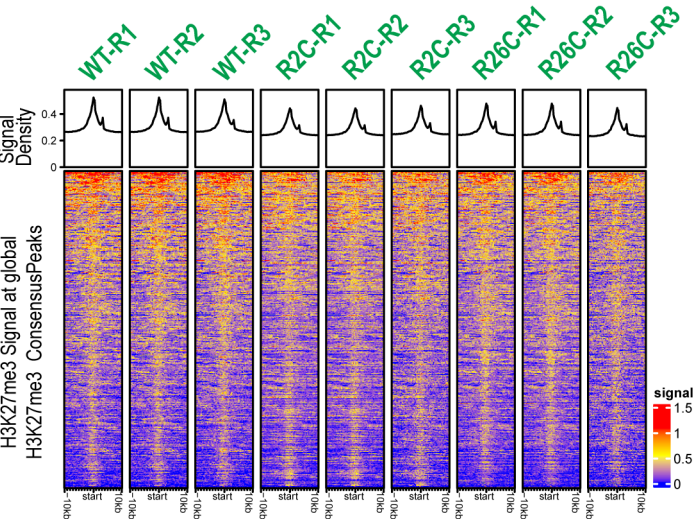

F

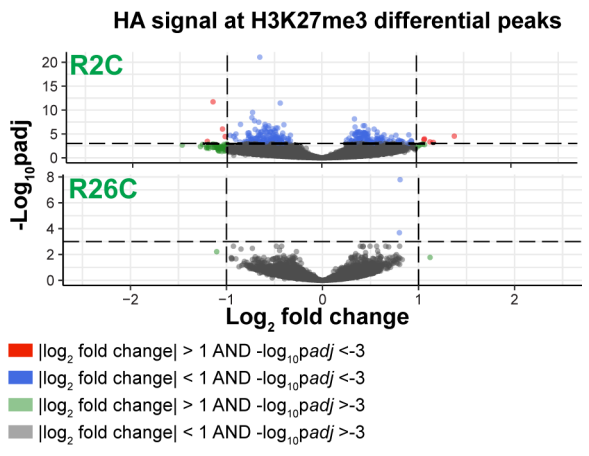

**Supplementary Fig. 4. H3K27me3 and HA differential peak analysis (H3R2C or H3R26C versus H3WT).** **A** Volcano plots of H3K27me3 signal at H3K27me3 consensus peaks for H3R2C versus H3WT and H3R26C versus H3WT (n=3 biological replicates). **B** H3K27me3 signal at H3K27me3 consensus peaks based on mean values (n=3 biological replicates) and for **C** individual replicates, each denoted by sample the suffix “-Rn”. **D** Scatter plots comparing H3K27me3 signal at all peaks. Counts per million (CPM) shown on  $\log_2$  scale axes. **E** Boxplots representing data from (D) for individual replicates, each denoted by sample the suffix “-Rn”. p-values are shown based on a two-sided Wilcoxon test. For the boxplots, the median is displayed by the internal line, the lower hinge represents the 25th percentile and the upper hinge represents the 75th percentile. The whiskers indicate 1.5 x the interquartile range, with points beyond the whiskers representing outliers. n=12,410 peaks for the H3R2C comparisons and n=11,563 peaks for the H3R26C comparisons. **F** Volcano plots of HA signal at H3K27me3 differential peaks in H3R2C versus H3WT and H3R26C versus H3WT (n=3 biologic replicates).

## Supplementary Figure 5

**A**

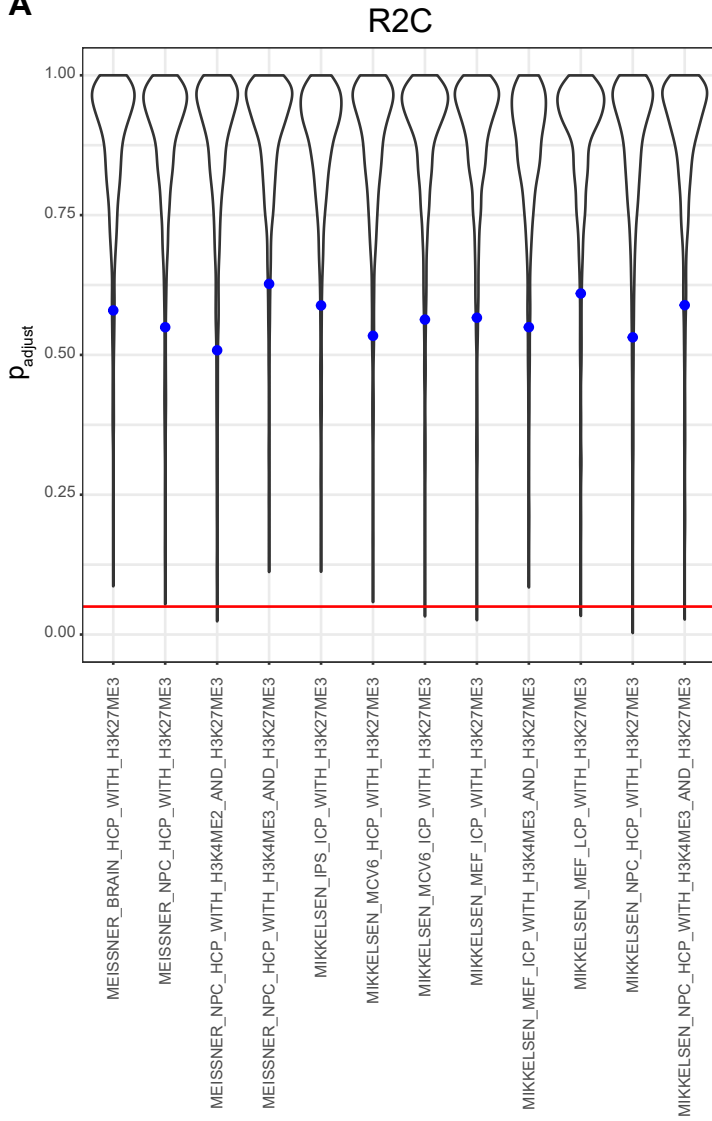

**B**

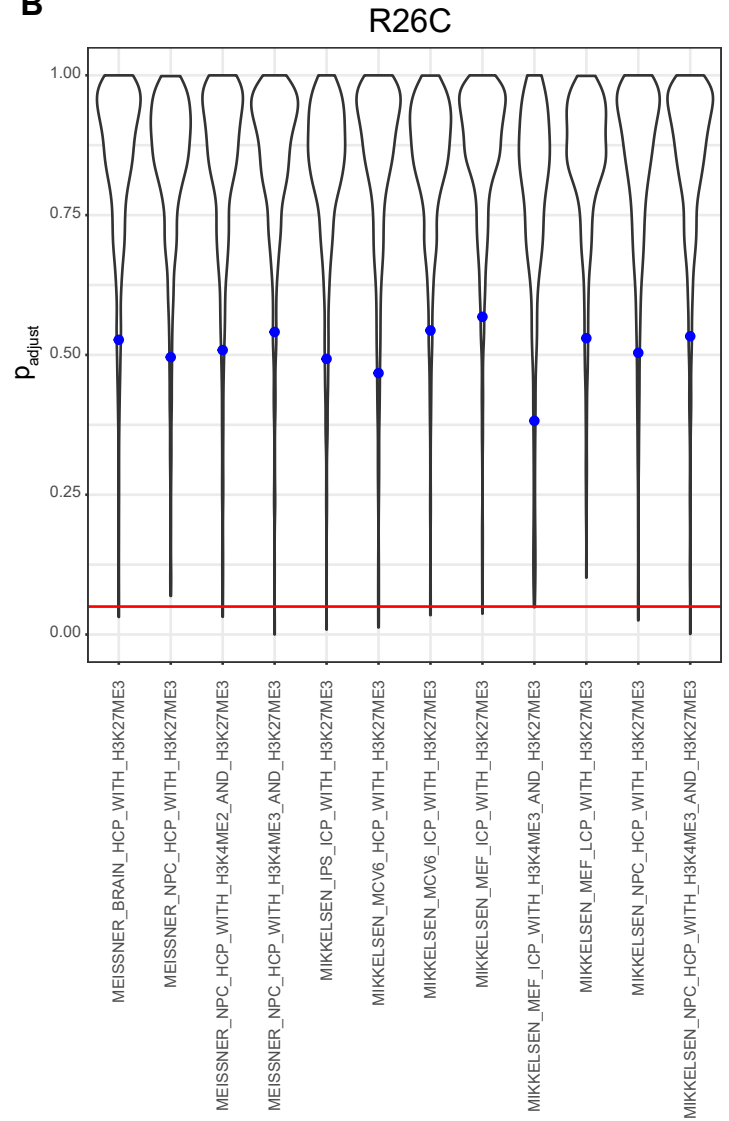

**Supplementary Fig. 5. Randomly selected gene cohorts do not significantly overlap with polycomb genesets.** GO term enrichment tests for 1,000 randomly permuted gene cohorts corresponding to **A** H3R2C (2114 genes) or **B** H3R26C (1277 genes). Blue points indicate the 95% percentile. Red line indicates  $p_{\text{adj}} = 0.05$ .

Supplementary Figure 6

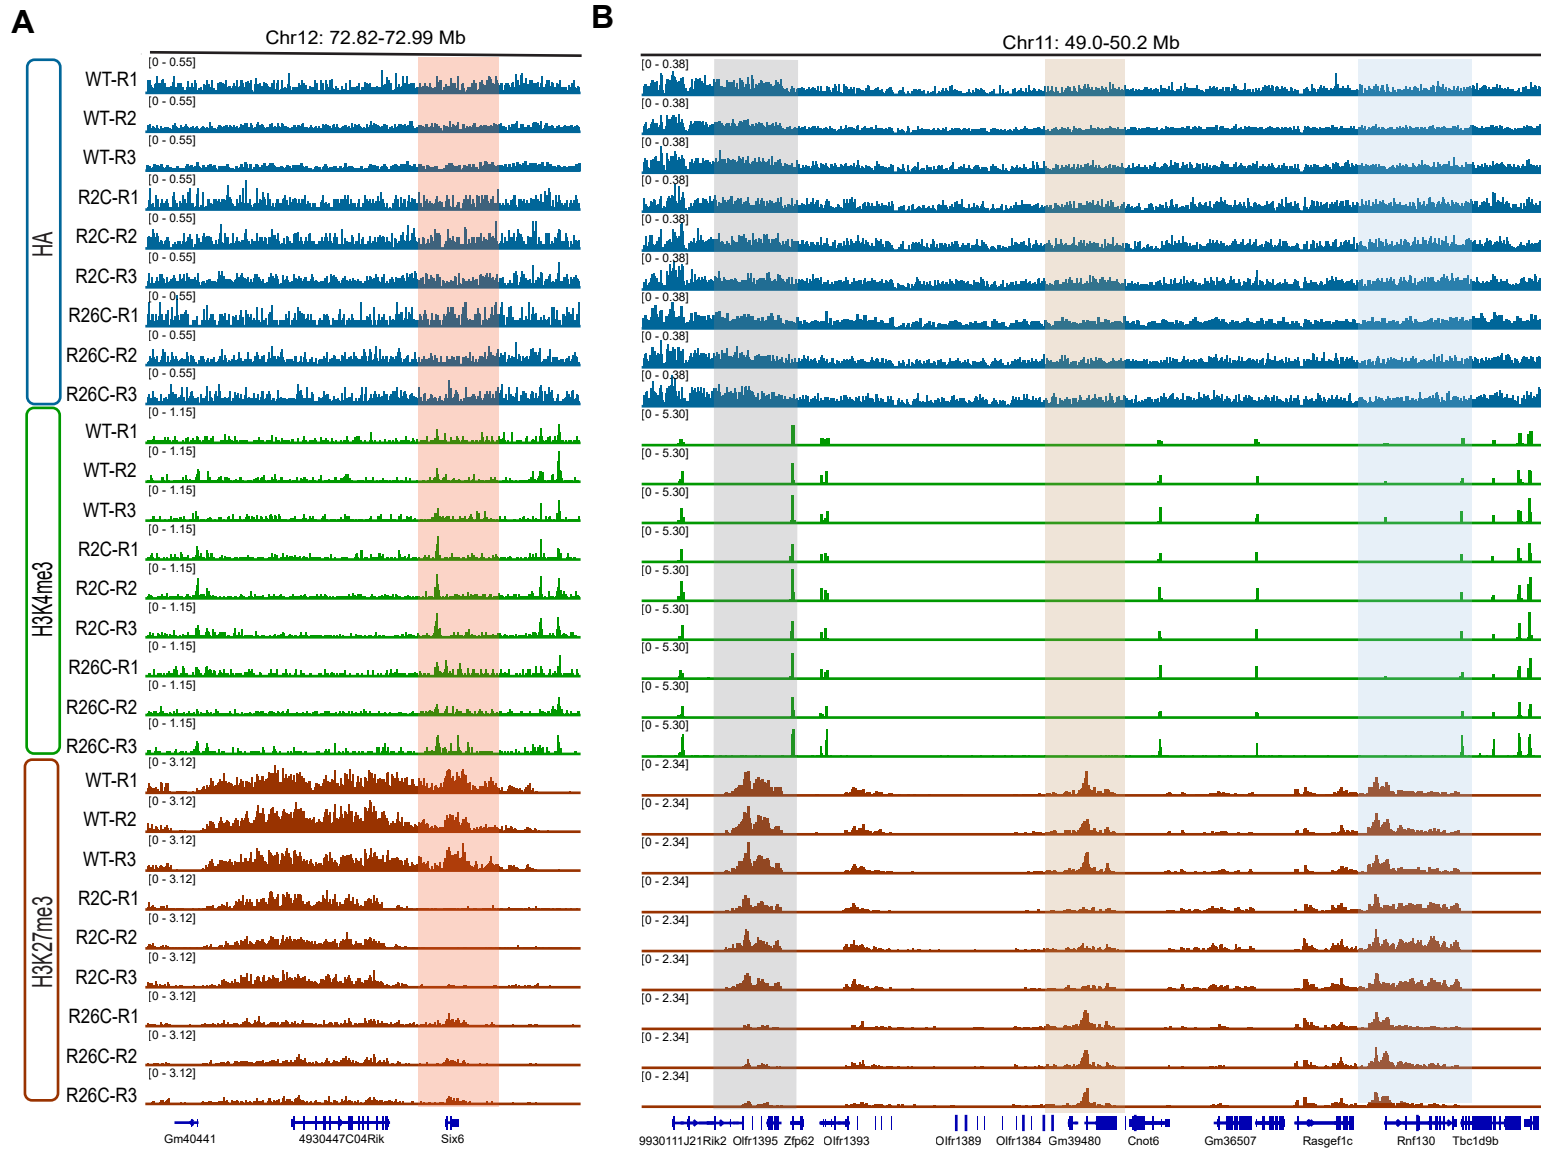

**Supplementary Fig. 6. Regions of H3K27me3 peaks.** IGV (version 2.15.4) tracks of representative regions with differential H3K27me3 peaks (mutant/WT) lost in **A** both H3R2C and HR26C (red shading), **B** lost in H3R2C alone (beige shading), H3R26C alone (grey shading) or gained in H3R2C (blue shading). Each biologic replicate (n=3) is individually shown. These data are the same as in Fig. 3D,E where replicates are overlaid.

Supplementary Figure 7

A

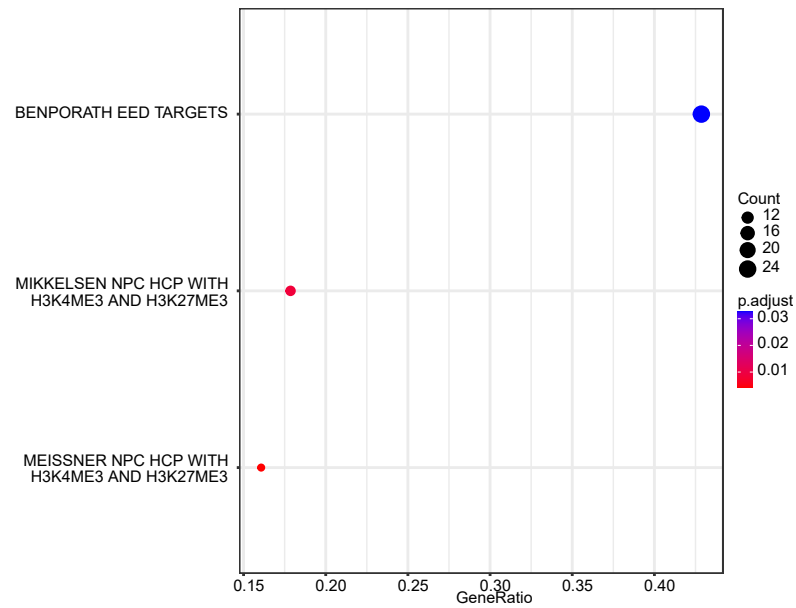

B

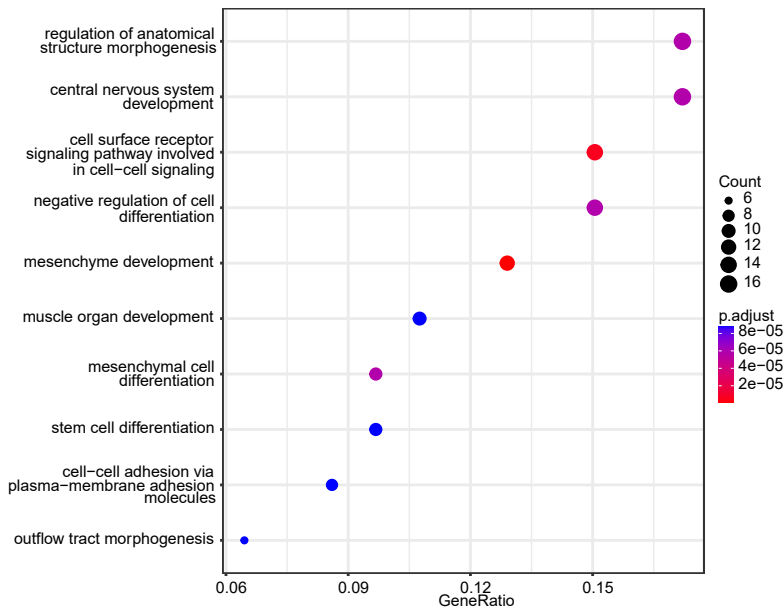

**Supplementary Fig. 7. Pathways associated with overlapped H3K4me3 and H3K27me3 loss peaks (H3R2C versus H3WT).**  
**A** Statistically significant overlap with Polycomb regulated gene sets. **B** Statistically significant overlap with GO terms (only a subset are shown, see Supplementary Table 6 for a complete list).

Supplementary Figure 8

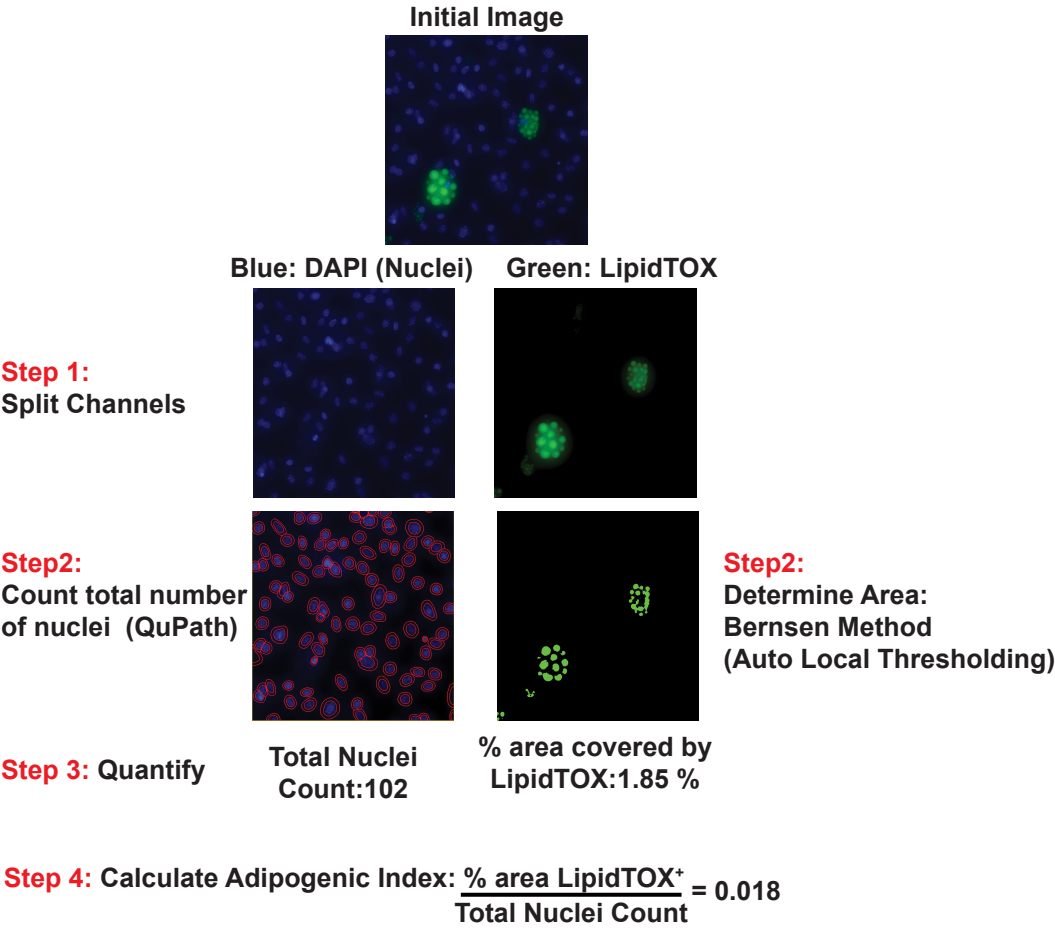

**Supplementary Fig. 8. Adipogenic Index calculation schematic.** Step 1: images were split into DAPI and LipidTOX channels. Step 2: In each of four non-overlapping images from the entire slide, the total number of nuclei were determined using QuPath and the area covered by LipidTOX was determined (Bernsen method of auto-local thresholding). Step 3: Nuclei counts and LipidTOX area were summed over all sub-images. Step 4: The Adipogenic Index was calculated based on the (percentage of total area positive for LipidTOX)/total nuclei count.

Supplementary Figure 9

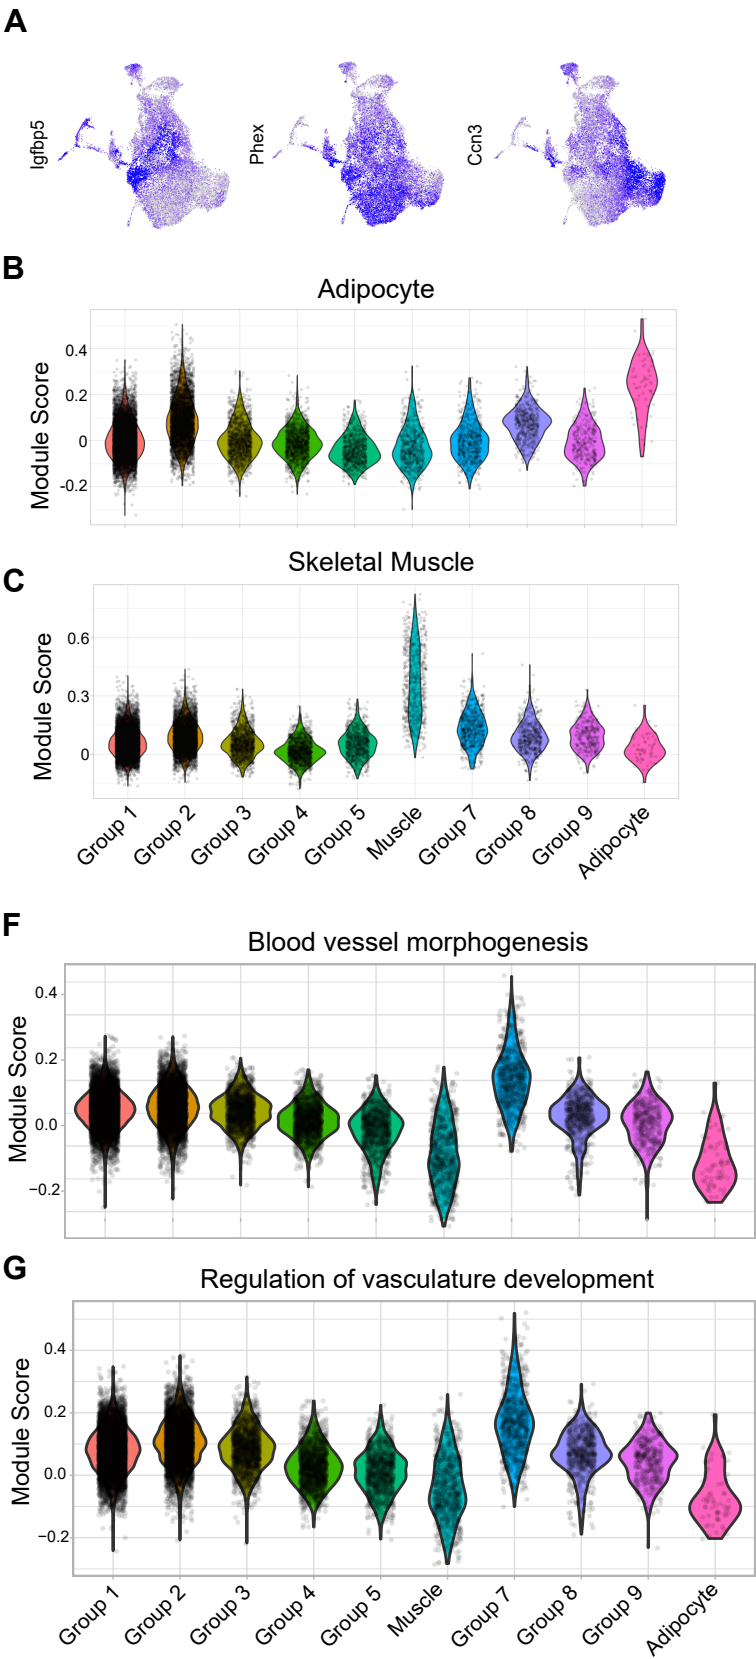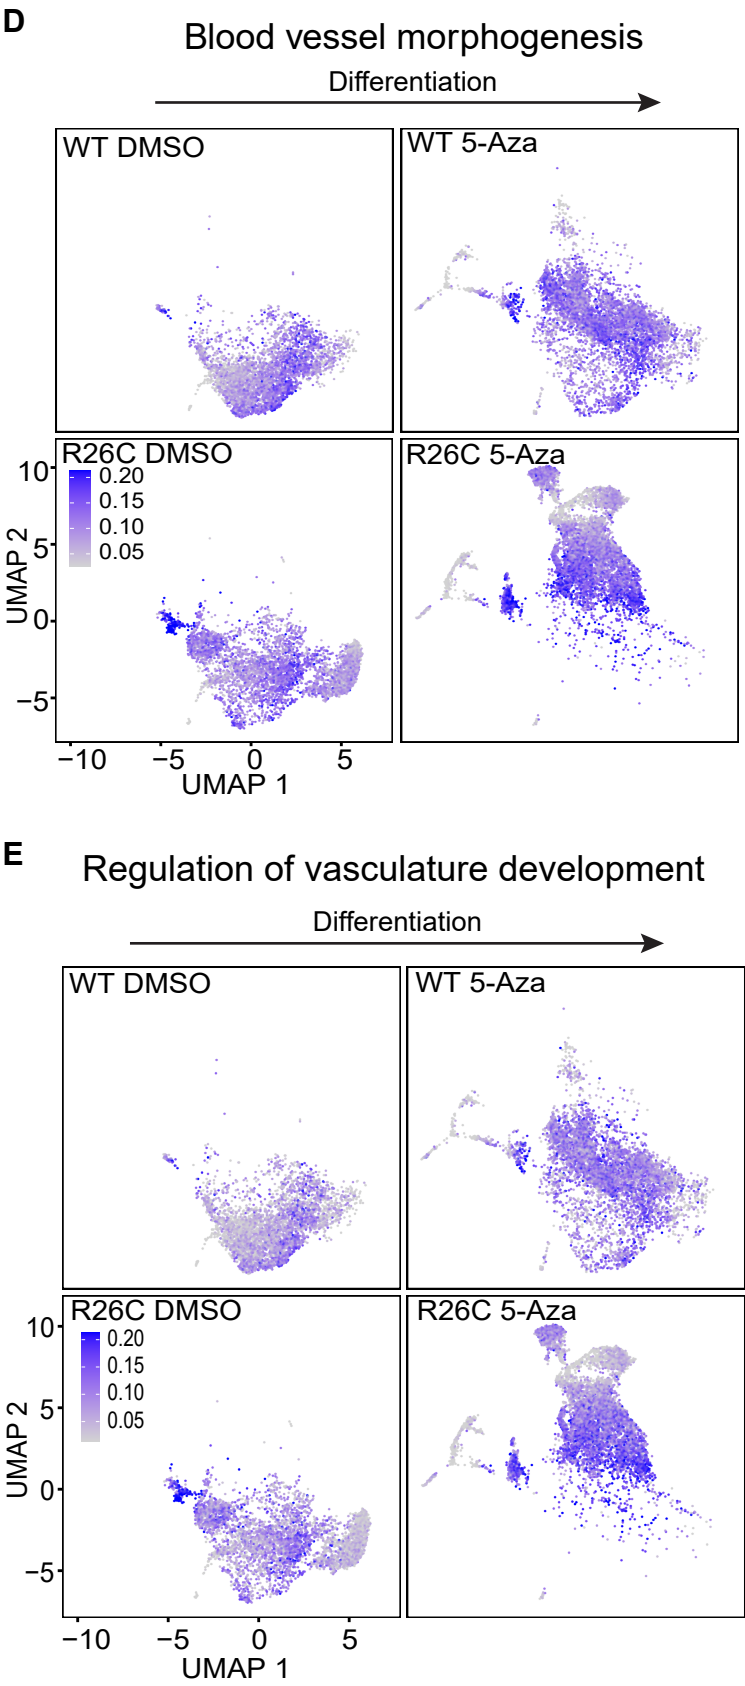

**Supplementary Fig. 9: Cluster annotation and correlation with bulk RNA-seq data.** **A** Expression of marker genes not included in Fig. 6. **B** Module scores for adipocyte and **C** skeletal muscle based on published gene sets. **D** Sample-specific feature plots based differential genes from bulk RNA-seq analysis in the GO term ‘Blood vessel morphogenesis’ or **E** ‘Regulation of vascular development’. **F** Group-specific module scores derived from the same gene list as in D, or **G** from the same gene list as in E.

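The adipocyte gene set of Supplementary Data 10 lists 69 genes, of which 59 matched a gene of the files by name, and the skeletal muscle set lists 31, which all matched. The mean adipocyte score was 0.325 (SD 0.115 over cells) in the adipocyte-like cluster and lay between −0.0608 and 0.0774 in the other clusters. The mean skeletal muscle score was 0.360 (SD 0.185) in the muscle-like cluster, 0.146 in cluster F and between 0.0243 and 0.101 in the rest. By library, the mean adipocyte score was −0.000867 in H3WT and 0.0183 in H3R26C with DMSO, and 0.0556 and 0.0445 with 5-Aza. The mean skeletal muscle score was 0.0424 and 0.0397 with DMSO, and 0.128 in H3WT and 0.104 in H3R26C with 5-Aza.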

Figure S2C

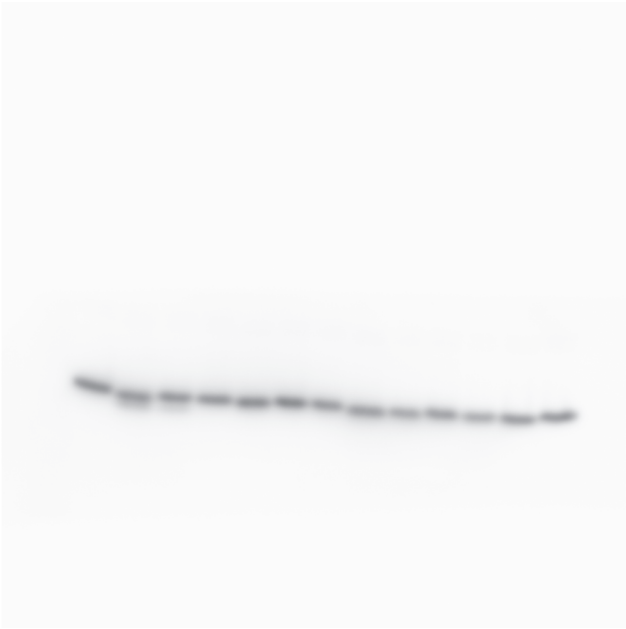

HA

~22 kDa

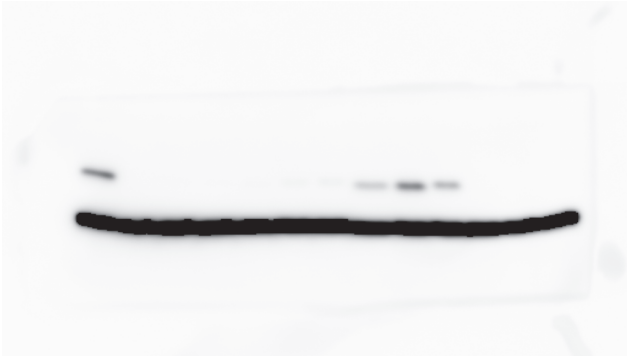

H3K27me3

~16 kDa

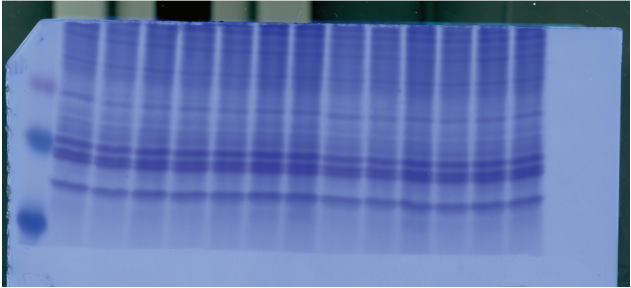

Direct Blue

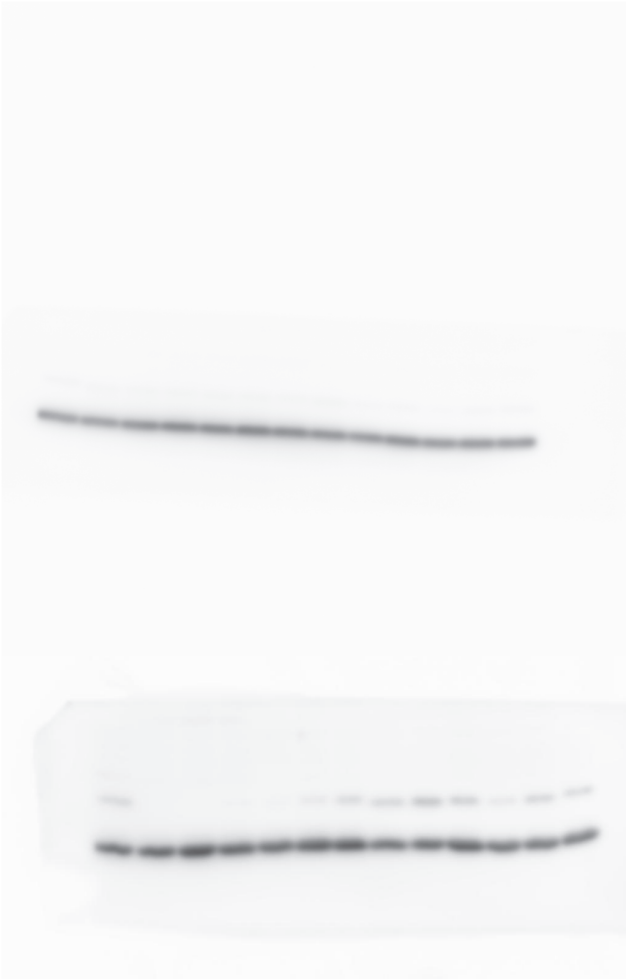

H3

~16 kDa

H3K4me3

~16 kDa

Figure S2E

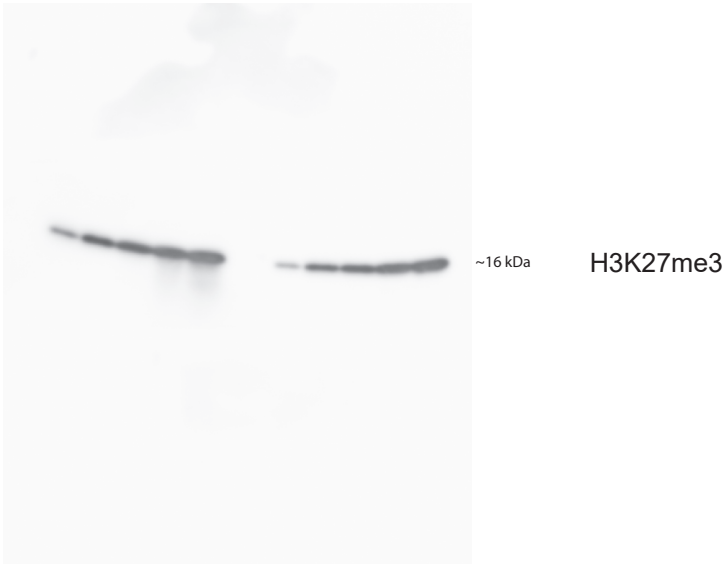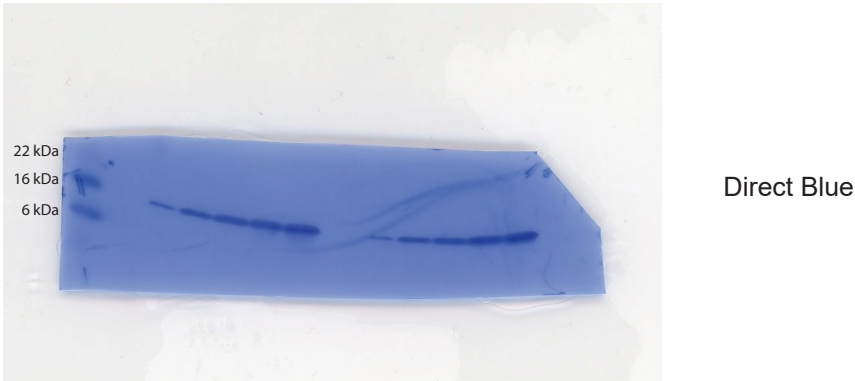

Figure S3A

MMA

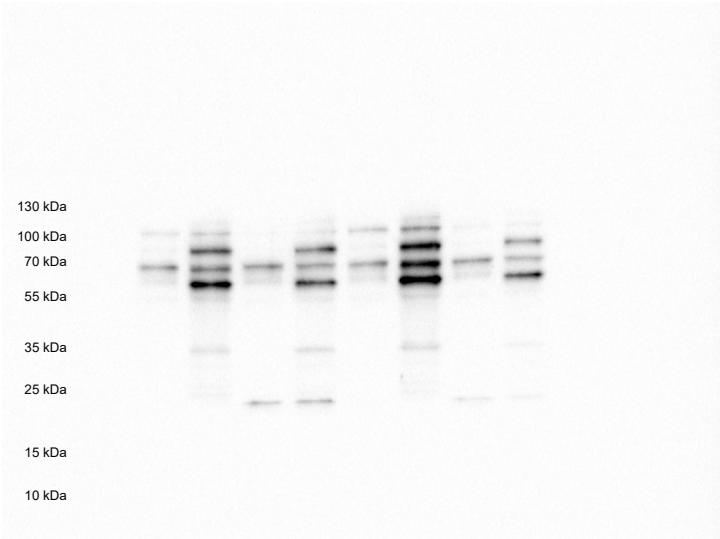

Beta-actin

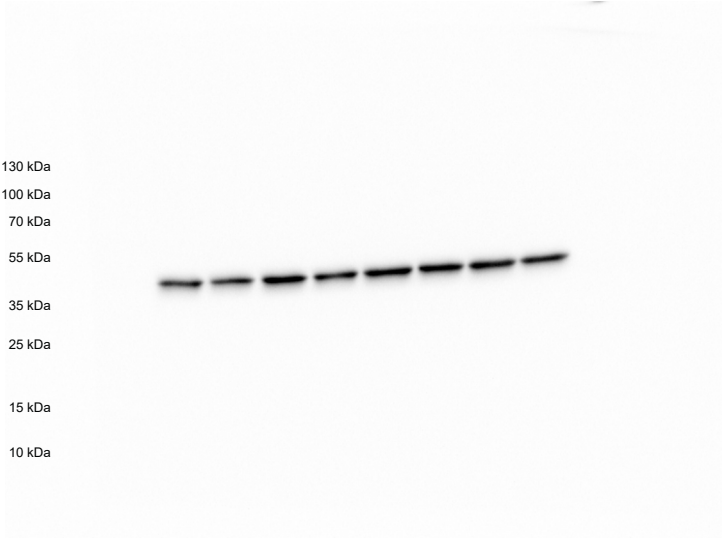

ADMA

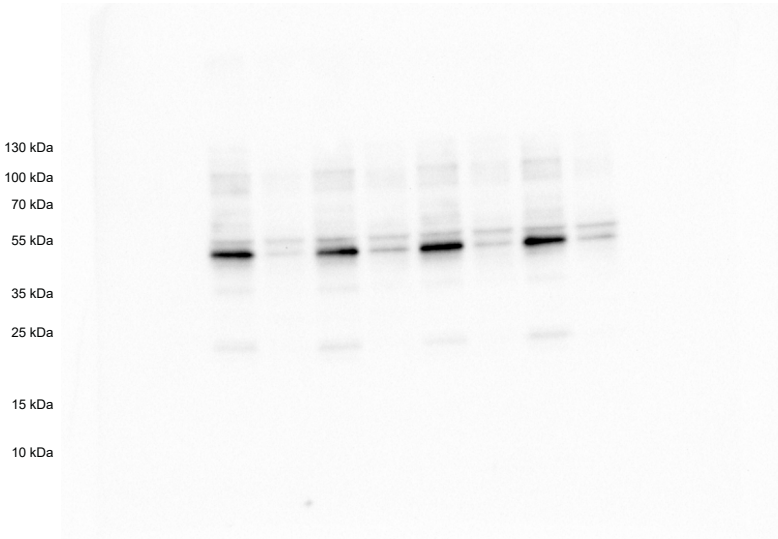

SDMA

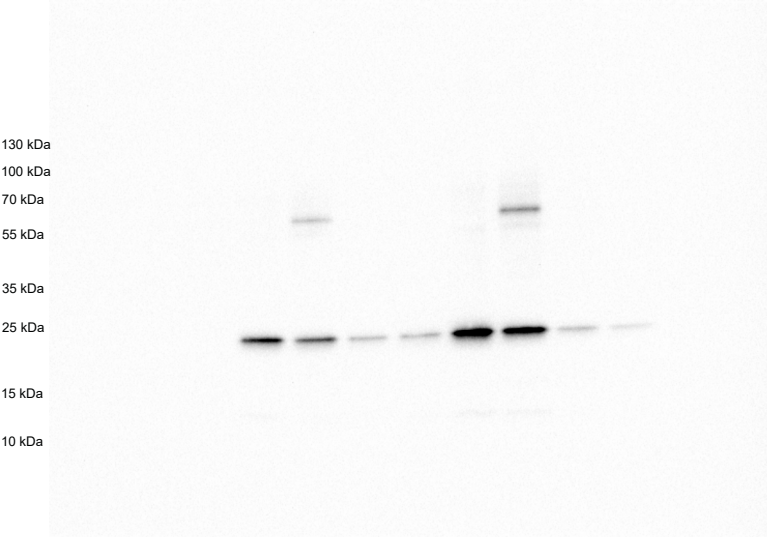

Figure S3B

MMA

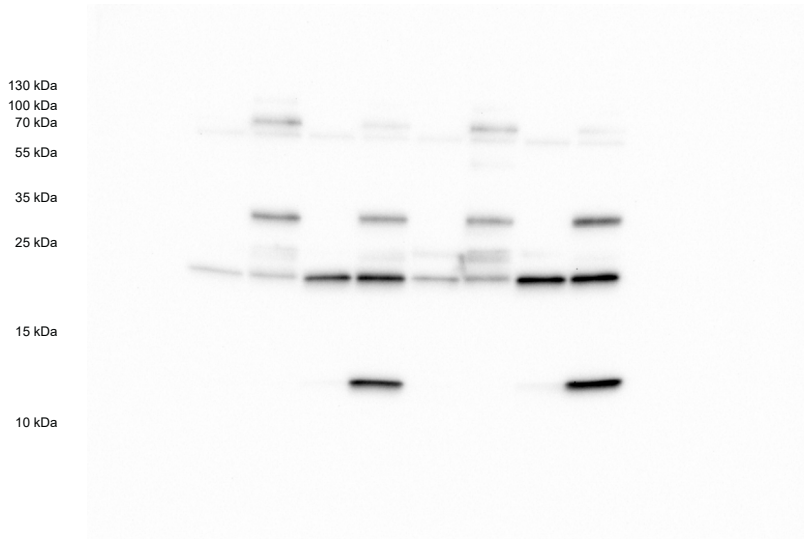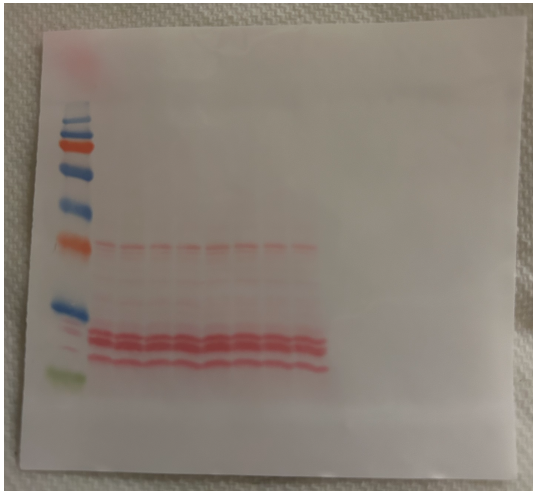

Ponceau

ADMA

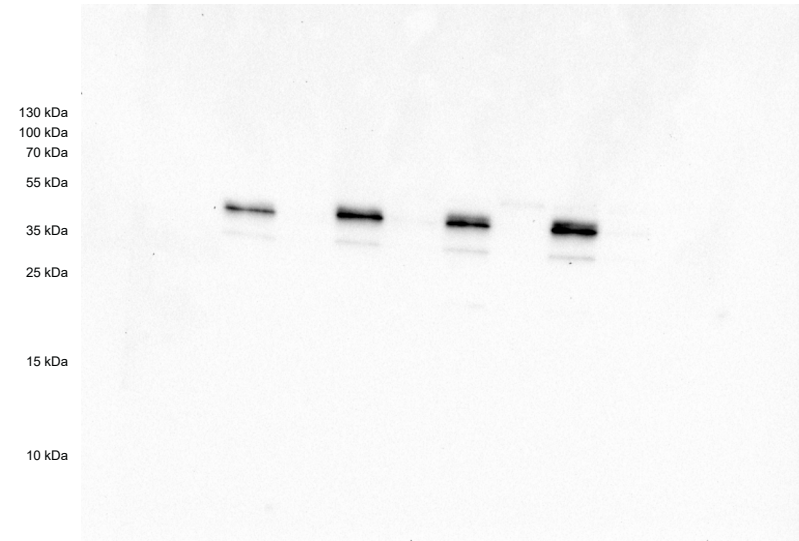

SDMA

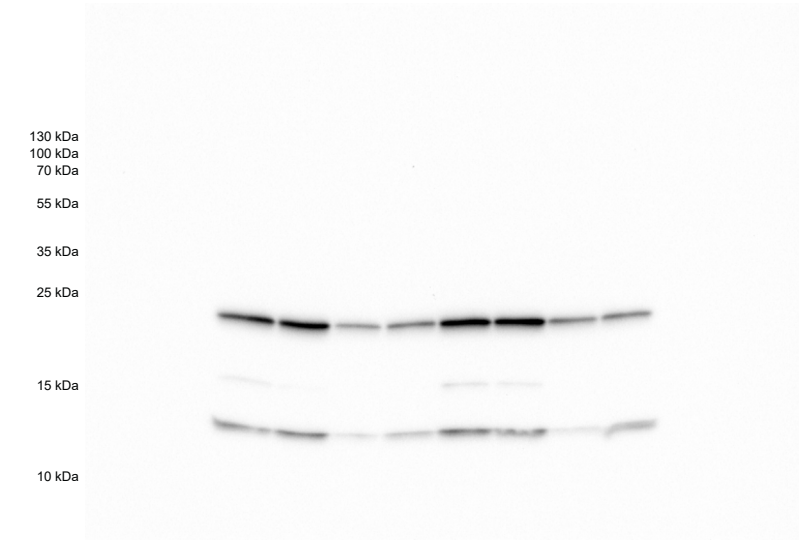

Figure S3C

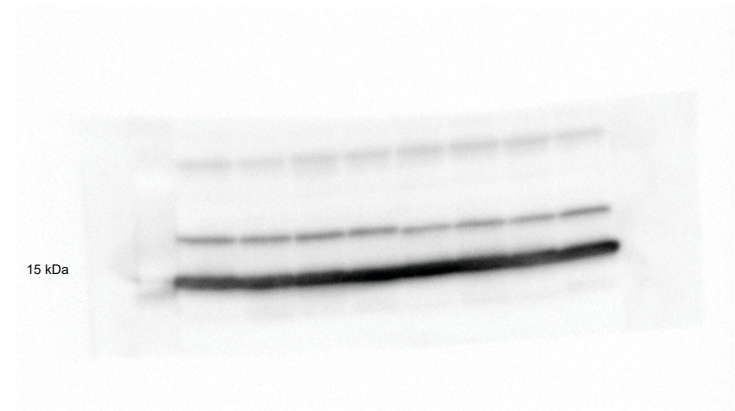

H3

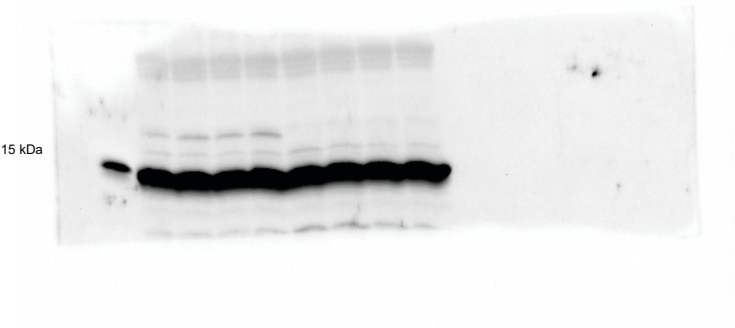

H3K4me3

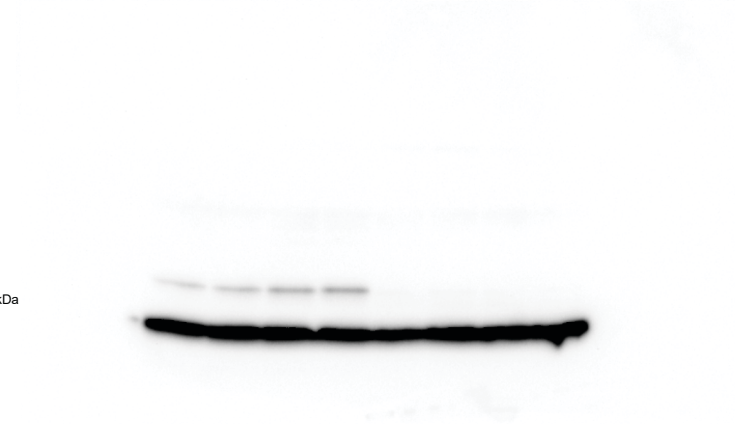

H3K27me3

# Supplementary material for: Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation
**Source:** Nat Commun. 2024 Jun 17;15:5155. doi: 10.1038/s41467-024-49486-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** Cancer associated histone missense mutations at H3 N-terminal tail arginines. Data are from a previous study<sup>18</sup> and filtered to exclude samples where tumor mutation burden  $\geq 10$  mutations/Mb.

**Supplementary Data 2:** Histone posttranslational modification analysis from middle down mass spectrometry.

**Supplementary Data 3:** Genes differentially expressed in H3 arginine mutants versus H3WT

**Supplementary Data 4:** H3K27me3 differential peaks

**Supplementary Data 5:** HA signal at H3K27me3 differential peaks

**Supplementary Data 6:** H3K4me3 and H3K27me3 differential peak overlaps (H2R2C/H3WT) in MPCs. A hypergeometric test was applied to determine over enrichment in overlap between peak types. Polycomb group and GO term associations are shown in separate tabs.

**Supplementary Data 7:** Genes with significant expression changes in the same direction in H3R2C and H3R26C versus WT

**Supplementary Data 8:** Genes associated with GO terms that are significant in a pathway analysis of differentially expressed genes in H3R26C MPCs, or overlapping in H3R2C and H3R26C MPCs, compared to H3WT expressing MPCs.

**Supplementary Data 9:** Analysis of motifs associated with H3K27me3 loss in H3R26C expressing MPC.

**Supplementary Data 10:** Gene lists used to calculate module scores.

# Supplementary material for: Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation
**Source:** Nat Commun. 2024 Jun 17;15:5155. doi: 10.1038/s41467-024-49486-5
**Supplement:** Supplementary file 14 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN 2.6 (Blue edition) software was used for image acquisition.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Proteome Discoverer 2.2 (Thermo Fisher Scientific), HistoneCoderTool ProteoformQuant and IsoScale( <a href="http://middle-down.github.io/Software/">http://middle-down.github.io/Software/</a> ), Rsubread package's align function (version 1.30.6), clusterProfiler (Version 4.0.2), the rtracklayer package (Version 1.40.6), profileplyr (Version 1.12.0), EnhancedVolcano (Version 1.10.0), MEME suite (Version 5.4.1), Salmon (v0.8.1), ComplexHeatmap R Bioconductor package (v2.8), DESeq2 R Bioconductor package (v1.32, v.1.20.0), clusterProfiler R Bioconductor package (v4.0.5), CIS-BP (version 2.0), CellRanger Version 6, R (4.1.2 and others), Seurat Version 4.2.0, Monocle3 Version 1.3.1, SeuratWrappers Version 0.3.1, and SeuratObject Version 4.1.3 were used in data analysis. Custom code used for analysis is publicly available at <a href="https://github.com/soccin/scRNA/tree/proj/p12553">https://github.com/soccin/scRNA/tree/proj/p12553</a> for scRNA-seq analysis and at <a href="https://github.com/nacevlab/H3R">https://github.com/nacevlab/H3R</a> for all others. Please see the methods section and code availability section for full details. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE239638 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239638>]. The mass spectrometry data generated in this study have been deposited in MassIVE database under accession number MSV000092535 (PXD044141) [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=5f3e25a5d5f34ac598222b7789ab6f94>]. Gene lists were obtained from the Molecular Signatures Database using the msigdb R package (v7.5.1). The CIS-BP database was the source of known motifs (version 2.0). Other source data are provided with this paper as a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For bulk RNA-seq and CUT&RUN experiments, three independent biologic replicates were analyzed; for sc-RNA-seq one set of data was analyzed.<br>For mass spectrometry experiments two biologic replicates were analyzed. For immunoblotting experiments with cell or histone extracts, the experiment was repeated with two biologic replicates and concordant findings from one representative image was shown. For blotting of recombinant histones, the experiment was performed once under the specific conditions included.<br>For PCR2 assays, five reactions were performed per sample group.<br>For MPC differentiation assays, four biologic replicates were analyzed.<br>For teratoma formation assays, equal number sites were injected for each group; at the end of the experiment, eight WT tumors and seven mutant tumors were available for analysis.<br>No statistical method was used to predetermine the sample size, which was determined based upon prior experience and general practice in the field. |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | All key findings were reproducible. Please see the figure legends and methods sections for details. Functional differences were assessed by comparing a WT control with a mutant of interest, which bolsters the strength of the conclusions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | No randomization was employed since the starting material (i.e., the parental cell line) was similar for all experimental genotypes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Germ layer proportion analysis of the teratomas was performed in a blinded fashion by a board-certified veterinary pathologist. The other experiments, which involved more objective data interpretation and analysis, were not blinded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Experiments using the same antibody (manufacturer, catalog number) were performed over the course of several years and the same lot may not have been used for all experiments. Where available, the lot number used in at least one application is included.

For immunoblotting, the primary antibodies used were: anti-H3 (Abcam, ab1791, lot #s GR3400984, 1041608-1; 1:3000-25000), anti-H3K4me3 (Active Motif, 39159, lot # 314200006, 1:1000), anti-H3K9me3 (Abcam, ab8898, lot # GR3373564-1, 1:1000), anti-H3K27me3 (Cell Signaling, 9733, clone C36B11, lot #s 16, 19; 1:1000 or 1:3500 for the recombinant histone blot), anti-H3K27ac (Active Motif, 39133, 1:1000), anti-H3K27me1 (Active Motif, 61015, clone MAB1 0321, 1:1000), anti-H3K27me2 (Cell Signaling, 9728, clone D18C8, 1:1000), anti-H3K4me1 (Abcam, ab8895, 1:1000), anti-H3K4me2 (Abcam, ab7766, 1:1000), anti-HA (Biolegend, 901503, clone 16B12, lot # B242905; 1:1000-5000), anti-SDMA (Cell Signaling, 13222, lot #8; 1:1000), anti-ADMA (Cell Signaling, 13522, lot #5; 1:1000), anti-MMA (Cell Signaling, 8015, lot #7; 1:1000), and anti-beta-actin, (Cell Signaling, 4970, clone 13E5, lot #19; 1:1000). Secondary antibodies: anti-mouse IgG, HRP-linked (Cyvita, NA931, lot # 9648752; 1:5000), anti-rabbit IgG, HRP-linked (Dako, PO399, lot # 20083048; 1:5000), anti-rabbit IgG, HRP-linked (Cell Signaling, 7074, Lot # 32; 1:2000-3000)

For CUT&RUN, the primary antibodies used were: H3 (Abcam, 1791, lot # GR3400984), HA (Biolegend, 901501, clone 16B12, lot # B242905), H3K4me3 (Abcam 39159, lot # 27019006), H3K27me3 (Cell Signaling, 9733, clone C36B11, lot # 17), and rabbit anti-mouse IgG (Abcam, 46450, lot # GR3258049-4). All antibodies were used at a 1:100 dilution.

For nucleosome immunoprecipitation, anti-FLAG-conjugated magnetic beads (Pierce A36797) were used.

For immunofluorescence, the primary antibodies uses were: anti-HA (Biolegend, 901503, clone 16B12; 1:200), total H3 (rabbit ab1791, abcam, 1:1000) and Myosin 4 antibody (Invitrogen, 14650382, clone MF20, lot #2265353, 1 microgram/ml working concentration). Secondary antibodies were AlexaFluor-conjugated secondary antibodies: donkey anti-rabbit AlexaFluor 488 (Invitrogen A21206, 1:1000), goat anti-mouse AlexaFluor 568 (Invitrogen, A11031, 1:1000), anti-mouse AlexaFluor 568 secondary antibody (Invitrogen, A-11004, lot # 2198584, 1:1000).

### Validation

For immunoblot experiments, the size of the detected band of interest was confirmed based on a protein marker.

Anti-H3 (Abcam, ab1791): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting and ChIP.

Anti-H3K4me3 (Active Motif, 39159): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting and CUT&RUN.

Anti-H3K9me3 (Abcam, ab8898): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting and ChIP.

Anti-H3K27me3 (Cell Signaling, 9733): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting and ChIP.

Anti-H3K27ac (Active Motif, 39133): Manufacturer indicates reactivity with human with a predicted wide range of reactivity and suitable applicability in immunoblotting.

Anti-H3K27me1 (Active Motif, 61015): Manufacturer indicates reactivity with human with a predicted wide range of reactivity and suitable applicability in immunoblotting.

Anti-H3K27me2 (Cell Signaling, 9728): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting.

Anti-H3K4me1 (Abcam, ab8895): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting.

Anti-H3K4me2 (Abcam, ab7766): Manufacturer indicates reactivity with human and mouse and suitable applicability in immunoblotting.

Anti-HA (Biolegend, 901503): Manufacturer indicates suitable applicability in immunoblotting and immunofluorescence.

Anti-Myosin 4 (Invitrogen 14650382): Manufacturer indicates reactivity with mouse and suitable applicability in immunofluorescence.

Anti-SDMA (Cell Signaling, 13222): Manufacturer indicates reactivity with mouse and suitable applicability in immunoblotting.

Anti-ADMA (Cell Signaling, 13522): Manufacturer indicates reactivity with mouse and suitable applicability in immunoblotting.

Anti-MMA (Cell Signaling, 8015): Manufacturer indicates reactivity with mouse and suitable applicability in immunoblotting.  
 Anti-beta-actin, (Cell Signaling, 4970): Manufacturer indicates reactivity with mouse and suitable applicability in immunoblotting.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T and CH310T1/2 were purchased from ATCC. mESCs were previously developed as referenced in the methods section. The sex of the embryos from which the mESCs were derived is unknown based on review of the associated publication (PMID: 25487152).                                                                                                                                                           |
| Authentication                                                    | Parental cell lines sourced from ATCC were validated by ATCC. Cell lines were also authenticated based on phenotypes including such as morphology, growth kinetics, differentiation capacity based on information from the cell source and prior experience with these cell lines. Lentiviral constructs used to introduce the mutations of interest confirmed to harbor the correct mutation by Sanger sequencing. |
| Mycoplasma contamination                                          | Parental cell lines have tested negative for mycoplasma.                                                                                                                                                                                                                                                                                                                                                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | This study did not use any commonly misidentified cell lines.                                                                                                                                                                                                                                                                                                                                                       |

## Palaeontology and Archaeology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight *Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NOD.Cg-Prkdcscid immunodeficient mice (Jackson Laboratories, Strain 005557), 6–7 week old females.                                                                                                                             |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                       |
| Reporting on sex        | Female mice were used; sex was assigned by the supplier of the animals. Sex was not considered as a variable in this study since our conclusions are based on comparison between different genotypes of allografted mES cells. |
| Field-collected samples | No field-collected samples were used in this manuscript.                                                                                                                                                                       |
| Ethics oversight        | Mice were treated in accordance with a protocol approved by the Rockefeller University Institutional Animal Care and Use Committee                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                          |                            |
|-------------------------------------|--------------------------|----------------------------|
| No                                  | Yes                      |                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- |                                     |                          |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| No                                  | Yes                      |                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

GEO accession number: GSE239638  
Reviewer Token: afqluucgxdgjpsp

## Files in database submission

GSE239632\_RAW.tar  
GSE239636\_RAW.tar  
GSE239637\_RAW.tar

Genome browser session  
(e.g. [UCSC](#))

N/A - data visualized with IGV.

## Methodology

### Replicates

For all samples analyzed by CUT&RUN, we analyzed three biologic replicates.

### Sequencing depth

CUT&RUN: Single-end reads, 75 bp.

H3WT, IgG, replicate 1 , total number of reads 6350162  
H3WT, IgG, replicate 2 , total number of reads 11583412  
H3WT, IgG, replicate 3 , total number of reads 8717526  
H3WT, anti-HA, replicate 1 , total number of reads 20526270  
H3WT, anti-HA, replicate 2 , total number of reads 108136737  
H3WT, anti-HA, replicate 3 , total number of reads 44586212  
H3WT, anti-H3K4me3, replicate 1 , total number of reads 7966920  
H3WT, anti-H3K4me3, replicate 2 , total number of reads 10891754  
H3WT, anti-H3K4me3, replicate 3 , total number of reads 11834161  
H3WT, anti-H3K27me3, replicate 1 , total number of reads 9900146  
H3WT, anti-H3K27me3, replicate 2 , total number of reads 14383253  
H3WT, anti-H3K27me3, replicate 3 , total number of reads 13674371  
H3R2C, IgG, replicate 1 , total number of reads 8969240  
H3R2C, IgG, replicate 2 , total number of reads 10222995  
H3R2C, IgG, replicate 3 , total number of reads 9895032  
H3R2C, anti-HA, replicate 1 , total number of reads 18479779  
H3R2C, anti-HA, replicate 2 , total number of reads 17200981  
H3R2C, anti-HA, replicate 3 , total number of reads 32778112  
H3R2C, anti-H3K4me3, replicate 1 , total number of reads 8827376  
H3R2C, anti-H3K4me3, replicate 2 , total number of reads 13384055  
H3R2C, anti-H3K4me3, replicate 3 , total number of reads 10761794  
H3R2C, anti-H3K27me3, replicate 1 , total number of reads 8821814  
H3R2C, anti-H3K27me3, replicate 2 , total number of reads 19092251  
H3R2C, anti-H3K27me3, replicate 3 , total number of reads 11737985  
H3R8C, IgG, replicate 1 , total number of reads 9380436  
H3R8C, IgG, replicate 2 , total number of reads 12814451  
H3R8C, IgG, replicate 3 , total number of reads 9292011  
H3R8C, anti-HA, replicate 1 , total number of reads 13779796  
H3R8C, anti-HA, replicate 2 , total number of reads 31620420  
H3R8C, anti-HA, replicate 3 , total number of reads 16708077  
H3R8C, anti-H3K4me3, replicate 1 , total number of reads 9404379  
H3R8C, anti-H3K4me3, replicate 2 , total number of reads 13667332  
H3R8C, anti-H3K4me3, replicate 3 , total number of reads 10761794  
H3R8C, anti-H3K27me3, replicate 1 , total number of reads 11529161  
H3R8C, anti-H3K27me3, replicate 2 , total number of reads 13536053  
H3R8C, anti-H3K27me3, replicate 3 , total number of reads 15224091  
H3R17C, IgG, replicate 1 , total number of reads 10586524  
H3R17C, IgG, replicate 2 , total number of reads 10728314  
H3R17C, IgG, replicate 3 , total number of reads 11235519  
H3R17C, anti-HA, replicate 1 , total number of reads 10947565  
H3R17C, anti-HA, replicate 2 , total number of reads 16756470  
H3R17C, anti-HA, replicate 3 , total number of reads 16555521  
H3R17C, anti-H3K4me3, replicate 1 , total number of reads 7598943  
H3R17C, anti-H3K4me3, replicate 2 , total number of reads 13798340  
H3R17C, anti-H3K4me3, replicate 3 , total number of reads 11002292  
H3R17C, anti-H3K27me3, replicate 1 , total number of reads 8638386  
H3R17C, anti-H3K27me3, replicate 2 , total number of reads 12063500  
H3R17C, anti-H3K27me3, replicate 3 , total number of reads 11235519  
H3R26C, IgG, replicate 1 , total number of reads 8245658  
H3R26C, IgG, replicate 2 , total number of reads 11770326  
H3R26C, IgG, replicate 3 , total number of reads 9605221  
H3R26C, anti-HA, replicate 1 , total number of reads 10690901  
H3R26C, anti-HA, replicate 2 , total number of reads 21313423  
H3R26C, anti-HA, replicate 3 , total number of reads 20266652  
H3R26C, anti-H3K4me3, replicate 1 , total number of reads 8540455  
H3R26C, anti-H3K4me3, replicate 2 , total number of reads 14168175  
H3R26C, anti-H3K4me3, replicate 3 , total number of reads 7916545  
H3R26C, anti-H3K27me3, replicate 1 , total number of reads 10354038  
H3R26C, anti-H3K27me3, replicate 2 , total number of reads 17334044  
H3R26C, anti-H3K27me3, replicate 3 , total number of reads 10316931

### Antibodies

See the above antibody section and the methods section of the manuscript.

### Peak calling parameters

SEACR (version 1.3, stringent, norm 0.01)

## Data quality

We manually reviewed tracks with IGV compared to relevant published ChIPseq datasets, checked mapping rates, %RiP and, cross-coverage amongst other QC metrics. Please also see custom code deposited on GitHub.

## Software

See methods section and custom code deposited on GitHub.

# Supplementary material for: Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation
**Source:** Nat Commun. 2024 Jun 17;15:5155. doi: 10.1038/s41467-024-49486-5

Figure 2A

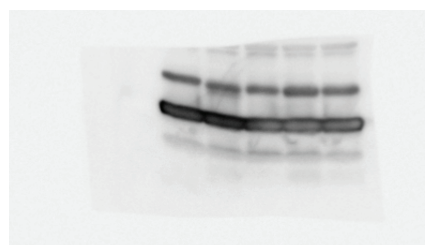

~16 kDa H3

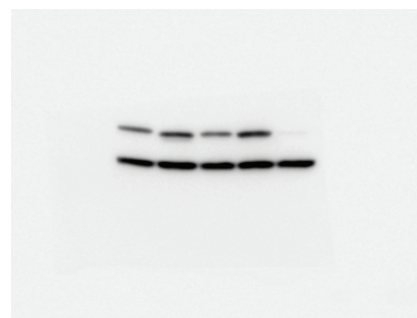

~16 kDa H3K27me1

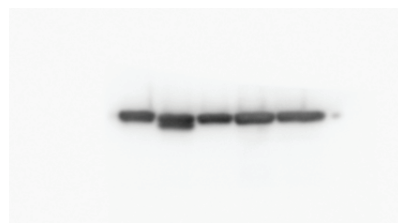

~22 kDa HA

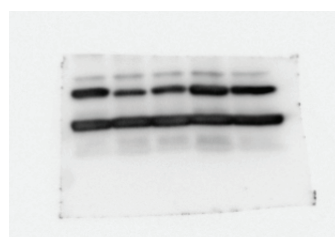

~16 kDa H3K4me1

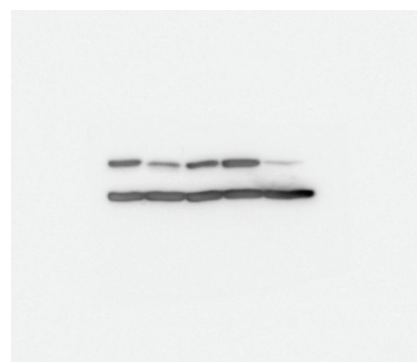

~16 kDa H3K27me2

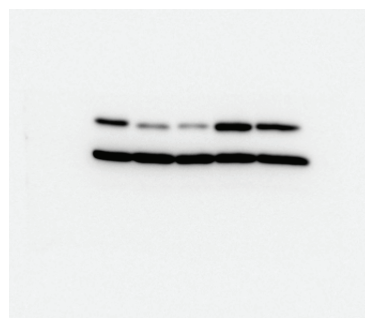

~16 kDa H3K4me2

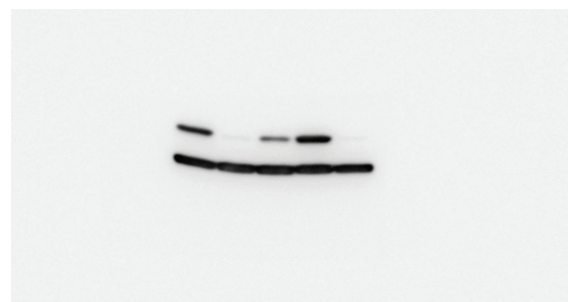

~16 kDa H3K27me3

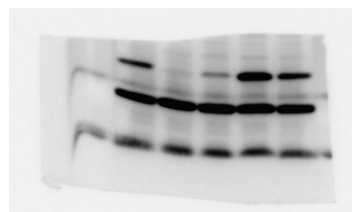

~16 kDa H3K4me3

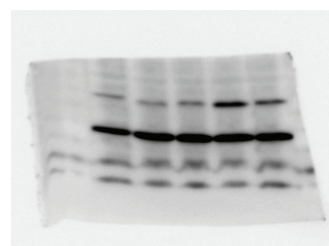

~16 kDa H3K27ac

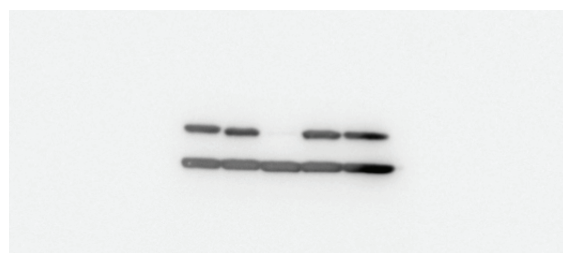

H3K9me3  
~16 kDa

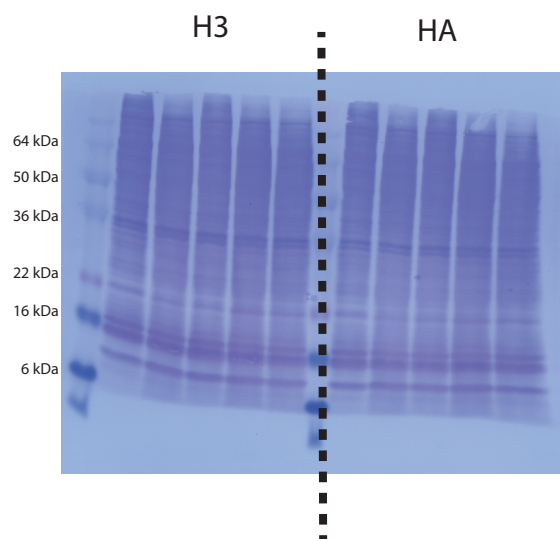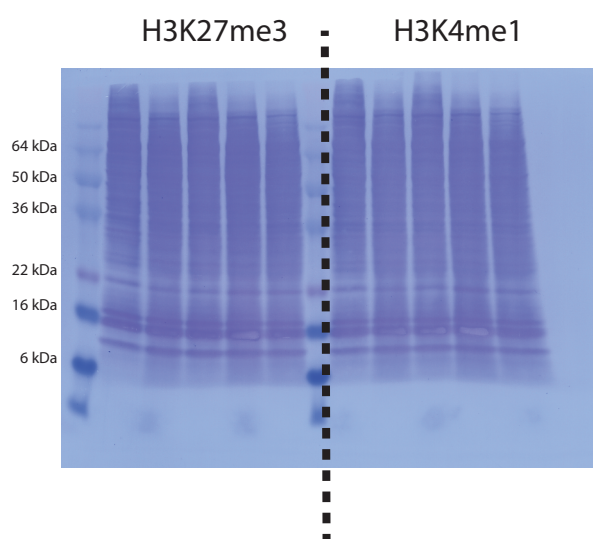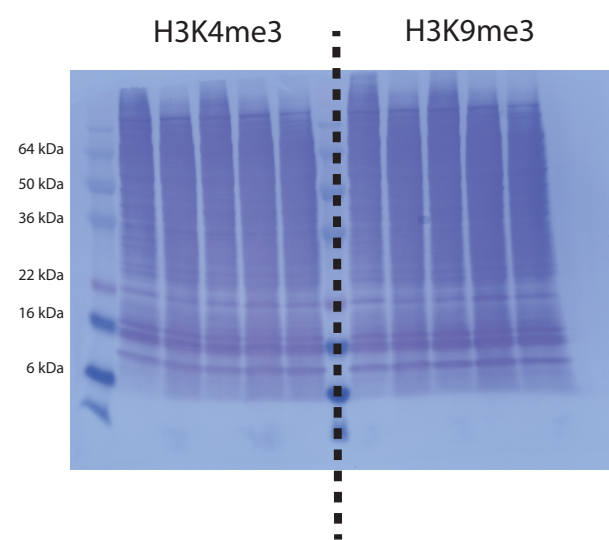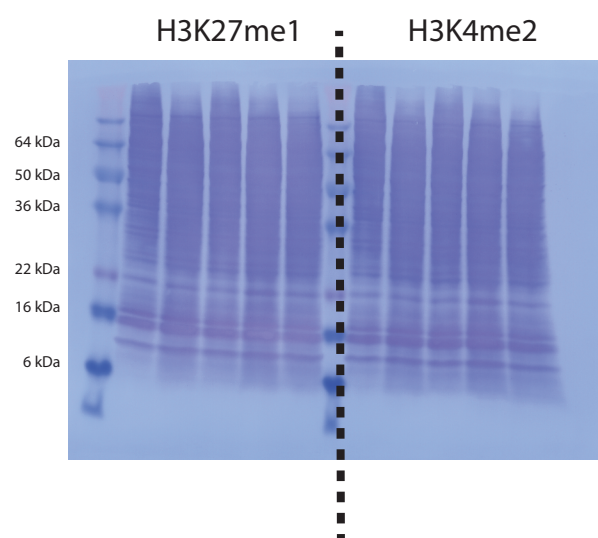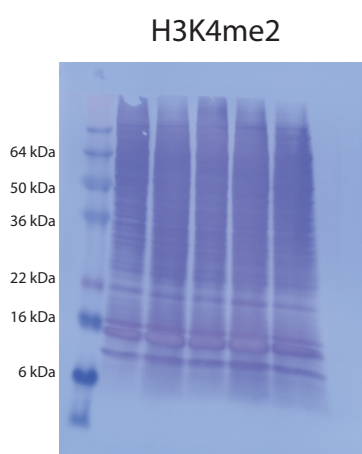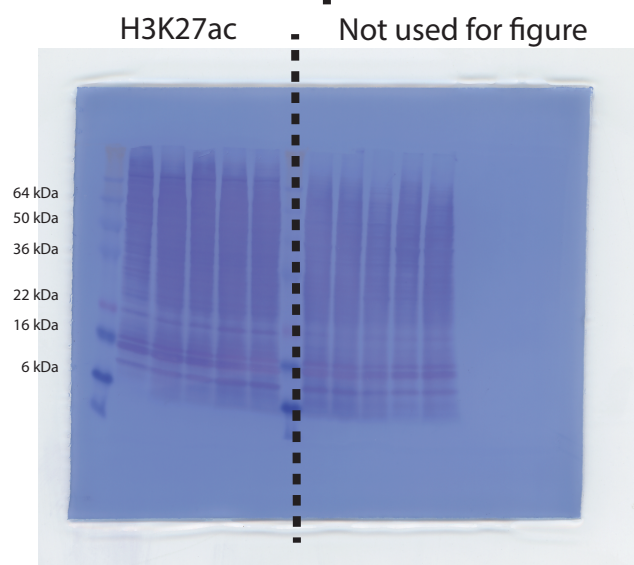

Figure 2B

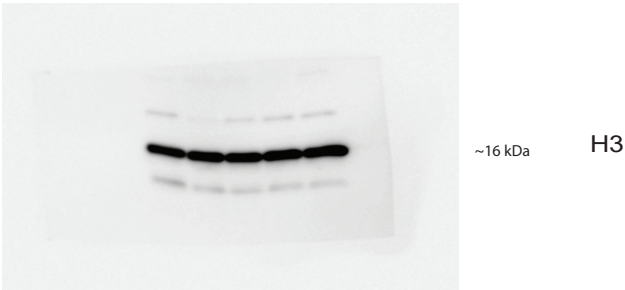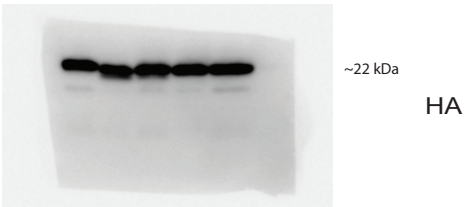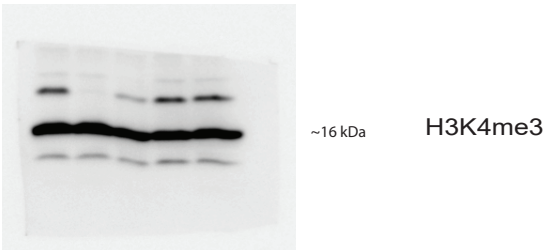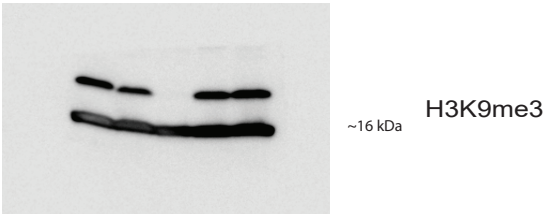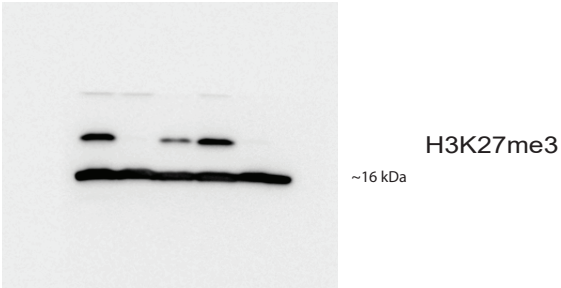

H3

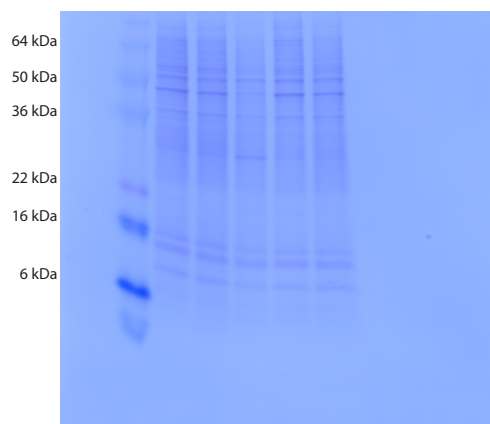

H3K9me3

H3K27me3

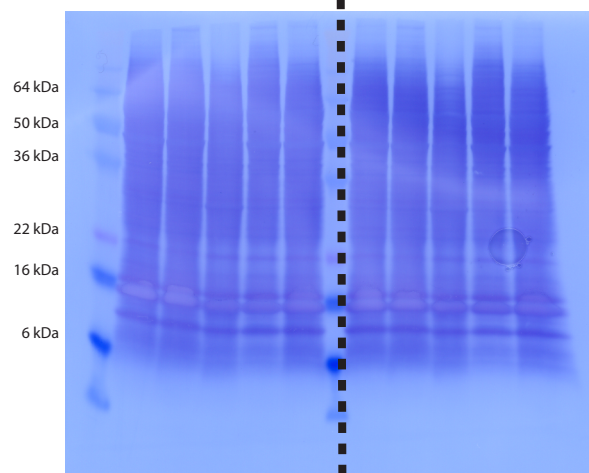

Not used for figure

HA

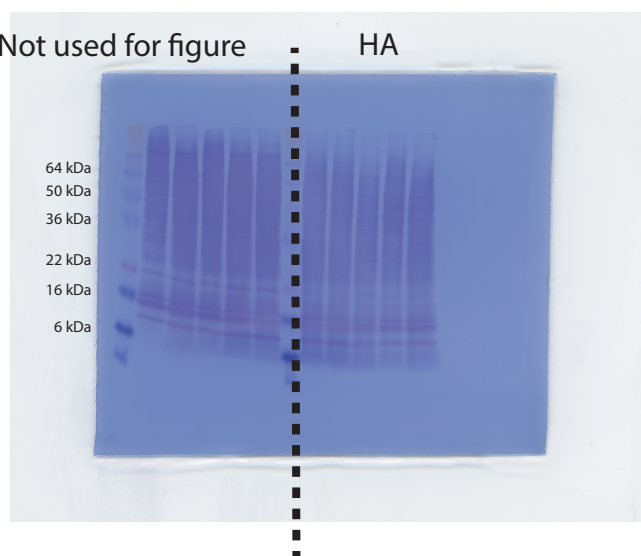

Not used for figure

H3K4me3

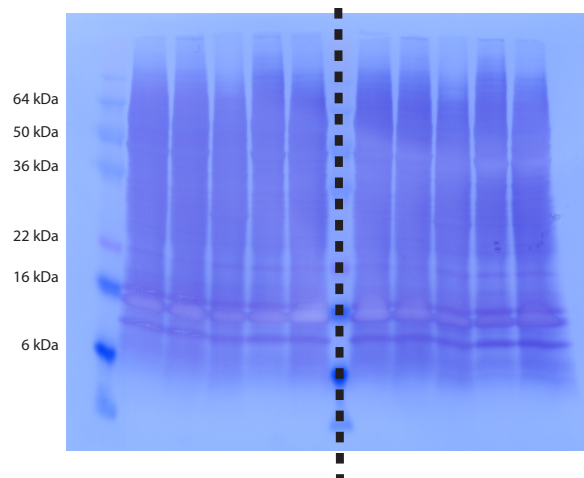

Figure 2C

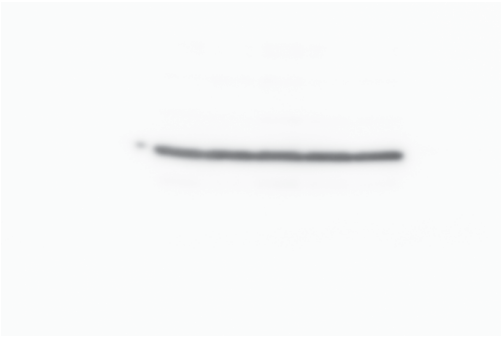

~16 kDa H3

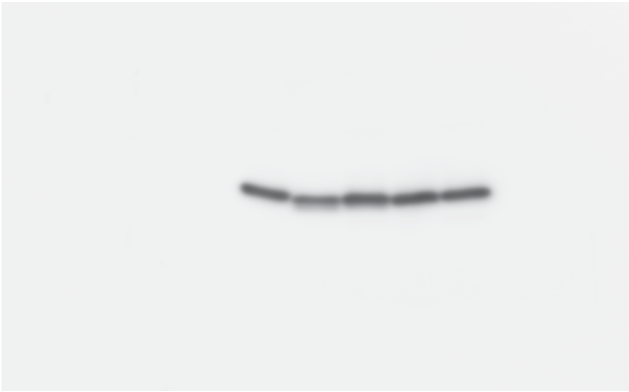

~22 kDa HA

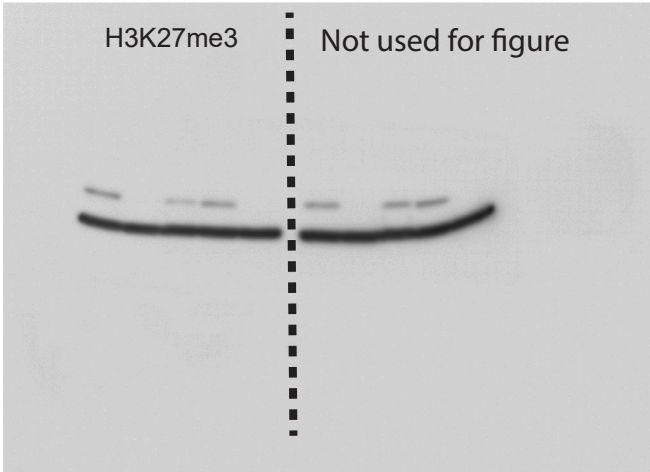

~16 kDa

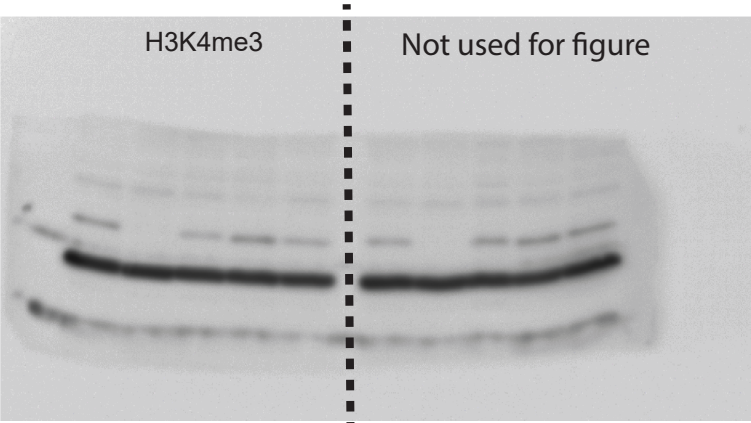

~16 kDa

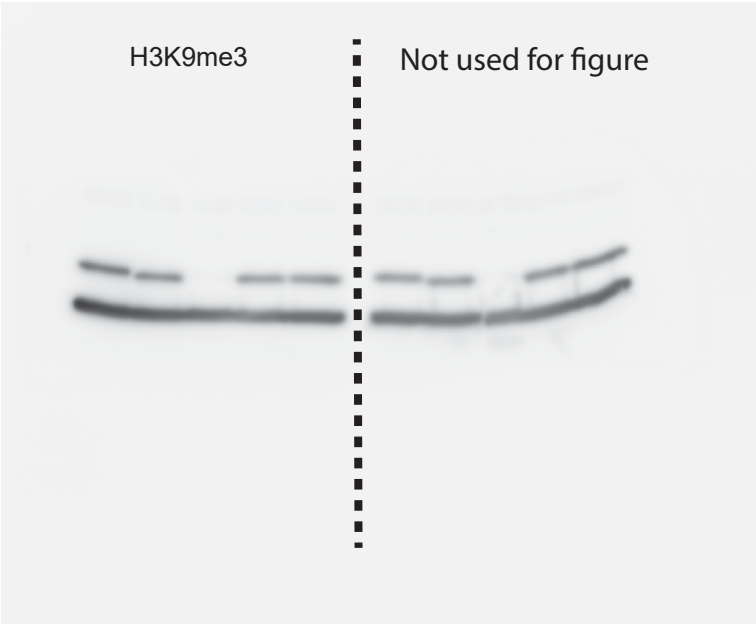

~16 kDa

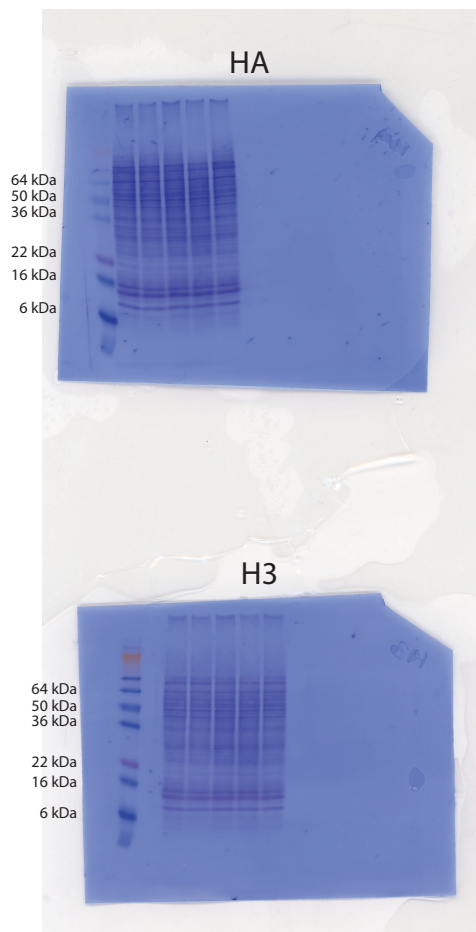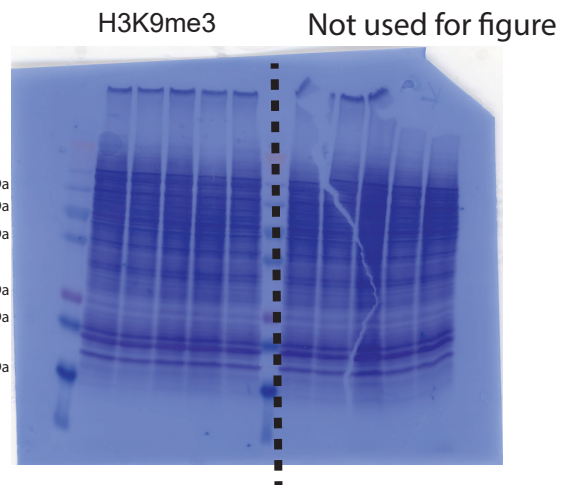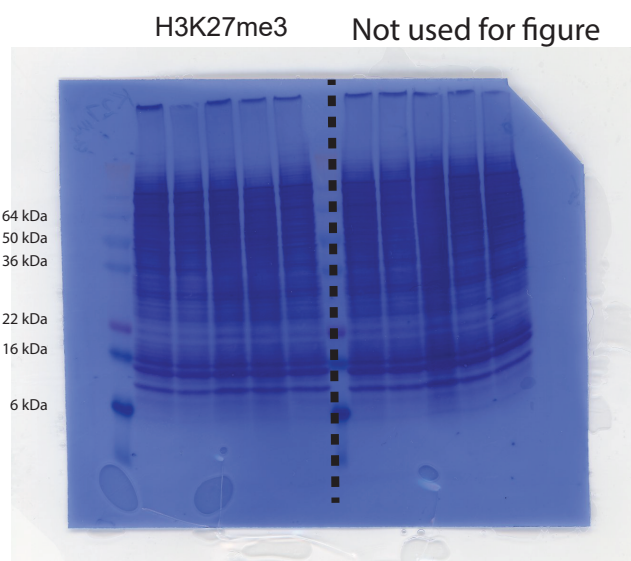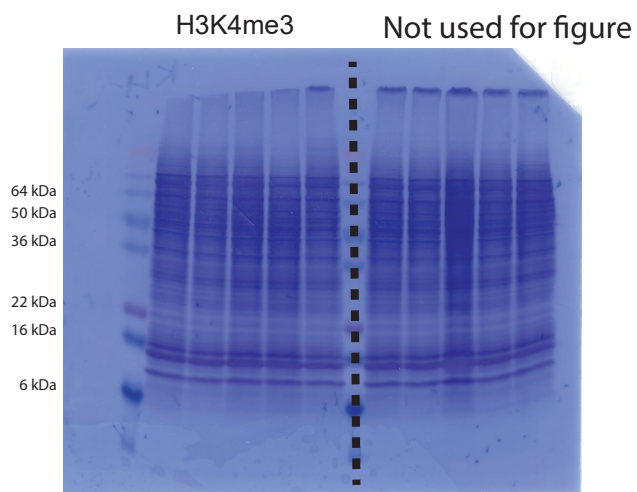

**Supplement:** Supplementary file 15 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

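Single-cell RNA sequencing counts were analysed for 4 libraries of C3H10T1/2 mesenchymal progenitors: H3WT and H3R26C, each with DMSO or with 5-Aza. Each condition has 1 library, so cells were treated as observations within a library and never as replicates. No paired analysis was possible because each condition has 1 library and no pairing of libraries is stated. The authors made the UMI counts with Cell Ranger, version 6.1.0 in the file headers as deposited, on the GRCm38 reference, and kept the barcodes that Cell Ranger called cells. The counts are whole numbers without normalization, and the paper's cell filter had not been applied to them. No column was left unmapped to a condition. The other data types of the paper are not analysed here.

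The paper's cell filter kept 22049 of 39891 barcodes, and the UMIs of the kept cells ran from 84060490 to 110712425 per library. At this depth a count of 0 cells allows a share of up to 3 divided by the cells of that library. Cells were normalized with SCTransform (sctransform 0.4.2, in Seurat 5.3.0 and R 4.3.3) with the cell cycle scores regressed, and clustered on 20 principal components at a resolution of 0.2. The cell cycle genes were taken from the human lists by letter case, where the paper used homology, and 43 of 43 S and 54 of 54 G2M genes were found. Gene positions and lengths came from GENCODE M21, matched by gene identifier for 99.6% of the 32285 genes. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9.

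The comparisons, the markers, the naming rule and all alternatives except those named in the closing section as added were set before the data were examined. Clusters were named from lists of 13 adipocyte, 13 skeletal muscle, 5 smooth muscle, 5 osteoblast, 5 chondrocyte, 5 endothelial and 5 blood markers. Clusters were matched to the groups of the paper's Fig. 6C by the nearest make-up by library, a rule added after the clusters were seen. A cluster counted as positive for Ly6a and Spp1 where at least 50% of its thinned cells had a UMI of each. Log2 ratios of genes used a pseudocount of 1 CPM. Gene lists were set against 10000 random lists drawn in 20 bins of mean expression, with 200 redraws of the counts for the counting interval. Besides the genes the paper names, the 5 genes with the largest rise and fall among those with at least 50 CPM in either library are named for each comparison, except that 1 gene is not reported. Lists of 24 interferon-stimulated, 17 immediate early, 8 heat shock and 5 nuclear-retained genes were used in the tests of the closing section. Diffusion pseudotime used 10 diffusion components.

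No doublets were removed. At 0.8% per 1000 barcodes, doublets would be 4.99% of H3WT DMSO, 12.0% of H3WT 5-Aza, 5.23% of H3R26C DMSO and 9.69% of H3R26C 5-Aza barcodes. Alternatives changed the normalization, the cell cycle regression, the resolution, the number of principal components, the cell filter, the variable genes, the thinning, the pseudocount, the scaling, the expression minimum and the root and neighbours of pseudotime. Intervals cover counting error, no test between conditions was made, and no count of changed genes is given.

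The methods were tested on simulated data. A list of genes raised by 0.58 on the log2 scale gave a median of 0.55, and 39 of 40 unchanged lists lay within the range of their random lists. The unchanged lists were themselves drawn at random, and the simulated libraries differed by counting error and the raised genes alone. This outcome was thus largely fixed, and it does not show how lists of genes that vary together behave between real libraries. A chromosome raised by 0.32 on the log2 scale gave a median of 0.30, and the other chromosomes stayed at 0.012 or less in size.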

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

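The tests of the counting error of the adipocyte-like share, of free muscle RNA, of the cell filter and of small cells or nuclei were chosen or changed after the results they concern were seen, and so was the reading of the Igfbp5 test, and the other tests of this part were written first.

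The adipocyte-like share moved in opposite directions with 5-Aza in the 2 genotypes. The ratio of the 5-Aza share to the DMSO share was 1.61 in H3WT (counting interval 0.751 to 3.74) and 0.672 in H3R26C (0.283 to 1.61), and the difference between the genotypes was not tested. Both intervals include 1, so the opposite directions may be counting error of few cells. An effect of the genotype on the response stays open.

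Of 3755 genes considered, 4 rose by at least 0.5 (log2) with 5-Aza in H3WT and fell by as much in H3R26C, and 0 moved the other way round. They were Igfbp5 (1.24 and −0.50), Ifi30 (0.88 and −0.66), Akap12 (0.63 and −0.54) and Pi15 (0.56 and −1.15). These differences between the genotypes were not tested. Outside cluster C the log2 ratio of Igfbp5 was 1.49 in H3WT and 0.69 in H3R26C. Igfbp5 leads that cluster, so leaving it out takes away the cells with the most Igfbp5 and largely fixes this outcome, and a change in the share of the cluster stays open. For the other 3 genes no explanation was tested, and a difference between single libraries cannot be set apart from one between genotypes.

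Interferon-stimulated genes, which the paper does not discuss, rose with 5-Aza. The median log2 ratio of 5-Aza to DMSO was 0.96 in H3WT (15 of 15 genes above 0) and 2.31 in H3R26C (19 of 19), both above the random lists. The list holds none of the leading genes of cluster B, and the lower median of 0.96 argues against a rise of a few single genes. H3R26C was above H3WT with 5-Aza by a median of 1.696, and by 0.40 with DMSO. Within the muscle-like cells that difference was 1.30, which argues against a different make-up of clusters as the whole cause, and it was 1.20 in cluster A, 1.71 in B, 1.86 in C and 0.66 in E. A difference between libraries that is not due to genotype stays open, because each condition has 1 library, and so does a response to 5-Aza that is stronger in H3R26C.

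The barcodes that the cell filter left out, which the paper did not analyse, held the 13 muscle markers at 14342 CPM in H3WT 5-Aza and 13811 CPM in H3R26C 5-Aza, against 18.7 and 0.990 CPM in the DMSO libraries. The kept cells of the 5-Aza libraries held them at 2018.9 and 2579 CPM, a ratio of H3R26C to H3WT of 1.28. Over all barcodes the ratio was 1.01 (3249 to 3224 CPM), so the higher muscle-like share of H3R26C may come in part from a filter that left out more muscle barcodes of the H3WT library. The bar for this test was relaxed after the values were seen, to a ratio nearer to 1 than to that of the kept cells. Muscle RNA also lay outside the muscle-like cluster. The highest share of unthinned cells with an Acta1 UMI among the unnamed clusters was 1.32 times the lowest in H3WT 5-Aza and 1.16 times in H3R26C 5-Aza, under the bar of 1.5, which free RNA from lysed muscle cells could give. This test was first set on thinned cells, where the values were 2.15 and 1.701 and missed the bar, and was moved to unthinned cells after they were seen, so it carries little weight.

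Barcodes under 1000 UMIs numbered 6607 in H3WT 5-Aza and held the muscle markers at 4.00 times the CPM of all barcodes. The test written first would have counted this against free RNA in droplets without a cell. It was left undecided after the value was seen, since free RNA need not have the composition of the library, and free RNA cannot be told apart here from muscle fragments. Malat1, a nuclear RNA, was at 0.232 times the CPM of all barcodes, which argues against small cells or nuclei in most of these droplets. No biological explanation was tested.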

How the results depend on the processing

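The removal of the cells with the highest Scrublet scores and the choice of the clusters nearest to Groups 2, 8 and 9 were added after the results were seen, and the other alternatives were planned. The planned removal of the doublets that Scrublet marks could not be used, since it marked 5 cells.

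The adipocyte-like share ratio kept its direction and stayed inside its counting interval in all 10 alternatives, from 0.341 to 0.620. Clustered alone, the H3R26C 5-Aza library gave no adipocyte-like cluster, so that alternative gives no ratio. The muscle-like share ratio stayed inside its interval in 9 of 11 alternatives. These 9 include the marker gate, at 1.27, which cannot tell muscle cells from cells that hold free muscle RNA. The muscle-like share ratio fell below 1 with the looser cell filter, at 0.938, where the counting intervals of its shares overlap. It was 1.698 with the stricter one.

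The H3R26C 5-Aza contribution to the clusters positive for Ly6a and Spp1 moved out of its interval in all 13 alternatives. That interval leaves out the counting error of the other libraries' shares. It was 57.9% without cell cycle regression, 75.2% with log-normalization, 65.4% at resolution 0.1, 47.8% at resolution 0.4, 54.5% with 30 principal components, 53.92% without the named genes and markers, 53.89% with the highest Scrublet scores removed, 43.9% with the looser and 56.6% with the stricter cell filter, 73.1% at a threshold of 75% of cells, 74.2% over the clusters nearest to Groups 2, 8 and 9, and 55.3% with cells in place of clusters. At a threshold of 25% it was 24.2%, a value that says nothing about the result, since all 8 unnamed clusters then count, with 94.3% to 99.7% of the cells of each library, and each of the 4 libraries must come near 25%.

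The share of cells with both genes, given for H3WT DMSO, H3WT 5-Aza, H3R26C DMSO and H3R26C 5-Aza, was 26.1%, 50.1%, 29.5% and 90.8% without thinning, 19.1%, 48.6%, 25.3% and 88.7% when thinned to 10000 UMIs, and 6.39%, 19.9%, 11.9% and 68.7% with at least 3 UMIs of Spp1. With the highest Scrublet scores removed it was 30.9% in H3WT 5-Aza and 78.0% in H3R26C 5-Aza and stayed inside its interval in the DMSO libraries. Depth sets the size of these shares, which rise with the UMIs kept per cell. Their order across the libraries was the same in these settings.

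The Spp1 log2 ratio was 2.58 with all barcodes, 2.48 with the stricter cell filter, 2.68 with per-cell CPM and 2.56 with median-of-ratios scaling. Over all cells no bulk list changed the sign of its median. With DMSO, the genes higher in bulk had a median of −0.037 with per-cell CPM and −0.12 with median-of-ratios scaling, and the genes lower in bulk 0.44 with a pseudocount of 0.1 CPM and 0.014 from 10 CPM. With 5-Aza, the genes higher in bulk had −0.14 with all barcodes, −0.12 with per-cell CPM, −0.21 with a pseudocount of 0.1 CPM and −0.38 from 10 CPM, and the genes lower in bulk 1.252 with a pseudocount of 0.1 CPM and 0.76 from 10 CPM.

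The difference in the blood vessel morphogenesis score with DMSO was 0.00161 with mean log-normalized expression and 0.000739 on thinned cells, and was reversed with the angiogenesis list, at −0.00175. With 5-Aza it was −0.0183, −0.0167 and −0.0215 in the same order. The difference in median pseudotime was 0.0561 from a root in H3R26C DMSO, 0.0478 with 15 neighbours, 0.052 with log-normalization and 0.0778 without cell cycle regression. As a Euclidean distance, which has another scale, it was 21.4. For all values of this part that moved or reversed, the cause was not tested, apart from the effect of depth on the shares of cells.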

Differences from the paper's values

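With the main settings, 4 proportions of the paper's Fig. 6C differed by more than 1.5 times in the cluster nearest to the group by make-up, a match that itself favours like proportions and was added, as was this comparison by group, after the values were seen. H3R26C 5-Aza made up 0.171 of the cluster nearest to Group 3 against the paper's 0.0126. Of the alternatives set before the data were examined, the stricter cell filter closed this gap, at 0.0131, and the others with a cluster matched to that group did not. For Group 4, H3WT 5-Aza made up 0.101 against the paper's 0.0407, and H3R26C 5-Aza 0.0122 against the paper's 0.00568. Both gaps were closed without cell cycle regression (0.0334 and 0.00407) and at resolution 0.4 (0.0390 and 0.00530), the second also with log-normalization (0.00380), and neither with 30 principal components, without the named genes and markers, or with the looser or stricter cell filter. For Group 9, H3WT DMSO had 0 cells against the paper's proportion of 0.00626, and the gap was closed at resolution 0.4 (0.00643) and not with the looser filter. Group 5 was left out, because its nearest cluster, I, lies nearer to Group 9. H3WT 5-Aza made up 0.00811 of that cluster against the paper's 0.0205 for Group 5. All other values compared lay within 1.5 times of the paper's with the main settings. In some alternatives further proportions differed. For Group 2, H3R26C DMSO made up 0.00740 at resolution 0.1, 0.00933 with 30 principal components, 0.00986 without the named genes and markers, 0 with the looser and 0.00573 with the stricter cell filter, against the paper's 0.0194, and H3WT DMSO 0 with the looser filter against the paper's 0.00581. For Group 1, H3R26C 5-Aza made up 0.0313 without cell cycle regression against the paper's 0.0147, and for Group 4, H3WT DMSO 0.0671 with log-normalization against the paper's 0.123. The adipocyte-like share ratio was 0.393 against the paper's 0.386. Among the alternatives, the stricter cell filter gave a ratio of 0.620, with proportions in the adipocyte-like cluster of 0.0918 from H3WT DMSO and 0.245 from H3R26C 5-Aza against the paper's 0.235 and 0.149, and resolution 0.4 gave 16 clusters against the paper's 10.

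The paper describes the Spp1-positive groups as made almost wholly of H3R26C 5-Aza cells. Here that library contributed 52.7% to the clusters positive for Ly6a and Spp1, which include D and F, nearest to the paper's Groups 4 and 7. It contributed between 43.9% and 75.2% in the alternatives other than the threshold of 25%, which takes in nearly all cells, and 74.2% over clusters B, H and I alone, a choice made after seeing the values. In the paper's own Source Data, H3R26C 5-Aza makes up a proportion of 0.980 of Group 5, 1 of Group 8, 0.986 of Group 9 and 0.693 of Group 2, and H3WT 5-Aza 0.281 of Group 2. Clusters H and I, nearest to Groups 8 and 9, were at 100% and 99.2%.

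The paper states that the bulk and single-cell data go together. The genes higher in bulk H3R26C had a median log2 ratio of −0.080 with DMSO and −0.18 with 5-Aza, and those lower in bulk 0.29 and 0.95. No alternative over all cells changed the sign of these medians. From 10 CPM with DMSO, however, the 3 genes left of those lower in bulk had a median of 0.014. This was at percentile 44.1, inside the random lists. In subsets of cells, the genes higher in bulk had a median of 0.011 in G1 cells and 0.0084 in the largest cluster with DMSO, and with 5-Aza 0.18 in the largest cluster, the bulk direction.

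The paper states that the differences in the vascular gene scores persisted with 5-Aza. The library mean of the blood vessel morphogenesis score was lower in H3R26C with 5-Aza, by −0.0156, and in cluster F, nearest to Group 7, the difference was 0.0139 against 0.141 with DMSO. With the angiogenesis list, the difference in cluster F with 5-Aza was −0.00738. It was 0.00964 there with mean log-normalized expression and 0.00944 on thinned cells. Of the 8 clusters with at least 10 cells of each 5-Aza library, the difference was above 0 in 6, the paper's direction. With the angiogenesis list this held in 3, with mean log-normalized expression in 6 and on thinned cells in 5.

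The paper's model, which it says the data support, includes a reduced terminally differentiated population. The adipocyte-like share was lower in H3R26C with 5-Aza, while the muscle-like share was higher, with a ratio of 1.37. For muscle, the paper's imaging found fewer mature multinucleated myotubes in H3R26C, while some H3R26C cells still expressed the myosin marker. The sequenced cells were passed through a strainer, and the counts do not show how many nuclei a cell had. The muscle-like share therefore cannot tell whether mature myotubes were fewer, and its rise does not contradict that finding. Over all barcodes the CPM of the muscle markers had a ratio of 1.01. The mean skeletal muscle score with 5-Aza was lower in H3R26C, at 0.104 against 0.128 in H3WT. Within clusters its difference was above 0 in 1 of 8. The paper's own proportions in the muscle group are 0.568 from H3R26C 5-Aza and 0.432 from H3WT 5-Aza. With the looser cell filter the muscle-like share ratio was 0.938. The counting intervals of its shares overlap, at 10.1% to 11.5% in H3WT and 9.53% to 10.7% in H3R26C, so it shows no clear reduction.

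The paper reports that the adipocytes were not resolved in the trajectory. In diffusion pseudotime, which is another method, the adipocyte-like cells had a median of 0.816.

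The paper places Cd34 and Hmga2 in Group 9. With these genes among the variable genes, cluster I, nearest to Group 9, held Cd34 at 156 CPM and Hmga2 at 192 CPM. With the named genes left out, no such cluster was separate.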

Other observations

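The tests of exchanged labels, of free Spp1 RNA, and of a chromosome copy change with gene length and expression taken out were chosen or changed after the results they concern were seen, and so was the reading of 3 others, as said below.

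Over all kept cells, the genes higher in bulk H3R26C were lower in the H3R26C DMSO library. Among cells in G1 phase their median log2 ratio was 0.011, at percentile 22.4 of the random lists, and within the largest cluster 0.0084, at percentile 25.6. More cycling cells or a different make-up of clusters in that library may therefore account for the fall below the random lists, though neither brought the list above its random lists with DMSO. With 5-Aza the median was −0.014 in G1 cells and 0.18 within the largest cluster. The genes lower in bulk stayed above 0 with DMSO, at 0.29 in all cells, 0.30 in G1 cells and 0.26 in the largest cluster. Exchanged H3WT and H3R26C labels could give both directions, and cannot be told apart from these explanations, because the transgene was not counted in these libraries. A swap within 1 treatment alone is argued against by chromosomes 8 and 15, whose shifts go the same way in both treatments.

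Against H3WT, the H3R26C libraries had a median log2 ratio of −0.24 (DMSO) and −0.31 (5-Aza) over the genes of chromosome 8, and of 0.18 in both treatments over those of chromosome 15. Within a genotype, no chromosome's median exceeded 0.084 in size between treatments. The log2 ratio of chromosome 15 to chromosome 8 counts per cell was at least 0.4 in 55.5% of H3R26C DMSO and 62.0% of H3R26C 5-Aza cells, against 3.83% and 4.69% of the H3WT cells, and at most 0.1 in 25.8% and 15.7% of the H3R26C cells. This may be a mixture of cells with and without a change of chromosome copies. The ratios from 2 sets of genes correlated across cells by 0.735 in H3R26C DMSO and 0.609 in H3R26C 5-Aza, against 0.482 and 0.473 in the H3WT libraries. The bar written first, 0.2 above either H3WT library, was met with DMSO and missed with 5-Aza. The result was then read as undecided, and the pattern and the limits of 0.1 and 0.4 had been seen before the test. Copy changes and a broad shift of expression along these chromosomes cannot be told apart without DNA data.

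Such cells alone do not account for the Spp1 difference with 5-Aza. Among H3R26C 5-Aza cells with a ratio of at most 0.1, Spp1 was at 2999 CPM, 3.54 times the H3WT 5-Aza library, and among those with at least 0.4 it was at 5192 CPM. In H3R26C DMSO the values were 207 and 601 CPM, against 275 CPM in the whole H3WT DMSO library. With DMSO, the cells with a ratio of at least 0.4 may thus account for the higher Spp1 of H3R26C. In H3WT 5-Aza the values were 912 and 504 CPM.

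Clusters H and I, made of H3R26C 5-Aza cells, may each be a clone with a chromosome copy change. The largest chromosome median against the other cells of the library was 0.32 in size, in cluster I. Cluster F, which all libraries share, reached 0.41, and by the bar written first this counts against a clone. The test was read as undecided only after that value was seen, since gene length sets cluster F apart. With genes matched on length and expression, chromosome 12 was at 0.30 in cluster I (0.35 and 0.25 in its first and second part) and chromosome 5 at 0.29 in cluster H (0.38 and 0.22), while no cluster of the other libraries exceeded 0.17. This second test was designed after the first values were seen. Spp1, Plac8 and Pdgfra lie on chromosome 5, so their levels in cluster H are not independent of that shift. Within H3R26C 5-Aza, clusters A and E also reached −0.26 (chromosome 15) and −0.24 (chromosome 14).

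More cells had Ly6a and Spp1 in H3R26C 5-Aza. Among cells in G1 phase the share was 78.6% in H3R26C and 31.0% in H3WT, which argues against more cycling cells as the cause. Free Spp1 RNA could raise this share and stays open, since 1 UMI is enough for a cell to count. In cluster A, which had the lowest Spp1 CPM of that library, 69.7% of the thinned cells had a Spp1 UMI, against 38.1% in cluster A of H3WT 5-Aza. The level of Spp1 is another matter. In cluster A it was at 0.112 times the CPM of the cells of no named cluster, which argues against free Spp1 RNA as the whole cause of the higher Spp1 CPM. That test was first set on the muscle-like cells, where the ratio was 0.687 and left free RNA open, and was moved to the lowest cluster afterwards. A genotype effect cannot be set apart from a difference between single libraries.

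Cluster F, nearest to the paper's Group 7, had the highest blood vessel morphogenesis score, 0.200. On cells thinned to 5000 UMIs it was 0.163, above the 0.0912 of the next cluster, which argues against low UMI counts as the cause. The list's median log2 ratio of that cluster to the other cells was 0.68, above 0.27 to 0.62 for random lists matched on expression and gene length, which argues against long genes as the whole cause. Those random lists were themselves above 0, so part of the rise may go with gene length. The cluster held the 5 nuclear-retained genes at 62808 CPM, against 6141 to 22811 CPM in the others, and an origin in damaged cells or nuclei stays open.

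Immediate early genes were lower in H3R26C, by a median log2 ratio of −0.73 with DMSO and −1.28 with 5-Aza, and lower with 5-Aza, by −0.43 in H3WT and −1.11 in H3R26C. A stress response of some libraries during dissociation may be the cause. Of the 8 heat shock genes, 6 passed the expression limit between the genotypes with DMSO, with a median of 0.026 and 3 genes above 0, and 7 with 5-Aza, with −0.093 and 1 gene above 0. Between the treatments the medians were 0.0036 over 6 genes in H3WT and −0.015 over 7 in H3R26C. All 4 lay inside the random lists. Written first as evidence against, this was read as undecided afterwards, because the genes are few, went both ways with DMSO and mostly down with 5-Aza.

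Further genes that the paper names, and PRC2 subunits, had these log2 ratios of H3R26C to H3WT with DMSO and with 5-Aza: Igfbp5 1.68 and −0.063, Ccn3 0.65 and −1.05, Phex −0.022 and −0.78, Plin1 1.01 and −0.55, Bmp4 −0.53 and 0.10, Sox9 −0.32 and −0.71, Cebpa 0.62 and 0.17, Pparg −0.07 and −0.67, Notch3 1.41 and 1.02, Pdgfrb −0.12 and −0.65, Tgfb2 −0.68 and −1.31, Nfatc4 1.52 and 0.43, Ezh1 −0.23 and −0.29, Ezh2 0.08 and 0.21, Eed 0.13 and 0.26, Suz12 0.15 and 0.19, Rbbp4 0.04 and −0.13, and Rbbp7 0.15 and −0.17. Myod1 was at 0.66 with 5-Aza and had 0 UMIs in H3R26C and 1 in H3WT with DMSO. With DMSO the largest rises in H3R26C were Efemp1 3.25, Tmem176b 3.21, Bace2 3.05, Pi15 3.03 and Ccl7 2.12, and the largest falls Eln −1.80, Dpt −1.58, Thy1 −1.52, Fosb −1.39 and Colec10 −1.16. With 5-Aza the rises included Crabp1 4.10, Alox5ap 3.82, Hpse 3.43 and Ifi27l2a 3.34, and the largest falls were Fos −3.43, Eln −3.05, Zfp36 −2.66, Mfap5 −2.48 and Colec10 −2.42.

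From DMSO to 5-Aza the largest rises in H3WT were Ttn 8.96, Acta1 8.85, Mylpf 7.98, Myl1 7.20 and Tnnc2 6.64, and the largest falls Fosb −2.05, Cib3 −1.80, Nr4a1 −1.54, Btg2 −1.40 and Sfrp1 −1.23. In H3R26C they were Acta1 9.28, Ttn 9.21, Mylpf 8.70, Ndufa4l2 7.24 and Tnnc2 6.90, and Cib3 −3.66, Fos −3.26, Kctd12 −2.57, Btg2 −2.36 and Gm48197 −2.32. These are values of single libraries, and the rises of muscle genes, which had 1 to 39 UMIs in the DMSO libraries, depend on the pseudocount.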
